# Transgressive and parental dominant gene expression and cytosine methylation during seed development in *Brassica napus* hybrids

**DOI:** 10.1007/s00122-023-04345-7

**Published:** 2023-04-18

**Authors:** Mauricio Orantes-Bonilla, Hao Wang, Huey Tyng Lee, Agnieszka A. Golicz, Dandan Hu, Wenwen Li, Jun Zou, Rod J. Snowdon

## Abstract

**Key message:**

**Transcriptomic and epigenomic profiling of gene expression and small RNAs during seed and seedling development reveals expression and methylation dominance levels with implications on early stage heterosis in oilseed rape.**

**Abstract:**

The enhanced performance of hybrids through heterosis remains a key aspect in plant breeding; however, the underlying mechanisms are still not fully elucidated. To investigate the potential role of transcriptomic and epigenomic patterns in early expression of hybrid vigor, we investigated gene expression, small RNA abundance and genome-wide methylation in hybrids from two distant *Brassica napus* ecotypes during seed and seedling developmental stages using next-generation sequencing. A total of 31117, 344, 36229 and 7399 differentially expressed genes, microRNAs, small interfering RNAs and differentially methylated regions were identified, respectively. Approximately 70% of the differentially expressed or methylated features displayed parental dominance levels where the hybrid followed the same patterns as the parents. Via gene ontology enrichment and microRNA-target association analyses during seed development, we found copies of reproductive, developmental and meiotic genes with transgressive and paternal dominance patterns. Interestingly, maternal dominance was more prominent in hypermethylated and downregulated features during seed formation, contrasting to the general maternal gamete demethylation reported during gametogenesis in angiosperms. Associations between methylation and gene expression allowed identification of putative epialleles with diverse pivotal biological functions during seed formation. Furthermore, most differentially methylated regions, differentially expressed siRNAs and transposable elements were in regions that flanked genes without differential expression. This suggests that differential expression and methylation of epigenomic features may help maintain expression of pivotal genes in a hybrid context. Differential expression and methylation patterns during seed formation in an *F*_*1*_ hybrid provide novel insights into genes and mechanisms with potential roles in early heterosis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00122-023-04345-7.

## Introduction

Heterosis refers to the enhanced performance observed in *F*_*1*_ hybrids derived from two genetically distant, homozygous parents. The improved performance of hybrids compared to their inbred parents was described as early as the late nineteenth century by Charles Darwin during his studies on maize and other plants (Darwin 1876). Since Shull first coined the term “heterosis” in 1914 (Shull 1914; 1948), this phenomenon has been applied in plant breeding to develop hybrids that outperform their inbred parents. However, despite the success of hybrid breeding in many major crops with selfing/outcrossing mating systems, for example maize, sunflower, tomato, sugarbeet and oilseed rape (Steeg et al. 2022), the mechanisms driving heterosis have yet to be fully elucidated. Several factors contributing to heterosis have been proposed: For extensive reviews see for example Wu et al. (2021) and Mackay et al. (2021). Classical quantitative genetics remains core to understanding heterosis as a product of allele interactions through dominance, over-dominance, or epistasis (Fujimoto et al. 2018). Nevertheless, through recent research, the cumulative understanding of molecular biology features has raised the question of how non-genetic and non-genomic features are also associated with heterotic patterns and to which extent. Recent studies suggest that gene networks, allele bias, epigenomic and transcriptomic factors play a key role in heterosis (Wu et al. 2021; Yu et al. 2021).

*Brassica napus* (oilseed rape, canola; AACC, 2*n* = 38) is not only an important crop where hybrid breeding has been implemented successfully, but is also a model crop of research interest due to its polyploid nature and phylogenetic proximity to *Arabidopsis thaliana*. Oilseed rape is the second most widely grown oilseed crop and has been the third most important food oil source worldwide in the last decade (FAO 2022). The economic importance of hybrid breeding in oilseed rape is evident from the number and relevance of hybrid varieties in key producing countries like Canada, China and Germany. It is estimated that in 2015–2016, at least 80% of oilseed rape grown in China were hybrid varieties (Bonjean et al. 2016), whereas in Canada, the world’s largest producer of spring-type canola, herbicide-tolerant hybrid varieties have contributed to significant yield increases during the past decade (Malla and Brewin 2019; FAO 2022). The highest worldwide yields in winter-type oilseed rape in the past ten years were recorded in Germany (FAO 2022), where the percentage of hybrid cultivars registered in the German National List increased from 74% in 2016 to more than 90% in 2022 (Friedt et al. 2018; BSA 2022). These figures highlight the relevance of heterosis in current oilseed rape/canola breeding worldwide. The economic importance increases the need for a more refined understanding of the underlying molecular mechanisms behind heterosis in *B. napus*.

Technological advances in transcriptomic and epigenomic profiling in recent decades have increased awareness of regulatory and epigenetic factors in crop improvement and hybrid breeding (Scossa et al. 2021; Yang et al. 2021). “Omics” technologies not only help to describe and expand genetic diversity in crop species (Louwaars 2018), but can also contribute to elucidating the role of regulatory and non-coding features in plants (Zanini et al. 2022). Transcriptomic and epigenomic features have been widely used to determine molecular and biological functions associated with improved performance in plant hybrids (Yu et al. 2021). For instance, RNA sequencing (RNA-Seq) data developed through microarrays and next-generation sequencing (NGS) has been used to find differentially expressed genes (DEGs) linked to heterosis during diverse growth stages (Wang et al. 2017a; Zhu et al. 2020). Small RNAs (sRNAs) derived from endogenous genomic loci or exogeneous sources are known to regulate various functions and responses in plants. Classification and characterization of microRNAs (miRNAs) and small interfering RNAs (siRNAs) provide valuable information to investigate regulatory factors involved in modulation of gene and trait expression (Griffiths-Jones et al. 2006; Lunardon et al. 2020). For example, sRNAs have been associated with changes in performance in maize, rice and wheat (Zhang et al. 2014a; Li et al. 2014; Seifert et al. 2018a), while epigenomic features, including chromatin interaction, histone modification and DNA methylation, can cause phenotypical changes without alterations in DNA sequences (Fitz-James and Cavalli 2022). Genome-wide methylation differences in various plant species have been associated with phenotypic consequences (Muyle et al. 2022) and linked to heterosis (Kawanabe et al. 2016; Lauss et al. 2018).

Differential gene expression studies in *B.napus* revealed key genes regulating flowering time, disease resistance and abiotic stress (Wu et al. 2016; Wang et al. 2017b; Jian et al. 2019), while small RNA profiling identified microRNA and siRNA sequences associated with pathogen response, abiotic stress and lipid metabolism in oilseed rape (Wang et al. 2017c; Jian et al. 2018; Martinez Palacios et al. 2019; Regmi et al. 2021). Furthermore, DNA methylation patterns were found to contribute to heat response, DNA repair and fertility in *B.napus* (Li et al. 2016; Ran et al. 2016; Wang et al. 2018; Yin et al. 2021).

Nevertheless, few studies have integrated multiple omics strategies to obtain a detailed scenario of expression and methylation patterns in oilseed rape (Shen et al. 2017; Wang et al. 2018). Interestingly, Shen et al. (2017) found specific expression and methylation patterns associated with heterosis in a commercial *B. napus* hybrid cultivar. Enhanced performance due to heterosis has been mostly evaluated at the genomic level and explained through allele interactions (Fujimoto et al. 2018) and introgressions of genomic regions between genetically and genomically distant parents (Hu et al. 2021a; Quezada-Martinez et al. 2021). Nevertheless, the transcriptomic and epigenomic networks involved in heterosis have not been fully elucidated, and the potential to include information on coding and non-coding features in hybrid breeding has been barely explored.

Comprehensive studies in maize and Arabidopsis demonstrated that heterosis can be observed in various developmental stages (van Hulten et al. 2018; Zhou et al. 2019). Heterosis during seed development can contribute directly to grain yield, seed biomass, germination and early vigor (Hochholdinger and Hoecker 2007; Jahnke et al. 2010). Since seed formation is characterized by the merging of parental genomes, parent-specific epigenomic effects and genomic imprinting (Thiemann et al. 2009; Castillo-Bravo et al. 2022), it is an ideal stage for transcriptomic and epigenomic assessments in relation to heterosis. RNA-Seq and methylation-based studies have dissected putative heterotic loci in embryo and seed developmental stages in hybrids of Arabidopsis (Meyer et al. 2012; Kawanabe et al. 2016; Alonso-Peral et al. 2017; Chen et al. 2022). In *A. thaliana* and maize, early heterosis was associated with increases in cell size and number, seed yield and biomass (Jahnke et al. 2010; Wang et al. 2017a; Zhu et al. 2020). Groszmann et al. (2014) found that the maternal genotype was the major determinant of heterosis at early developmental stages in *A. thaliana*. Seed development is also well characterized for enriched epigenomic mechanisms through methylation and transcriptomic regulation, with pollen cells being hypermethylated and ovule cells demethylated in most plants (Batista and Köhler 2020; Montgomery and Berger 2021). Parental dominance effects are attributed with a key role during seed formation through diverging gamete methylation patterns (Weigel and Colot 2012; Lauss et al. 2018). Moreover, the merging of parental genomes during embryogenesis can cause a genomic shock that can further alter the hybrid transcriptome (Bird et al. 2018).

Diverse studies in parent–offspring trios have compared parental dominant and transgressive gene expression patterns via expression level dominance (ELD) analyses in polyploids including *B. napus* (Yoo et al. 2013; Wu et al. 2018; Li et al. 2020) to elucidate the parental genotype effects on gene expression in interspecific hybrids between the diploid species progenitors. In the present study, we analyze transcriptomic and epigenomic differences during seed and seedling development in homozygous parental lines and their *F*_*1*_ hybrid from a cross between the winter-type *B.napus* accession Express 617 (Lee et al. 2020) and the semi-winter accession *B. napus* G3D001 (Zou et al. 2018).

Preliminary observations by Hu et al. (2021b) showed significant heterosis in hybrids from Express 617 and newly resynthesized oilseed rape lines, including the Express 617 × G3D001 hybrid (encoded in that publication as genotype number T4_N22) under environmental conditions in China. Numerous studies during the last decades have also shown the heterotic advantages of crossing genetically distant oilseed rape varieties (Qian et al. 2009; Basunanda et al. 2010; Girke et al. 2012; Hu et al. 2021a). Hence, determining differentially expressed and methylated heterotic features between distant germplasm sources can potentially improve our understanding of the molecular mechanisms of heterosis. The overall aim of the present article is to provide an atlas of transcriptomic and epigenomic features associated with heterosis and contribute to dissecting relevant multiomics loci in oilseed rape as a model crop. For this purpose, mRNA, sRNA and whole-genome bisulfite sequencing were carried in the two parental inbreds and their *F*_*1*_ hybrid. Differential features were identified and classified by their respective expression or methylation dominance levels to detect parental and hybrid-specific patterns associated with early developmental stages. Gene ontology enrichment (GO) and integration of omics features were performed to find putative interactions between the detected features and consequently evaluate their epigenomic and transcriptomic impact on early heterosis.

## Material and methods

### Experimental design and growing conditions

Seeds from homozygous, advanced inbred lines of winter-type oilseed rape Express 617 (maternal line), semi-winter semi-synthetic oilseed rape G3D001 (paternal line) and their *F*_*1*_ hybrid offspring were planted in the 2020–2021 growing season at Huazhong Agricultural University of Wuhan field station. The third youngest leaf from each genotype were sampled from seedlings having six unfolded leaves (BBCH16) at 10:00 am under liquid nitrogen. Flower buds with similar sizes were selected on the fifth day after reaching full flowering (BBCH65) to perform manual selfing on a defined day in all genotypes along with crosses between Express 617 (female pollen recipient) and G3D001 (male pollen donor). The newly generated *F*_*1*_ crosses were employed to analyze the transcriptomic and epigenomic differences during seed formation between ovules pollinated from selfed *F*_*1*_ plants and those pollinated by outcrossing from Express 617 and G3D001 (referred to hereinafter as *F*_*0*_). Pollinated ovules were excised with forceps 15 and 30 days after pollination (DAP) at 10:00 am and immediately transferred to liquid nitrogen. Biological replicates consisted of pooled samples from the third youngest leaf from seven individual plants for leaf samples, and from four pollinated ovules from four different plants. The sampled tissue was aliquoted and used for all sequencing types described in this study. Lastly, three independent biological replicates were used for messenger RNA (mRNA) and small RNA expression experiments. Due to low material availability for some samples, only two biological replicates have been used for the methylation studies. Phenotypic measurements were recorded for plant height and dry seed weight for each pooled biological replicate. Significant differences between genotypes were assessed using a one-way analysis of variance (ANOVA) followed by a Tukey test (*p* < 0.05). The experimental designs are summarized in Figs. 1 and S1.

**Fig. 1:**
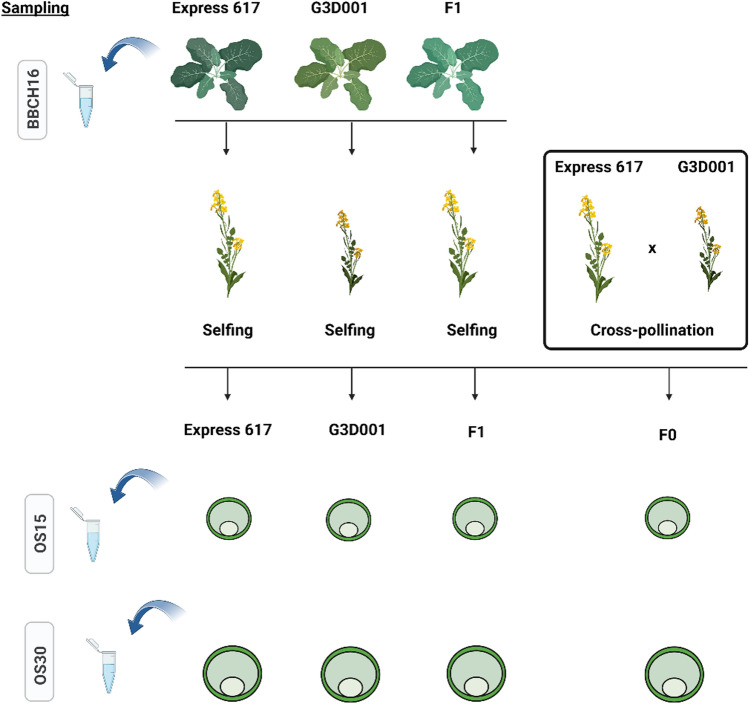
Transcriptomic and epigenomic experimental design. Leaves samples were taken at the six-leaves stages (BBCH16) from each biological replicate. Homozygous inbred plants of Express 617 and G3D001 along with their heterozygous *F*_*1*_ hybrid were self-pollinated to generate selfed ovules from each genotype. The two inbreed parents were also crossed during the experiment to develop cross-pollinated ovules (*F*_*0*_). Pollinated ovules were sampled from each biological replicate and sequenced at 15 (OS15) and 30 (OS30) days after pollination

### mRNA, small RNA and whole-genome bisulfite sequencing

mRNA was extracted using TRIzol™ Reagent (Thermo Fisher). A total of 0.5 µg of total RNA per biological replicate were used for preparing 150 bp paired-end (PE) read libraries using the NEBNext® Ultra™ II RNA Library Prep Kit (New England Biolabs, Inc.). Small RNA was extracted using a Plant miRNA kit (Omega Bio-tek Inc.). One microgram of total RNA per biological replicate was employed for the construction of 50 bp single-end (SE) reads using NEBNext® Multiplex Small RNA Library Prep Set for Illumina™ (New England Biolabs, Inc.). Lastly, 2.5 µg of CTAB extracted-DNA per biological replicate were first treated with sodium-bisulfite using the Zymo EZ DNA Methylation-Lightning™ Kit (Zymo Research Corp.) and then built into 150 bp PE read libraries with the TruSeq Nano DNA LT Sample Prep Kit (Illumina Inc.) for whole-genome bisulfite sequencing (WGBS). All libraries were sequenced using an Illumina NovaSeq 6000 platform (Illumina Inc.). Read quality was evaluated with FastQC v.0.11.9 (Andrews. 2010) and multiqc v.1.9 (Ewels et al. 2016) for all sequencing types. Principal component analyses (PCA) were carried for all libraries per developmental stage using the plotPCA function from DESEQ2 for RNA data (Love et al. 2014) and the *prcomp* R function for WGBS libraries.

### mRNA and sRNA alignments

mRNA libraries were first filtered by selecting reads with an exact length of 150 bp, minimum base quality phred value of 5, no unqualified bases and less than 15% N bases using fastp v.0.23.1 *-q 5 -u 0 -n 15 -l 150* settings (Chen et al. 2018). Splice sites in the Express 617 reference genome assembly (Lee et al. 2020) were identified by first converting the gene annotation file format (Express617_v1_gene.gff3; MD5: cf26ec54823f348a0e23f027dc386a16) from a general feature format v.3 (GFF3) to a general transfer format (GTF) using the *agat_convert_sp_gff2gtf.pl* script from AGAT v.0.5.0 (Dainat 2019). The output was then employed to find splice sites with the *hisat2_extract_splice_sites.py* script from HISAT2 (Kim et al. 2019). An index from the same Express 617 reference was built with *hisat2-build* function, and libraries were then aligned with HISAT2 using the *sensitive* preset and the *known-splicesite-infile* setting with the *hisat2_extract_splice_sites.py* previously generated file as input. Alignments were sorted and converted to a binary alignment map (BAM) format with samtools (Li et al. 2009) *view* and *sort* functions. The number of fragments in genes was counted with featureCounts 2.0.1 (Liao et al. 2014) using the AGAT GTF annotation file and the following settings *-p -B -C -Q 50 -t "exon" -g "gene_id"*, so that only read pairs having a minimum mapping quality of 50 and both reads aligned to the same strand and chromosome were counted. Genes without any counts in all genotypes were removed. Small RNA libraries were first filtered by removing reads shorter than 18 bp with seqtk v.1.3 (Li 2016). Subsequently, sRNA libraries were aligned against the Express 617 reference using ShortStack v.3.8.5 (Johnson et al. 2016). Only sRNA in which at least 80% of the primary reads had a length between 20–24 nucleotides, with less than 5 unpaired bases in secondary structure, and which were contained in predicted hairpin structures (i.e. only small RNAs clusters with *Y, N15, N14* or *N13* flags.) were considered as miRNA candidates. Small RNA sequences in which in which 80% of the primary reads had an exact length of 24 nucleotides and without miRNAs selection flags were regarded as putative siRNA based on similar thresholds employed by Lunardon et al. (2020). miRNA and siRNA clusters without any coverage in all biological samples were discarded prior to differential expression analysis.

### Expression level dominance analysis

Differential mRNA, miRNA and siRNA expression patterns between the *F*_*1*_ hybrid and its parents were assessed by comparing tissues within genotype trios in five tissues/stages: leaves from parental and *F*_*1*_ plants at six-leaf stage (BBCH16); ovules 15 days after pollination from selfed parents and *F*_1_ (OS15-*F*_*1*_) or *F*_*0*_ (OS15-*F*_*0*_); and ovules 30 days after pollination from selfed parents and *F*_*1*_ (OS30-*F*_*1*_) or *F*_*0*_ (OS30-*F*_*0*_), respectively. Differentially expressed genes, differentially expressed miRNAs (DE-miRNAs) and differentially expressed siRNAs (DE-siRNAs) between genotypes for each stage were identified using the counts from each biological replicate with DESEQ2 (Love et al. 2014) with a padj value threshold < 0.05. The DESEQ2 built-in *estimateSizeFactors* and *counts* functions were used to extract the normalized counts which were then used for expression level dominance analyses. Briefly, student’s t test (*p* < 0.05) from normalized counts of DEGs and DE-miRNAs identified in DESEQ2 were run between all genotypes for each comparison stage and gene. Tukey tests (*p* < 0.05) were then carried to rank each genotype by expression level. Finally, the resulting patterns were divided based on Yoo et al. (2013) as additive (I, XII), paternal dominant (II, XI), maternal dominant (IV, IX) and transgressively up- (III, VII, X) or downregulated (V, VI, VIII). Gene expression heatmaps were generated with idep93 (Ge et al. 2018) using correlation distances and average linkages, and differentially expressed genes or sRNAs shared between all stages were detected using the *Venn Diagrams* tool (VIB-UGent 2021). In addition, the percentages of upregulated and downregulated DEGs from all genes per subgenome, genotype and stage were calculated to evaluate subgenomic expression bias and normalized gene transcript values were summarized as heatmap values for easier comparison.

### Gene ontology enrichment

Gene models in the Express 617 reference assembly were functionally annotated through synteny comparison against the Darmor v.4.1 genome (Chalhoub et al. 2014) with inparanoid v.4.2 (O'Brien et al. 2005) using bootstrap, a BLOSUM80 (BLOcks SUbstitution Matrix) and an initial cutoff score of 60. Inparalogs with a similarity score equal or greater than 70 were selected for each gene. Pairs with only one homolog and with the highest similarity score were kept. The homologs were used for GO enrichment of biological processes based on expression level dominance for each stage, as well in comparisons between the *F*_*1*_ and *F*_*0*_ genotypes, using ShinyGo v.0.76 (Ge et al. 2020) with a 0.05 false discovery rate (FDR) cutoff. Only biological functions with more than one gene per biological pathway and with at least two GO groups were selected.

### DE-miRNA target prediction and mRNA interaction

Differentially expressed miRNAs sequences were extracted and used to predict their corresponding targets in Express 617 gene models using psRNATarget (Dai et al. 2018) with the version 2 scoring schema (Axtell 2013). Maximum unpaired energy (UPE) of 25 and a flank length between 13 to 17 nucleotides in up/downstream region were set as target accessibility cutoffs. All possible targets for DE-miRNAs were reported since each miRNA can have multiple mRNA targets due to isomiRs formation. The DE-miRNAs were classified into putative miRNA families by blasting their sequences with BLAST (Altschul et al. 1990) against the mature miRNAs from the Brassicaceae family available at the miRBase sequence database release version 22.1 (Griffiths-Jones et al. 2006). Only the top five matches with the highest alignment scores and lowest expect values for each DE-miRNA were retained. Stem-loop sequences from the Brassicaceae family were used as BLAST targets when no mature miRNAs matches were found. Alternatively, if no Brassicaceae matches were found, then mature miRNAs and stem-loop sequences from the Viridiplantae clade were employed. The expression patterns from miRNA targets that were DEGs were compared with their associated targeting DE-miRNA expression to evaluate possible interactions between miRNA and mRNA target. The DEGs target functions were estimated by comparing their coding sequences against the Araport v.11 *Arabidopsis thaliana* coding sequences model (Cheng et al. 2017) via BLAST. Only the hit with the lowest expect value and not greater than 1.0 × 10^−4^, lowest identity percentage equal or above 90% and without gaps were selected.

### Bisulfite sequencing alignment and methylation level dominance

Reads with a minimum base quality phred value of 5, unqualified base percent limit of 50 and less than 15% N bases were selected from WGBS libraries using fastp v.0.23.1 -*q 5 -u 50 -n 15* settings (Chen et al. 2018). TrimGalore (Krueger et al. 2021) was then employed for trimming 8 basepairs from both 5' and 3' ends for each library as recommended for TruSeq libraries in the Bismark documentation. The Express 617 reference genome was bisulfite converted and indexed with Bismark v.0.23 (Krueger and Andrews 2011) *bismark_genome_preparation* tool. Filtered reads for each biological replicate were aligned to the bisulfite converted genome using *bismark* under default settings. Duplicates were afterward removed with *deduplicate_bismark* and methylated cytosines (mC) were extracted using *bismark_methylation_extractor* while ignoring the first 2 basepairs from both 5' and 3' ends for both reads of a pair. Every mC in a CpG, CHG or CHH methylation context was selected and converted to a browser extensible data (BED) format with *bismark2bedGrap*h using the *–cutoff 3 –CX –*and *–scaffolds* settings to select all nucleotides in which the methylation state was reported at least thrice.

The coverage for each mC in every methylation context per biological replicate was calculated with the *coverage2cytosine* from the Bismark package. The mC coverage in assigned chromosomes was then used as input for DMRCaller v. 1.22.0 (Catoni et al. 2018) to detect differentially methylated regions (DMRs). Each genotype within a trio was compared to each other using the *computeDMRs* function in 1000 bp bins with the *bins* method and the following settings: score test, a 0.01 *p* value threshold, and minimum cytosine count, methylation proportion difference and gap between bins of 4, 0.4 and 0 accordingly. The DMR methylation levels (i.e. the number of reads supporting methylation) were extracted from DMR output files and student’s *t* test (*p* < 0.05) was run between all genotypes for each stage and DMR. Tukey tests (*p* < 0.05) were then used to rank the methylation within DMRs between genotypes and classified them by methylation level dominance (MLD) following the same categorization employed for ELD by Yoo et al. (2013) as additive (I, XII), paternal dominant (II, XI), maternal dominant (IV, IX) and transgressively hyper- (III, VII, X) or hypomethylated (V, VI, VIII). Shared and unique DMR across all stages were found with the *Venn Diagrams* tools (VIB-UGent 2021). Moreover, heatmaps displaying the genome-wide methylation levels between biological replicates per methylation context in 100 kbp bins were generated using the *circlize* and *ComplexHeatmap* packages (Gu et al. 2014, 2016).

### Cytosine methylation statistics and identification of methylated features

The number of mC nucleotides and the cytosine methylation level per 1 kbp bin (i.e., numbers of reads supporting cytosine methylation per bin) in each methylation context, genotype and stage were determined based on Bismark’s *coverage2cytosine* generated files using bedtools *makewindows* and *intersect* functions (Quinlan and Hall 2010). In addition, DMRs were intersected with exons, introns, repeats and 1 kbp upstream promoter regions from Express 617 using bedtools *intersect* function. GO enrichment was analyzed for differentially expressed genes having DMRs for all stages and genotypes. If no enrichment was detected, then the most frequent biological functions found in Ensembl Biomart (Cunningham et al. 2022) *B. napus* reference (Chalhoub et al. 2014) were reported. Detected differentially expressed genes having an additive or dominant expression level dominance pattern were defined as putative genetic epialleles if their loci coincided with corresponding additive or dominant methylation patterns in DMRs. Furthermore, the correlation between gene expression and methylation in either the gene body or promoter were assessed with a Kendall *τ* test using the *cor.test* function in *R*, since the pre-evaluation of our gene expression data showed a non-Gaussian distribution, as also observed in other transcriptomic studies (Robinson et al. 2010; Di et al. 2011; Love et al. 2014; Church et al. 2019).

Heatmaps comparing the gene methylation in gene bodies and promoters and gene expression in transgressive DEGs were made with Heatmapper (Babicki et al. 2016) using Euclidean distances and average linkages to analyze the putative interaction between expression and methylation. Moreover, repeats in the Express 617 assembly were assigned to repeat families using RepeatModeler (Smit and Hubley 2008) and CpG islands were identified with *cpgplot* from the EMBOSS v.6.6.0 package (Rice et al. 2000). CpG islands were called if the GC% was equal or greater than 50%, length greater than 200 bp and a minimum 0.6 observed to expected CpG dinucleotides ratio as described by Gardiner-Garden and Frommer (1987). Additionally, plots showing DEGs and methylation levels for each chromosome and stage, centromere loci and repeat density were made using the *circlize* package (Gu et al. 2014). Repeat density for each 1 kbp bin within each chromosome was calculated using bedtools while predicted Express 617 centromere loci were added based on Orantes-Bonilla et al. (2022).

Lastly, DMRs were intersected with DE-siRNAs, CpG islands and transposable elements (TEs) in 5 kbp upstream and downstream gene and DEG-flanking regions in assigned chromosomes using bedtools to evaluate putative interactions between differentially methylated features and gene expression during seed development. The threshold was selected based on previous work on transposable elements and genomic imprinting in *B.napus* by Rong et al. (2021) and the fact that the average distance between genes in assigned chromosomes of the Express 617 reference is approximately 7.5 kbp. Chi-square tests followed by an FDR post-hoc adjustment (*p* < 0.05) were performed to find significant associations between differentially methylated and non-methylated features and determine their respective distances to genes or DEGs across all stages.

### Segmental expression assessment

Clustering of DEGs across chromosomal segments observed on *circlize* generated plots was further investigated. To assess the presence of expression clusters, segments that had more than 20 DEGs over a 500 kbp window were considered as putative differentially expressed segments. The threshold was selected on the basis that the Express 617 genome assembly has an average of 200 genes per 500 kbp and hence 20 genes would correspond to 10% of genes in the segment. The ratio of upregulated to downregulated DEGs per genotype and stage in each segment was calculated and normalized to *Z*-scores. Only segments showing clear differential patterns between genotypes based on *Z*-score heatmap clustering were retained. Such segments could either be a result of parental expression bias or due to commonly observed genomic rearrangements in allopolyploid *B. napus*. To investigate both possibilities, short read genomic sequence data from a G3D001 biological replicate was used for calling copy number variation (CNV) and investigating putative linkages between structural rearrangements and expression patterns. For this purpose, genomic DNA from a G3D001 ovule biological replicate taken 30 days after pollination was extracted using a CTAB protocol (Doyle and Doyle 1987). Paired-end libraries were built with KAPA HyperPlus Kit (KAPA Biosystems) and sequenced with an Illumina NovaSeq 6000 platform (Illumina Inc.). Read quality was evaluated with FastQC v.0.11.9 and libraries were afterward aligned with minimap2 (Li 2018) against the Express 617 genomic reference (Lee et al. 2020). Alignments with both forward and reverse reads properly mapped (flags 99, 163, 147 and 83) were selected with samtools *view* and used to calculate coverage across chromosomes using the *bamtobed* and *genomecov* functions from bedtools. The coverage was used as input in a previously described deletion-duplication pipeline (Stein et al. 2017), modified by excluding outliers if the depth was above 100 and by defining deletions and duplications as 25 kbp length segments that are one standard deviation above or below the mean coverage. Deletions and duplications were recorded in tab-separated files and intersected with differentially expressed segments using the *intersect* function in bedtools.

## Results

### Maternal dominant expression and methylation increases during seed development

Gene and small RNA expression as well as genome-wide methylation patterns from Express 617, G3D001 and their hybrid were compared during seed and seedling developmental stages. The parents were crossed during the experiment to evaluate developmental differences between selfed-*F*_*1*_ plants and Express 617 × G3D001 pollinated ovules that would develop into *F*_*1*_ plants (referred here as *F*_*0*_). Figure 1 provides an overview of the plant materials, sampling tissues/timepoints and sample nomenclature and Fig. S1 summarizes the bioinformatic pipeline used. Next-generation sequencing yielded abundant coverage for each biological replicate (Tables S1, S2, S3). Approximately 6.8 Gbp of mRNA sequences per biological replicate were aligned against the Express 617 genome assembly using HISAT2 v. 2.2.1 splice site aware aligner (Kim et al. 2019), producing mean alignment rates of 98.2% (Table S1). In addition, an average of 31 million sRNA reads per biological replicate were used to find putative miRNA and siRNA sequences with ShortStack v.3.8.5 (Johnson et al. 2016). 

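Small RNA was sequenced from leaves of Express617, G3D001 and the F1 at the stage of 6 unfolded leaves (BBCH16), and from pollinated ovules of Express617, G3D001, the selfed F1 and the F0 at 15 (OS15) and 30 (OS30) days after pollination (DAP). Each combination of stage and genotype had 3 biological replicates, which gives 33 libraries. A leaf replicate pooled leaves of 7 plants, and an ovule replicate pooled 4 ovules, each from a different plant. The authors removed reads shorter than 18 bp, aligned the rest to the Express617 assembly and counted the reads on each sRNA cluster without normalization. The counts cover clusters with a position on this assembly. Clusters of miRNA and of siRNA are not told apart in them, so the values given here are for all clusters together. Between 12635700 and 27070031 reads per library were counted on the clusters. The median of the 3 replicates ran from 14680979 reads in Express617 at OS15 to 23450575 reads in G3D001 at OS30. The 10 clusters with the most reads held 66.6% to 72.8% of the reads of a leaf library and 8.59% to 18.5% of the reads of an ovule library. Genotypes were compared within 5 trios of a hybrid and both parents (BBCH16-F1, OS15-F1, OS15-F0, OS30-F1 and OS30-F0) with 9 libraries each. The test was edgeR's quasi-likelihood test on TMM-normalized counts, with Benjamini-Hochberg adjustment over all clusters with a count in the trio. A cluster was called differentially expressed (DE) at an adjusted p-value under 0.05 in at least 1 of the 3 pairwise comparisons of its trio. The signs of the 3 comparisons assigned each DE cluster to the 12 dominance patterns of Fig. 2 or to none of them. Shares of patterns are percentages of the DE clusters that had a pattern, and their error is the jackknife standard error (SE) over the 9 fits that each leave out 1 library.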

Overall, each sRNA cluster had an average coverage depth of 186 (Table S2). Moreover, whole-genome bisulfite treated reads having a 31 × genome coverage per biological replicate were aligned and processed with Bismark v.0.23 (Krueger and Andrews 2011), as reported in Table S3. 

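Besides the clusters with a position, the counts hold entries that carry an RNA sequence in place of a position. Over all entries, the mean count per entry and library was 186 ± 33.7 (SD, n = 33 libraries). Over the clusters with a position it was 198 ± 35.7 (SD, n = 33), with 139 in the library with the fewest reads and 297 in the library with the most. The median count per cluster was far below the mean, with 4 to 8 in the leaf libraries and 4 to 6 in the libraries of OS15. At OS30 it was 48 to 62 in Express617, the F1 and the F0, and 18, 11 and 18 in G3D001 replicates 1, 2 and 3.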

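Distances between sRNA libraries were measured on log2(CPM + 1), where CPM are counts normalized to the size of the library, of the 500 sRNA clusters with the highest variance in each stage. The mean distance within genotypes divided by the mean distance between genotypes was 0.450 at BBCH16 (exact permutation test of the genotype labels, one-sided, p = 0.00357, the smallest that the 280 groupings of the libraries allow). At OS15 the ratio was 0.245 (exact permutation test, one-sided, p = 0.00013 over 15400 groupings), and it was 0.154 without G3D001 replicate 2, the library farthest from its genotype. At OS30 the ratio was 0.294 (exact permutation test, one-sided, p = 6.49e-05, the smallest possible). Using all clusters with at least 10 counts in at least 3 libraries moved the ratios most, to 0.640 at BBCH16, 0.490 at OS15 and 0.464 at OS30.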

PCA plots from mRNA and sRNA libraries showed an overall clustering of biological replicates (Fig. S2, S3, S4). PCA plots from methylation levels displayed grouping of biological replicates to a slightly lesser extend since methylation level is calculated in the whole genome unlike RNA and sRNA counts that are only derived from a specific set of features. Nonetheless, genome-wide methylation level heatmaps suggested an overall agreement of methylation level between biological replicates for each stage and context (Fig. S5, S6, S7, S8, S9, S10).

All alignments were then employed to find features that were differentially expressed or differentially methylated between genotypes across all stages. 

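At BBCH16, 16141 of the 89873 sRNA clusters tested were DE. Express617 and G3D001 differed in 14816 clusters, the F1 and G3D001 in 5853 clusters, and the F1 and Express617 in 3930 clusters, a number that was 2441 without F1 replicate 2. At OS15, 18060 of 90918 clusters were DE in the trio with the F1 and 20327 of 90944 in the trio with the F0. The F1 differed from Express617 in 5681 clusters and from G3D001 in 6357 clusters. The F0 differed from G3D001 in 16792 clusters and from Express617 in 12 clusters, a number that was 2 without Express617 replicate 2 and 176 without G3D001 replicate 2. At OS30, 62149 of 91053 clusters were DE in the trio with the F1 and 56111 of 91054 in the trio with the F0. The parents differed in 54393 clusters in the former trio. The F1 differed from Express617 in 17343 clusters, or 10810 without Express617 replicate 2. The F0 differed from Express617 in 4172 clusters, with 1482 left without Express617 replicate 2 and 6727 without F0 replicate 1.

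Across all trios, 68936 clusters (75.7%) were DE at least once. The alternative that moved this number most was scaling the libraries by their total counts, chosen after the values were seen, with 85289 clusters. Total-count scaling also moved the median log2 fold change of all clusters between Express617 and G3D001 at OS30 from 0.01 to 2.02. Among clusters that differed between the parents, 63.5% were higher in Express617 at BBCH16, 54.4% in OS15-F1 and 48.3% in OS30-F1, but these were 48.2%, 51.0% and 93.0% with total-count scaling, and the last was 50.6% with RLE size factors.

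Cluster_3646 lies on chromosome A02 of the Express617 assembly from 4072500 to 4072757. In the OS15-F1 trio it had 3215 ± 299 CPM (SD, n = 3) in Express617, 1780 ± 305 CPM in the F1 and 3.58 ± 0.232 CPM in G3D001, where each library held 55 to 67 counts. The log2 fold change between the parents was 9.81 (SE 0.22, adjusted p = 4.11e-27 from edgeR), and 9.73 to 9.86 with each library left out in turn. Cluster_4688, on A02 from 12509688 to 12514967, went the other way, with 0.401 ± 0.0854 CPM in Express617 (6 to 7 counts per library), 758 ± 53.5 CPM in the F1 and 933 ± 152 CPM in G3D001. Its log2 fold change was -11.17 (SE 0.28, adjusted p = 5.57e-26 from edgeR), and -11.32 to -11.02 with each library left out in turn.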

In summary, a total of 31,117 DEGs, 344 DE-miRNAs, 36,229 DE-siRNAs and 7399 DMRs in both CpG and CHG methylation contexts were identified across all possible parents-hybrid comparisons per stage (Tables S4, S5, S6, S7, S8, S9). 

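The percentage of tested sRNA clusters that were DE was computed for each chromosome and trio. Outside chromosomes A02 and C02, it ran from 13.7% on C09 to 22.4% on A05 in BBCH16-F1, from 15.1% on C09 to 25.3% on A06 in OS15-F1 and from 16.8% on C09 to 27.9% on A04 in OS15-F0. In OS30-F1 it ran from 62.1% on C09 to 73.0% on A03, and in OS30-F0 from 55.2% on C09 to 67.7% on A03. C02 had the highest percentage in each trio, with 37.9% in BBCH16-F1, 31.4% in OS15-F1, 37.1% in OS15-F0, 77.4% in OS30-F1 and 69.0% in OS30-F0. A02 had 26.2%, 27.6%, 30.5%, 76.0% and 67.0% in the same order. The percentages moved most when only clusters with at least 10 counts in at least 3 libraries of the trio were tested, to 61.8% on C02, 44.8% on A02 and 23.8% on C09 in BBCH16-F1.

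The level of each library relative to Express617 was then taken as the median log2 ratio over clusters with a mean of at least 20 counts, minus the median over all such clusters. On C02, G3D001 had -1.25 ± 0.094 (SD, n = 3) at BBCH16, -1.09 ± 0.51 at OS15 and -0.85 ± 0.49 at OS30. The libraries of G3D001 differed in the ovules, with -1.41, -0.50 and -1.36 at OS15 and -0.78, -0.39 and -1.37 at OS30 for replicates 1, 2 and 3. The F1 had -0.30 ± 0.042 at BBCH16, -0.35 ± 0.032 at OS15 and -0.56 ± 0.019 at OS30. The F0 had 0.02 ± 0.042 at OS15 and -0.33 ± 0.093 at OS30. On A02, G3D001 had 0.36 ± 0.025 at BBCH16, 0.33 ± 0.13 at OS15 and 0.41 ± 0.17 at OS30. The paper's supplement cites a duplication of all of A02 and a deletion of all of C02 in G3D001. From genomic reads of G3D001 ovules, however, the paper's text reports large-scale deletions on C01 alone.

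**Figure D1:**
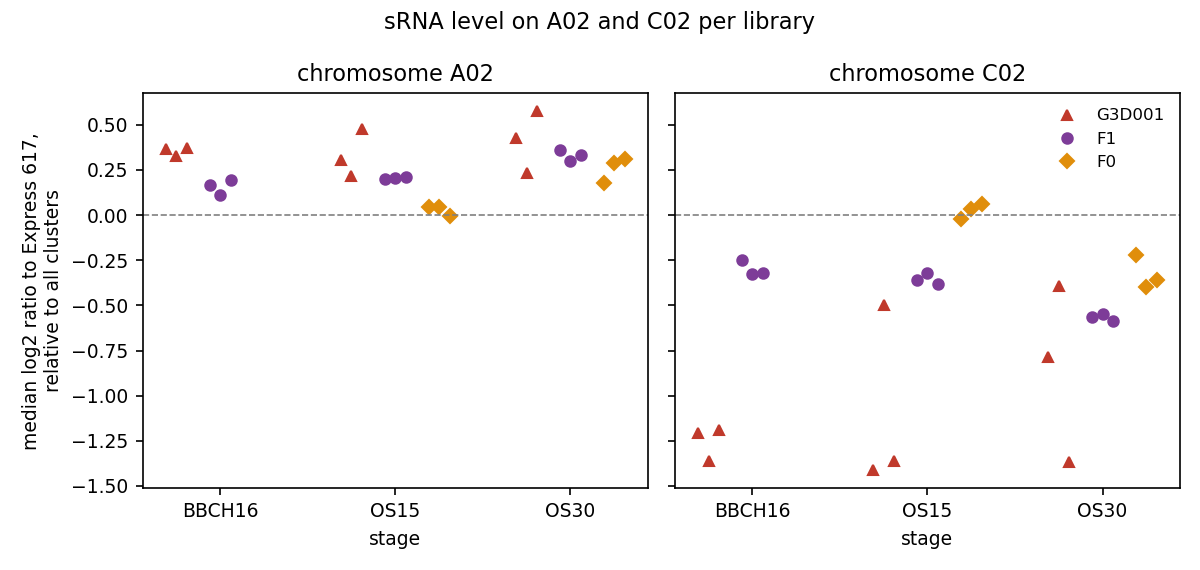
Median log2 ratio to Express617 of the sRNA clusters on A02 and on C02, relative to all clusters, for each library (points) of G3D001, the F1 and the F0 per stage. On C02 every G3D001 library lies between -1.41 and -0.39 and every F1 library between -0.58 and -0.25.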

The detected features were evenly distributed across all chromosomes (Tables S10, S11, S12, S13, S14). Differential features were further classified by their expression and methylation level dominance (Fig. 2). 

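In BBCH16-F1, 7695 DE sRNA clusters had a dominance pattern, of which 97.6% ± 1.83 (jackknife SE) were parental dominant or additive. The corresponding shares were 89.4% ± 1.69 of 8854 clusters in OS15-F1, 99.96% ± 0.840 of 13316 clusters in OS15-F0, 94.2% ± 5.00 of 49290 clusters in OS30-F1 and 99.0% ± 2.2 of 43087 clusters in OS30-F0. Additive patterns alone made up 9.37% ± 4.12 in BBCH16-F1, 11.4% ± 6.87 in OS15-F1, 0.0451% ± 0.144 in OS15-F0, 14.8% ± 8.74 in OS30-F1 and 4.35% ± 5.58 in OS30-F0. Between 7011 DE clusters in OS15-F0 and 13024 DE clusters in OS30-F0 had no pattern, as when the parents differed and the hybrid differed from neither. Counting such clusters as additive where the hybrid mean lay between the parents moved the shares most, to 53.0% additive in BBCH16-F1 and 52.8% in OS15-F1.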

More than 90% of the differentially expressed and methylated features corresponded to parental dominant (II, XI, IV, IX) and additivity (I, XII) models based on the dominance classification proposed by Yoo et al. (2013). Moreover, maternal dominance accounted for approximately 89%, 85%, 83% and 60% from all detected DEGs, DE-miRNAs, DE-siRNAS and DMRs in the *F*_*0*_, respectively, whereas paternal dominance was more prevalent in the *F*_*1*_-selfed offspring (Table S15). Furthermore, most maternal dominant DMRs in the *F*_*0*_ were hypermethylated, whereas DEGs were downregulated. This contrasts to the expected female gamete demethylation observed in seed formation in other plants (Batista and Köhler 2020).

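Over both F0 trios together, 52445 of 56403 sRNA clusters with a pattern were maternal dominant, a share of 93.0% ± 10.1 (jackknife SE). Paternal dominance made up 2.92% ± 3.90 of them. Over both trios of F1 ovules, 37197 of 58144 clusters were maternal dominant, a share of 64.0% ± 16.0, and 15.2% ± 4.57 were paternal dominant. With each library left out in turn, the paternal share stayed between 13.3% and 17.0% in the F1 ovules and between 1.36% and 4.89% in the F0. With total-count scaling, the paternal share fell to 5.44% in the F1 ovules and to 0.402% in the F0.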

**Fig. 2:**
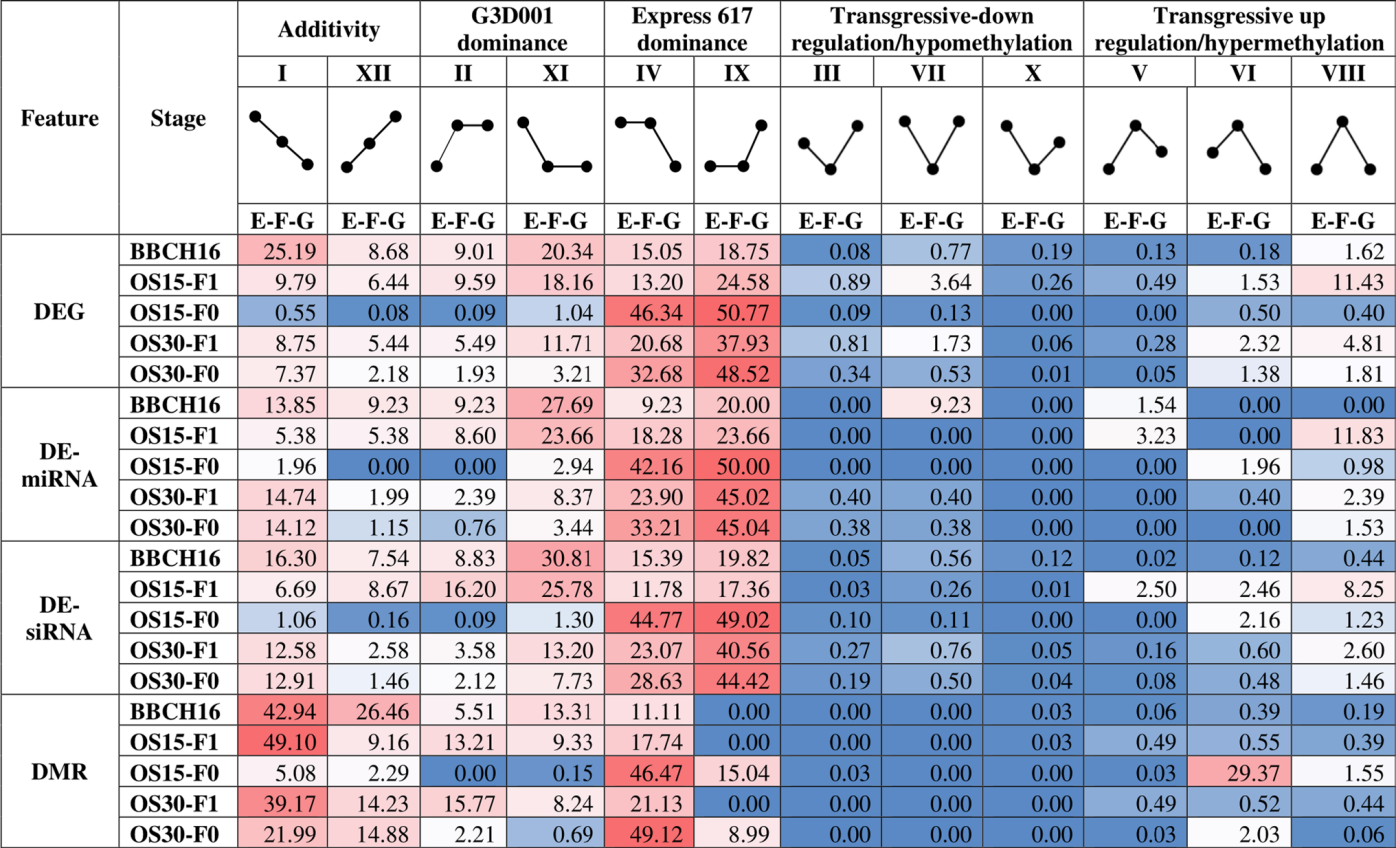
Percentages of differentially expressed genes (DEGs), differentially expressed miRNAs (DE-miRNAS), differentially expressed siRNAs (DE-siRNAS) and differentially methylated regions (DMRs) in CpG and CHG methylation contexts by expression level dominance (ELD) and methylation level dominance (MLD) patterns per stage. Increase and decrease in expression and methylation per patterrn are displayed by the dot-ended lines showing the relative expression or methylation levels for the parental genotypes Express 617 (*E*) and G3D001 (*G*) along with their *F*_*1*_ hybrid (*F*). Differential expression and methylation are displayed for leaf samples at stage BBCH16 and for ovules at 15 (OS15) and 30 (OS30) days after pollination by selfing (*F*_*1*_ ovules) or cross-pollination between the two parental lines (*F*_*0*_ ovules). Percentages are displayed with colored backgrounds to represent high (red) or low (blue) abundance

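Among sRNA clusters, pattern IV, in which the hybrid equals a higher Express617, was the most frequent in BBCH16-F1 with 3901 clusters (50.7%), in OS15-F1 with 2852 clusters (32.2%) and in OS15-F0 with 7772 clusters (58.4%). Pattern IX, in which the hybrid equals a lower Express617, was the most frequent in OS30-F1 with 18459 clusters (37.4%) and in OS30-F0 with 20984 clusters (48.7%). Pattern IV followed there with 15085 clusters (30.6%) and 18157 clusters (42.1%). The order is the one with TMM. RLE size factors kept the most frequent pattern in each trio, but total-count scaling kept it in OS15-F0 only, with 6726 clusters in pattern IV and 6133 in pattern IX. With that scaling, pattern II (5185 clusters) passed pattern IV (5135) in BBCH16-F1, pattern IX (2169) was the most frequent in OS15-F1, where pattern IV had 1670, and pattern IV was the most frequent in OS30-F1 (56618) and in OS30-F0 (67254). Pattern II, in which the hybrid equals a higher G3D001, held 1553 clusters (20.2%) in BBCH16-F1, 2438 clusters (27.5%) in OS15-F1 and 1184 clusters (2.75%) in OS30-F0. Pattern XI, in which the hybrid equals a lower G3D001, held 856 clusters (11.1%) in BBCH16-F1, 814 clusters (9.19%) in OS15-F1 and 461 clusters (1.07%) in OS30-F0. In OS30-F1 the additive pattern I had more clusters, 4186 (8.49%), than pattern II, with 3027 (6.14%).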

Transgressive upregulated features, in which the hybrid has a higher expression than the parents, were more frequent in seeds from selfed-*F*_*1*_ plants compared to those from the recently formed *F*_*0*_. 

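Transgressive upregulation was found for 882 sRNA clusters in OS15-F1, 9.96% ± 1.41 (jackknife SE) of those with a pattern, against 0.0225% ± 0.775 in OS15-F0, a difference larger than both errors together. In OS30-F1 it was found for 1900 clusters, 3.85% ± 2.80, and in OS30-F0 for 315 clusters, 0.731% ± 1.70, a difference smaller than both errors together. The trios of a stage share the parents' libraries, so these errors are not independent and their sum is not the error of the difference. At OS30 the share was higher in the F1 with each alternative that kept all libraries. It was 3.28% against 0.918% with DESeq2's test and 5.94% against 2.28% with total-count scaling. In BBCH16-F1, 35 clusters (0.455% ± 0.304) were transgressively upregulated. Transgressive downregulation made up 1.91% ± 1.85 in BBCH16-F1, 0.644% ± 0.493 in OS15-F1, 1.93% ± 2.21 in OS30-F1 and 0.260% ± 0.552 in OS30-F0.

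Cluster_35968, on chromosome C01 from 37375301 to 37376372, had 148 ± 19.2 CPM (SD, n = 3) in F1 ovules at OS15, 8.95 ± 2.28 CPM in Express617 and 1.54 ± 0.435 CPM in G3D001. The log2 fold change of the F1 was 4.05 against Express617 (SE 0.27, adjusted p = 6.72e-14 from edgeR) and 6.59 against G3D001 (SE 0.32, adjusted p = 3.36e-18 from edgeR). With each library left out in turn, the former stayed between 3.86 and 4.20. Cluster_60608, on C06 from 385938 to 386001, was lower in the F1, with 0.519 ± 0.126 CPM (6 to 9 counts per library) against 5.16 ± 4.02 CPM in Express617 and 8.91 ± 5.63 CPM in G3D001. Its log2 fold change was -3.30 against Express617 (SE 0.55, adjusted p = 3.68e-05 from edgeR) and -4.08 against G3D001 (SE 0.55, adjusted p = 8.67e-07 from edgeR). The former stayed between -3.83 and -2.75 with each library left out in turn.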

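The share of maternal dominant sRNA clusters was 57.0% ± 16.2 (jackknife SE) in BBCH16-F1, 41.3% ± 13.3 in OS15-F1, 99.9% ± 1.01 in OS15-F0, 68.1% ± 18.1 in OS30-F1 and 90.8% ± 12.2 in OS30-F0. Paternal dominance held 31.3% ± 13.7 in BBCH16-F1, 36.7% ± 11.9 in OS15-F1, 11.3% ± 5.29 in OS30-F1 and 3.82% ± 4.81 in OS30-F0. In OS15-F0 it held 0 clusters, with 3674 clusters at an unadjusted p under 0.05 between the F0 and Express617. The maternal share exceeded the paternal share by more than the sum of their errors in OS15-F0, OS30-F1 and OS30-F0, but not in BBCH16-F1 and OS15-F1. In the latter trios the order turned when clusters called with DESeq2 were classified by Tukey tests, with 34.5% maternal and 38.6% paternal in BBCH16-F1 and 31.8% maternal and 37.5% paternal in OS15-F1. The order also turned in OS15-F1 without G3D001 replicate 1, with 33.2% maternal and 43.7% paternal. With total-count scaling it turned in BBCH16-F1, with 44.6% maternal and 46.3% paternal, but not in OS15-F1.

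**Figure D2:**
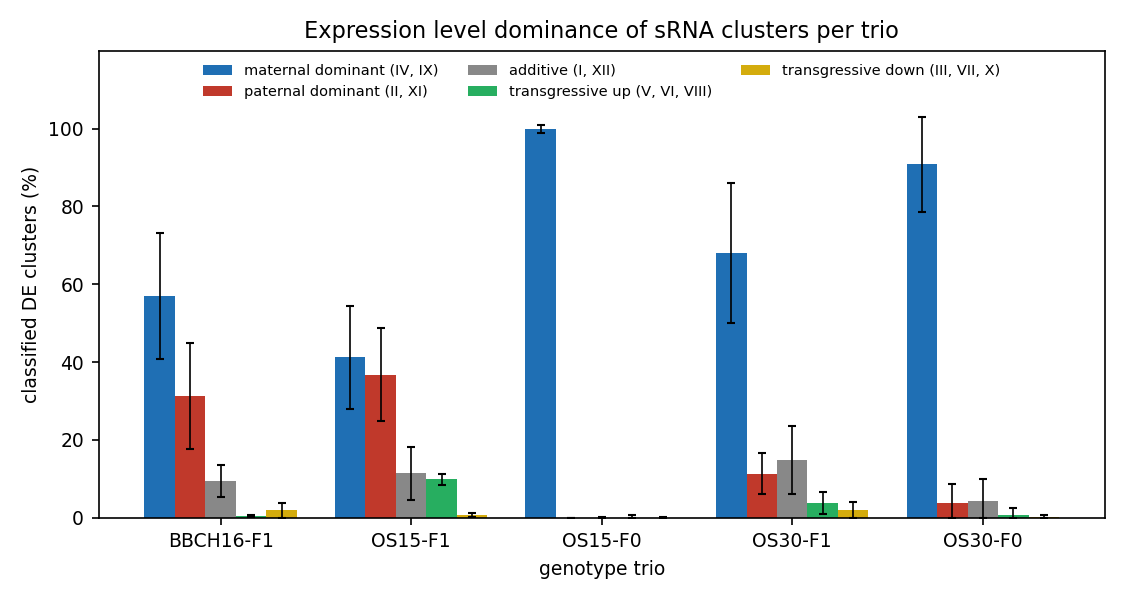
Percentage of the DE sRNA clusters with a pattern that fell into each dominance class, per trio, with bars from 0. Error bars are the jackknife SE over the fits without 1 library. The maternal class ranges from 41.3% in OS15-F1 to 99.9% in OS15-F0.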

Maternal dominance from Express 617 accounts for most of the DEG and DE-siRNAs patterns observed, suggesting a potential maternal relevance in seed development. Interestingly, no gene expression bias was found between the A and C subgenomes (Table S16, Figure S11, S12, S13, S14, S15); nevertheless, more upregulation was observed in the paternal line, while the maternal line displayed more downregulation during seed development. This contrasts with the expected gene silencing in the maternal genome that is attributed to maternal demethylation during seed formation. Moreover, a slightly higher number of differentially expressed features following maternal expression patterns were found in the *F*_*0*_ than in the selfed-*F*_*1*_; however, this might be due to the allele segregation in the selfed-*F*_*1*_ plants that would lead to the maternal parent being heterozygote and putatively reducing the number of features with maternal dominant expression.

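Among sRNA clusters at OS15, 13304 were maternal dominant in the F0 and 3653 in the selfed F1. At OS30, 39141 were maternal dominant in the F0 and 33544 in the selfed F1. With DESeq2's test, the numbers were 10155 in the F0 and 2644 in the F1 at OS15, and 37668 in the F0 and 32134 in the F1 at OS30. With DESeq2 calls followed by Tukey tests, they were 9245 and 2654 at OS15, and 28285 and 26888 at OS30. In leaves at BBCH16, 4383 clusters were maternal dominant in the F1.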

A total of 1565 DEGs, 12 DE-miRNAs, 1111 DE-siRNAs, 896 DMRs in CpG context and 650 DMRs in CHG context were consistently detected across all stages (Tables S17). 

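Among all sRNA clusters, 5733 were DE in each of the 5 trios. The trios of a stage share the libraries of the parents, and the overlap was therefore compared with simulated hybrids. When hybrid counts were drawn around the mean of the parents, with the spread between replicates of each trio, 5181 to 5223 clusters were DE in each trio over 5 draws. Fewer clusters were DE in each trio with DESeq2's test (3765), with a minimum of 10 counts in 3 libraries (3384) and with DESeq2 calls followed by Tukey tests (2693).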

Altogether, differential features present consistently in all stages and genotypes corresponded to 3% of all detected features, whereas differential features unique to a single stage compromised approximately 2% of all detected features (Table S17). Differential features with consistent dominance level patterns across sampling stages are presented in Fig. 3. 

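Of all sRNA clusters, 39448 had the same dominance class in at least 2 of the 5 trios, against 22283 to 22479 over 5 draws of hybrids simulated around the mean of the parents. Maternal dominance was the shared class for 36051 clusters (91.4%), against 4914 to 5078 in the draws (22.3% on average). Maternal dominance in each of the 5 trios was found for 233 clusters, against 44 to 57 in the draws. Hybrids drawn at the mean of the parents do not carry the maternal share found in each trio, so the draws give the overlap without dominance and do not test sharing apart from these shares. The number in each of the 5 trios was 100 with DESeq2's test and 70 with DESeq2 calls followed by Tukey tests.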

Interestingly, features with consistent dominance patterns among stages tended to exhibit maternal dominance. These features were mostly shared between early and late pollinated ovule stages in the *F*_*1*_ and *F*_*0*_ (Table S18, S19, S20, S21), suggesting dominance of the maternal genotype during seed formation for both genotypes. 

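Among pairs of trios, shared maternal dominance of sRNA clusters was most frequent between OS30-F1 and OS30-F0, with 30084 clusters, against a mean of 1929.6 over the 5 draws of hybrids simulated around the mean of the parents. OS15-F0 shared 7900 with OS30-F0 (434.2 in the draws) and 4847 with OS30-F1 (366.2). OS15-F1 shared 3447 with OS15-F0 (1995.8), 2200 with OS30-F0 (409.2) and 1616 with OS30-F1 (344). Leaves shared 2511 with OS30-F0 (654.4), 2372 with OS15-F0 (1111.6) and 1351 with OS30-F1 (549.2), but with OS15-F1 they shared 810, fewer than in the draws (1035.2). The numbers follow the count of maternal dominant clusters in each trio as well, which the draws do not hold fixed, and their order is therefore not a measure of sharing alone. From the sharing of maternal dominant features between the ovule stages of the F1 and the F0, the paper proposes that the maternal genotype dominates during seed formation in both.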

Parental effects have been reported to play a role in heterosis in maize and Arabidopsis (Ma et al. 2018; Castillo-Bravo et al. 2022) and are further addressed in the discussion.

**Fig. 3:**
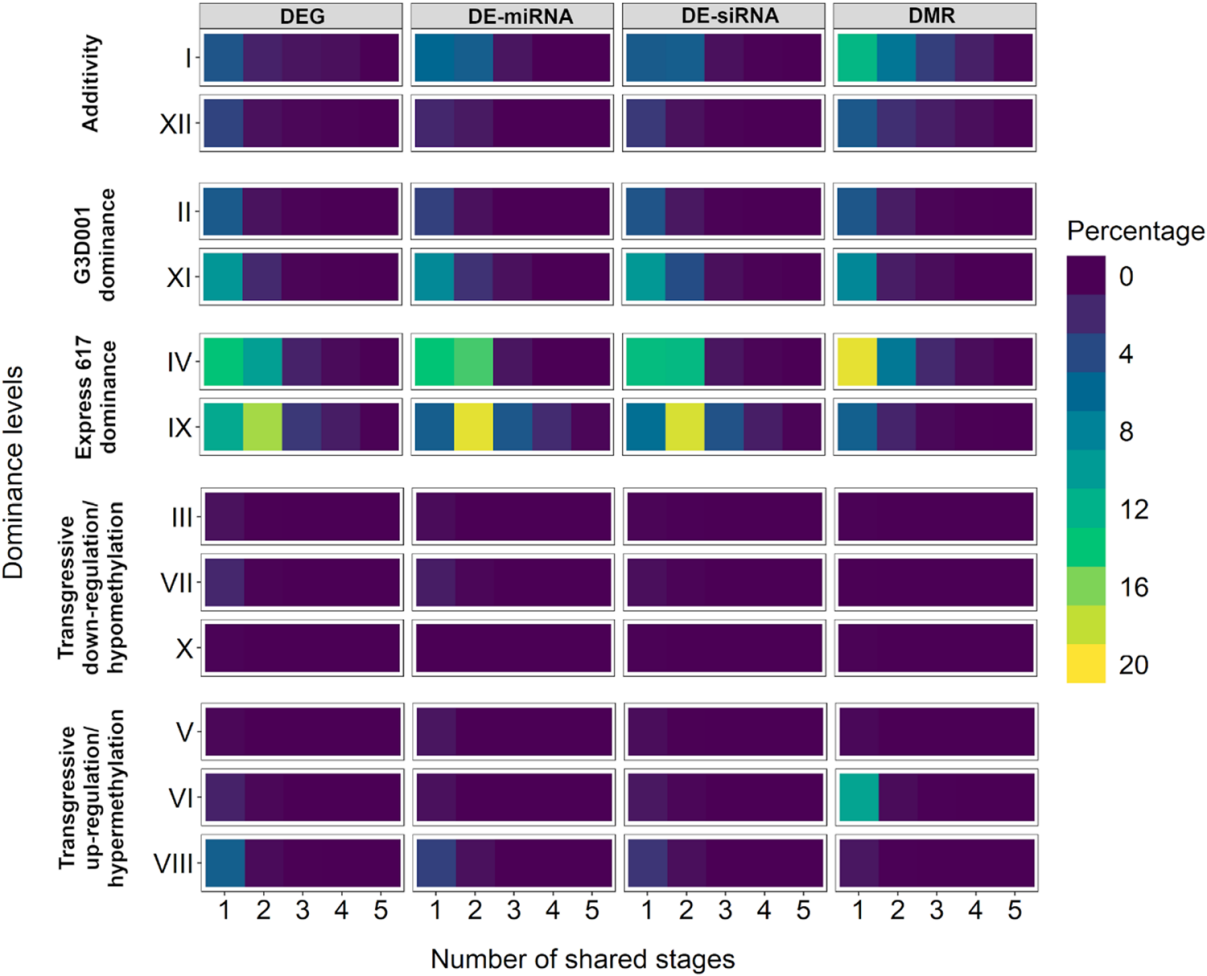
Percentage of shared differential features between stages based on dominance level patterns displaying differentially expressed genes (DEGs), differentially expressed miRNAs (DE-miRNAs), differentially expressed siRNAs (DE-siRNAs) and differentially methylated regions (DMRs) in CpG and CHG contexts

### DEGs and differential miRNA expression regulate *F*_*1*_ seed development

Gene ontology enrichment for biological processes was carried out for all stages based on their expression level dominance. Significant enrichment for pivotal biological functions such as amino acid and carbohydrate synthesis, stress response, photosynthesis, protein transport and DNA repair and replication were found in 15 and 30 days after pollination ovules (Table S22). No significant enrichment was identified in leaves during the seedling stage. Only transgressively upregulated genes in *F*_*1*_ ovules after 15 days of pollination displayed terms associated with reproduction and meiosis (Fig. 4, Table S23, Figures S16-S20). Differential gene expression and gene ontology between the *F*_*1*_ and *F*_*0*_ at 15 days after pollination showed an increase in photosynthesis-related functions in the *F*_*1*_ hybrid, whereas the *F*_*0*_ showed increased accumulation of energy reserve compounds and cell mobilization (Table S22). GO terms linked to carbohydrate metabolism, photosynthesis, stress response and cell development have been linked to heterosis in maize, rice, sunflower and oilseed rape (Bao et al. 2005; Lai et al. 2006; Ma et al. 2018; Zhu et al. 2020). Phenotypic measurements recorded during the growing of the parents and the hybrid genotypes used in this study revealed that hybrids had a more robust plant architecture and higher dry seed weight than their parents (Table S24, Fig. 5), in concordance, with previous observations on this and other related hybrids (Hu et al. 2021b; Orantes-Bonilla et al. 2022).

**Fig. 4:**
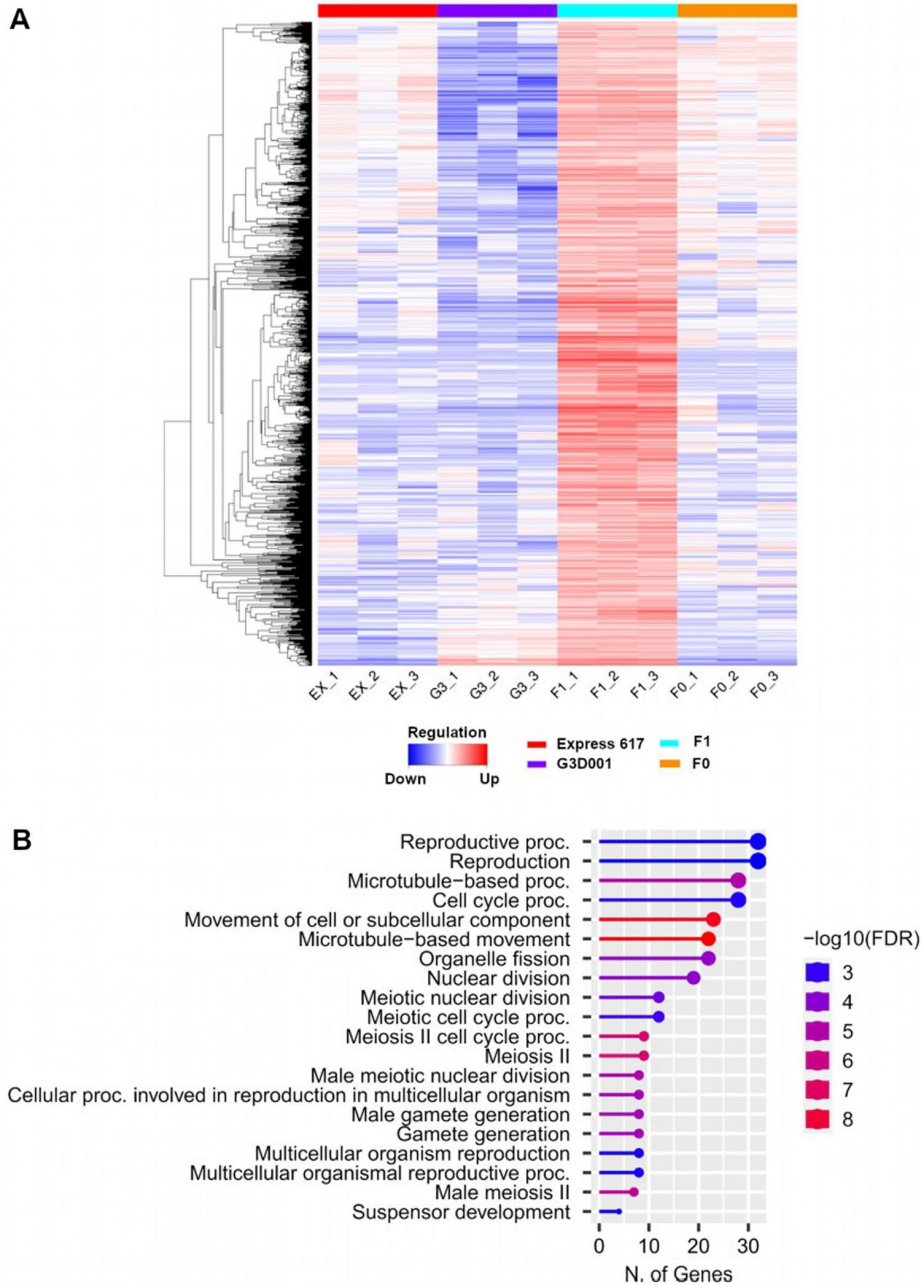
(**a**) Gene expression heatmap and (**b**) gene ontology (GO) enrichment of biological processes from 15 days after pollination ovules with transgressive upregulation patterns in the *F*1

**Fig. 5:**
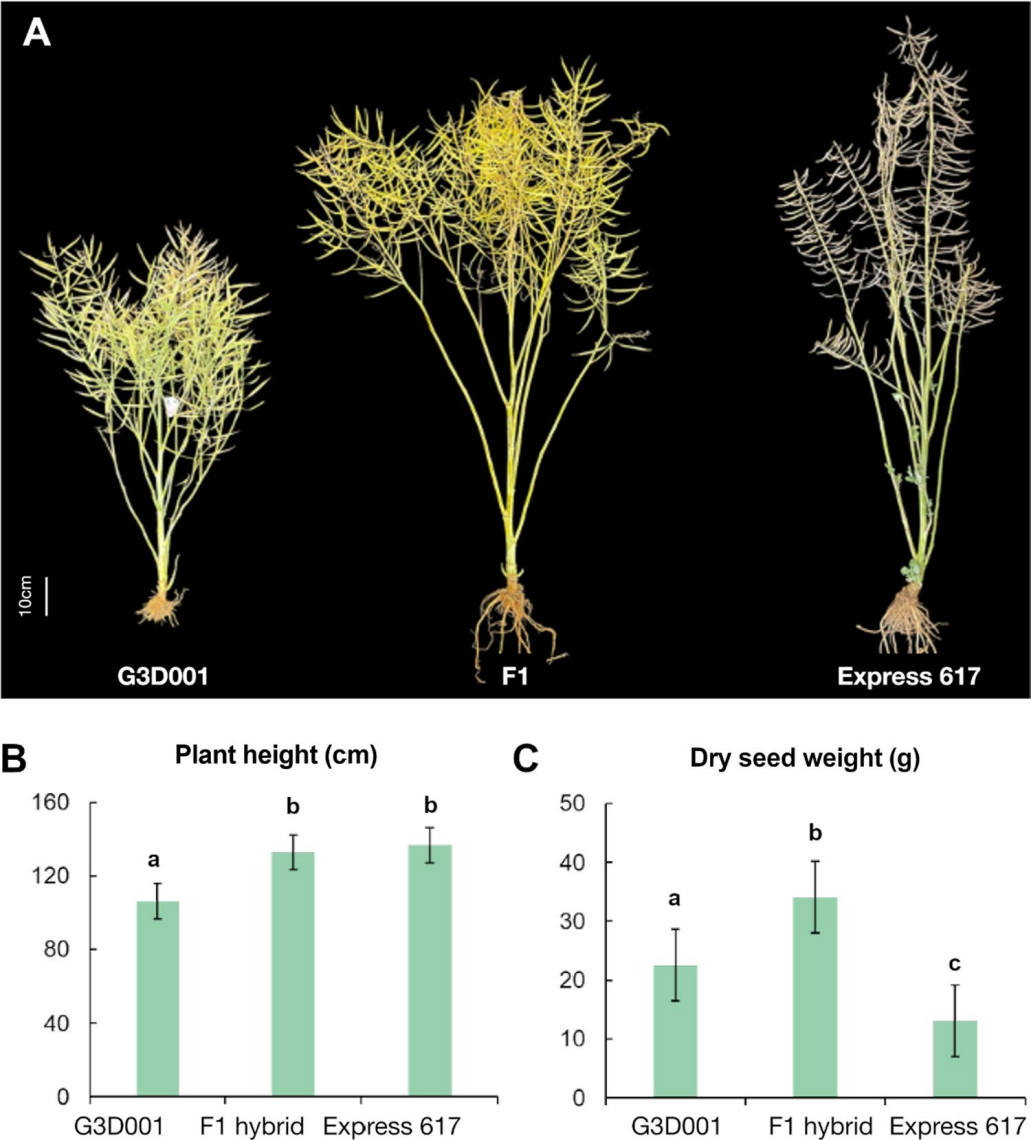
Phenotypes for field-grown plants of inbred *B. napus* parents G3D001, Express 617 and their *F*_*1*_ hybrid showing (**a**) plant architecture, (**b**) plant height and (**c**) dry seed weight during an experimental trial in Wuhan, Central China. Biological replicate averages and standard deviations are shown in (**b**) and (**c**) for plant height and dry seed weight, and genotypes showing significant differences (*p* < 0.05) detected by Tukey tests are indicated with letters above the bars

Additionally, 51 putative mRNA targets from all DE-miRNAs were detected across all stages (Table S25). Interactions between DE-miRNAs and DEG mRNA targets are reported in Table 1 and Table S26. Most DE-miRNAs associated with DEG targets had downregulated expression in the parents and *F*_*1*_ (ELD group IX) and were more abundant during the late seed developmental stage. Expression from *B. napus* orthologs of *PHABULOSA (PHB)*, *REVOLUTA* (*REV*) and *TARGET OF EARLY ACTIVATION TAGGED 2* (*TOE2*), which are involved in plant growth and development, was not increased despite the low expression of miRNAs known to target these genes. Likewise, positive proportional expression interactions were observed in a *B. napus* ortholog of *EMBRYO DEFECTIVE 2204* (*EMB2204*) on chromosome *A*02, whereas an inversely proportional interaction between the miRNA and mRNA target was found for a *B. napus* ortholog of *EMBRYO DEFECTIVE 2016 (EMB2016)* on chromosome *A*03 (Fig. 6). Both genes are involved in embryo development, yet they appear to be regulated in an opposite manner, although further research is required to elucidate their role in *B. napus* seed formation. *PHB*, and possibly *PHAVOLUTA (PHV)*, are positive regulators of the *LEAFY COTYLEDON 2* (*LEC2*), a well-known regulator of seed maturation (Tang et al. 2012). A BLAST search from the *A. thaliana* Araport 11 assembly (Cheng et al. 2017) for the *LEC2* coding sequence (*AT1G28300.1*) revealed a single hit that passed the filtering criteria specified for miRNA targets in Materials and Methods. The ortholog corresponded to the *C05p022870.1_BnaEXP* gene model in the Express 617 genome assembly (Lee et al. 2020), which was found to be differentially expressed in late seed development (Table S18 and S26). This example further highlights the broader and indirect impact of miRNAs through gene network interactions. Such transcriptomic networks not only play critical roles in heterosis (Wu et al. 2021) but are also regulated partially by miRNAs (Dong et al. 2022).

**Table 1:** Predicted mRNA target from differentially expressed miRNAs (DE-miRNAs) in 15 and 30 days after pollination ovules in *F*_*1*_ and parents by expression level dominance (ELD)

Stage	Predicted DE-miRNA family	DE-miRNA-ELD	miRNA Target	miRNA target-ELD	*A. thaliana* homolog ID	*A. thaliana* homolog name
OS15-*F*_*1*_	miRNA 165/166 A	IX	C04p041520.1_BnaEXP	IX	AT2G34710	PHABULOSA
	miRNA 165/166 B					
	miRNA 165/166 C					
OS30-*F*_*1*_	miRNA 3629 A	VIII	A02p005120.1_BnaEXP	VIII	AT1G22090	EMB2204
	miRNA 166 A	IX	C04p041520.1_BnaEXP	IX	AT2G34710	PHABULOSA
	miRNA 165/166 B					
	miRNA 166 B					
	miRNA 166 C					
	miRNA 166 A	IX	C05p024820.1_BnaEXP	XII	AT1G30490	PHAVOLUTA
	miRNA 165/166 B					
	miRNA 166 B					
	miRNA 166 C					
	miRNA 9410/9411 A	IX	A06p017700.1_BnaEXP	VII	AT3G47060	FTSH PROTEASE 7
	miRNA 9410 A					
	miRNA 165/166 B	IX	A02p009610.1_BnaEXP	IX	AT5G60690	REVOLUTA
	miRNA 169 A	IX	A03p029900.3_BnaEXP	XI	AT3G05680	EMB2016
	miRNA 172 A	IX	C09p033660.1_BnaEXP	IX	AT5G60120	TOE2

**Fig. 6:**
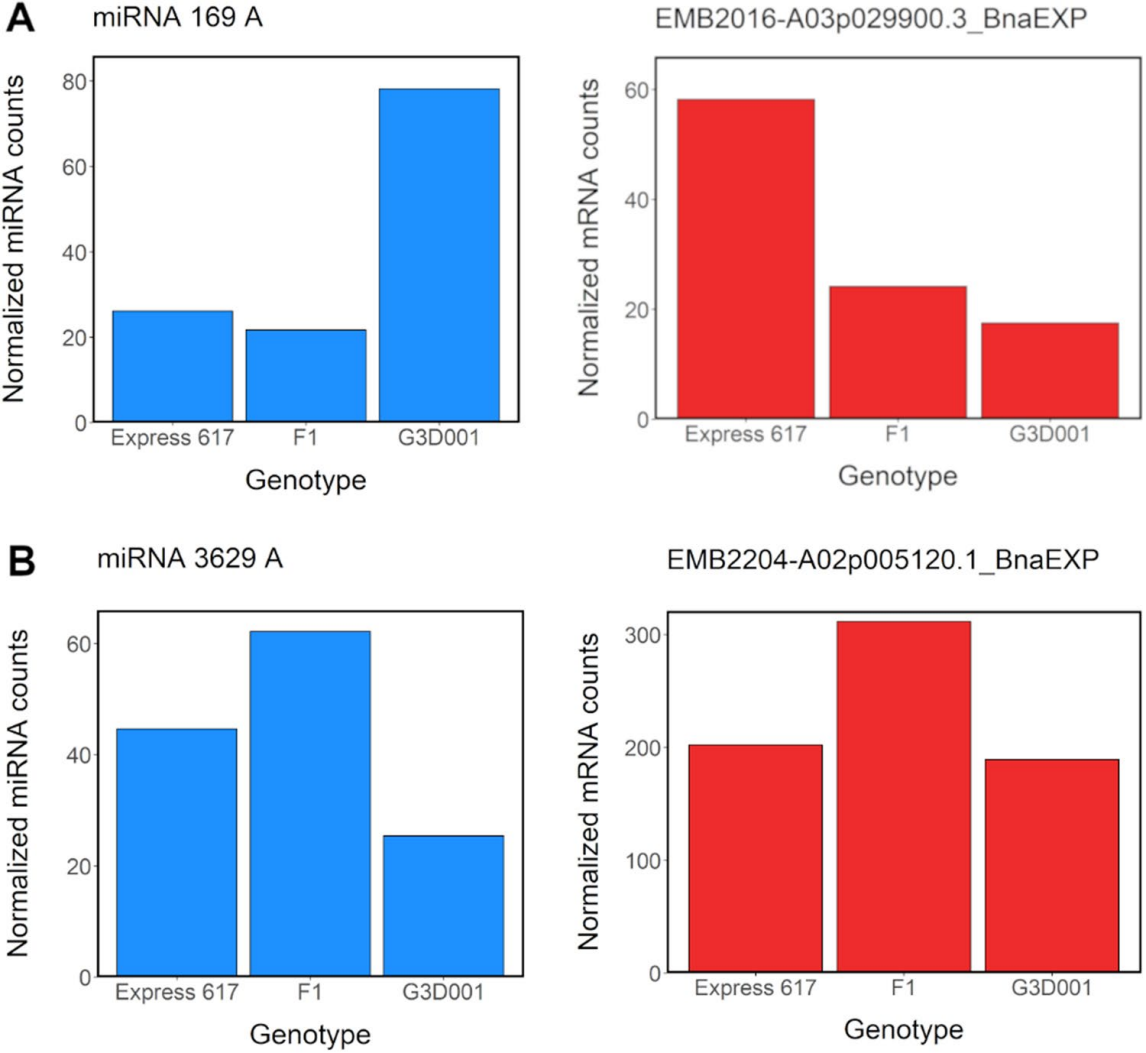
Normalized expression levels from selected differentially expressed miRNAs (DE-miRNA) and their respective differentially expressed target genes (DEG) in ovules 30 days after pollination in the *F*_*1*_ and parental genotypes, respectively. (**a**) Inversely proportional miRNA-mRNA target expression of miRNA 169*A* and a *B. napus* ortholog of its target gene *EMB2016* on chromosome *A*03 (A03p029900.3_BnaEXP). (**b**) Proportional miRNA-mRNA target expression of miRNA 3629A and a *B. napus* ortholog of its target gene *EMB2204* on chromosome *A*03 (A02p005120.1_BnaEXP)

### Methylated features in early seed formation

Methylation levels were highest in the CpG context, with an average of 80% across all stages and genotypes (Fig. 7). Methylation levels in CHH context were the lowest, ranging from 20 to 27% despite having the highest number of methylated cytosines (Table S27, Fig S21, S22, S23, S24). No methylation bias per chromosome was observed (Table S27). Approximately 12%, 14% and 10% of DMRs were in promoters, exons and introns, respectively, whereas a high percentage of DMRs (43%) were inside repeat motifs (Table S28). Repetitive sequences account for 37.5% of the Express 617 genome (Lee et al. 2020), and although 66% of repeats were methylated with an average 41% methylation level, less than 1% were differentially methylated (Table S29). Most differentially methylated transposable element (TE) families and superfamilies coincided with those that are most frequent in the Express 617 reference genome, such as LTR (long terminal repeat) Copia and Gypsy families. Approximately 70% of these were found within 5 kbp flanking regions of genes (Table S30, S31). Chi-square tests followed by FDR adjusted post-hoc testing at *p* > 0.05 revealed a significant association between the analyzed genomic features (DMRs, TEs, and differentially methylated or non-methylated DE-siRNAs) in terms of their distance to genes and DEGs (Table S32). Interestingly, around 70% of the detected features were in 5 kbp gene flanking regions; nevertheless, only less than 20% of them were found in 5 kbp DEG-flanking regions (Table S32). Moreover, most DMRs inside gene flanking regions converged more around non-DEGs in comparison to DEGs(Tables S32-S33), which suggests an overall conserved pattern of gene regulation despite differential methylation across genotypes.

**Fig. 7:**
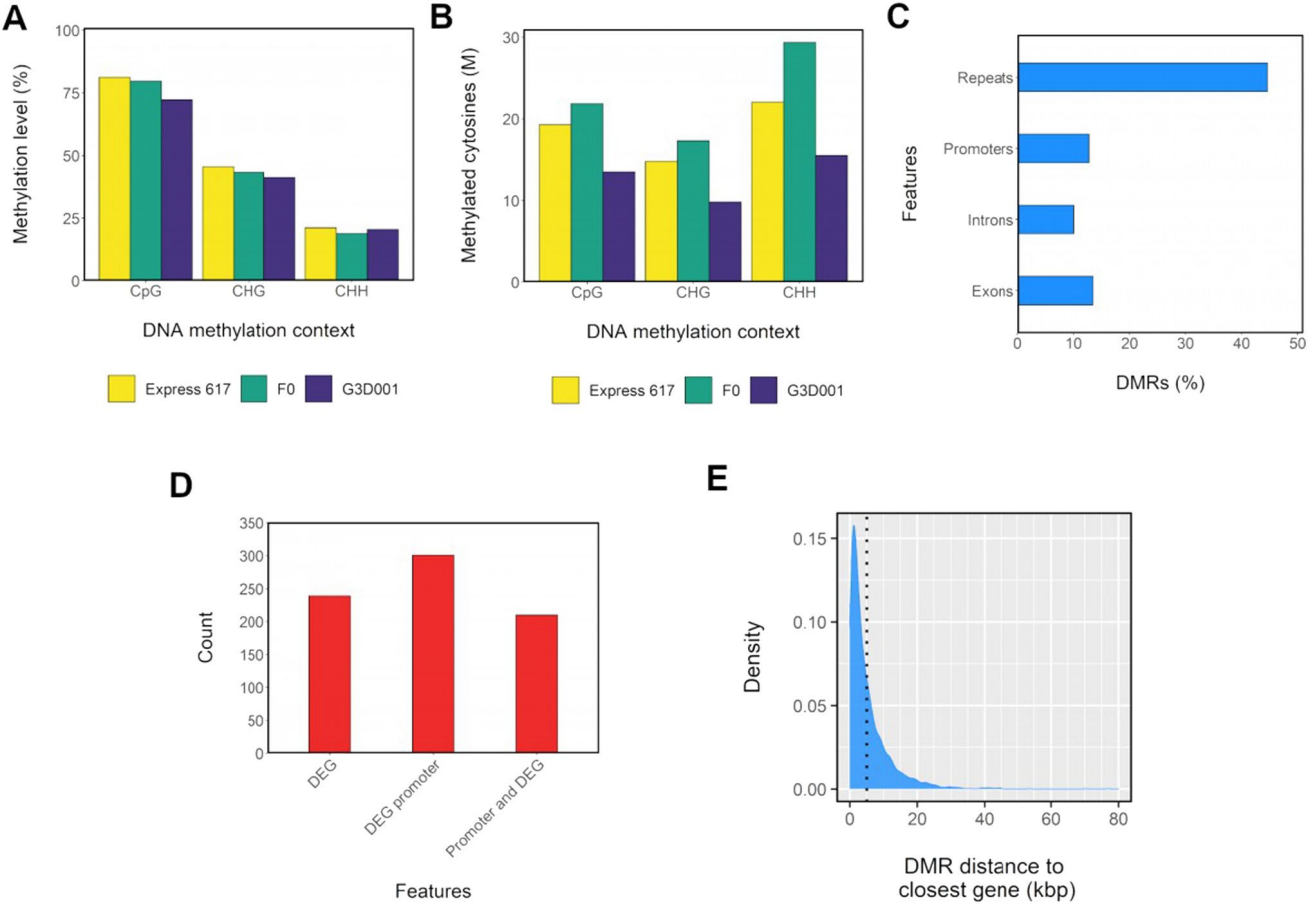
Methylation patterns in 15 days after pollination ovules from *F*_*0*_ and parents. (**a**) Methylation level per genotype and DNA methylation context. (**b**) Count of methylated cytosines in million (*M*) scale per genotype and DNA methylation context. (**c**) Distribution of differentially methylated regions (DMRs) across introns, exons, repeats and promoters (1 kbp upstream from gene start). (**d**) Distribution of methylated differential expressed genes (DEGs) and their promoters. (**e**) Kernel density estimation (KED)-based distribution of DMRs distance to closest gene. A dotted line is used to delimit DMRs located 5 kbp from a gene

A total of 392 genes that were both differentially expressed and differentially methylated were regarded as putative epialleles (Table S34). No gene ontology enrichment was found in regard to these putative epialleles. Instead, they covered diverse biological functions such as DNA transcription, carbohydrate and lipid metabolic processes and photosynthesis (Table S35). Interestingly, both the gene body and its promoter were methylated in most putative genetic epialleles (Table S36). Most DMRs were less than 5 kbp away from a gene, suggesting a potential regulatory role (Fig. 7, Fig. S21, S22, S23, S24). Significant correlations using a 0.05 p value threshold were detected when the influence of gene body methylation (*τ* =  − 0.14) and gene promoter methylation (*τ* =  − 0.24) on gene expression based on Kendall *τ* tests. Both interactions show a negative correlation coefficient indicating that expression tended to decrease as methylation levels rose. The coefficients nonetheless do not imply a strictly strong relationship as expected due to the diversity of factors affecting gene expression and as also observed in the spectrum of gene expression and methylation interactions during seed formation (Fig. S25, S26, S27) and as also observed in other studies in tomatoes and strawberries (Lang et al. 2017; Cheng et al. 2018). However, during early seed development in the hybrid, proportional interactions with upregulation of hypomethylated genes were most prevalent (Fig. 8). Studies linking methylation and expression and evaluating epialleles have proved beneficial in detecting heterotic patterns in other crops like maize, rice and Arabidopsis (Greaves et al. 2015; Cao et al. 2022; Wang and Wang 2022). In addition, 112,635 CpG islands were detected in all assigned chromosomes in the Express 617 reference genome, with an average length of 363 bp and strong differences in frequency in centromeric regions of different chromosomes (Table S37). Although 86% of all identified CpG islands were methylated, with an average methylation level of 62%, only 1.35% of these were differentially methylated (Table S38).

**Fig. 8:**
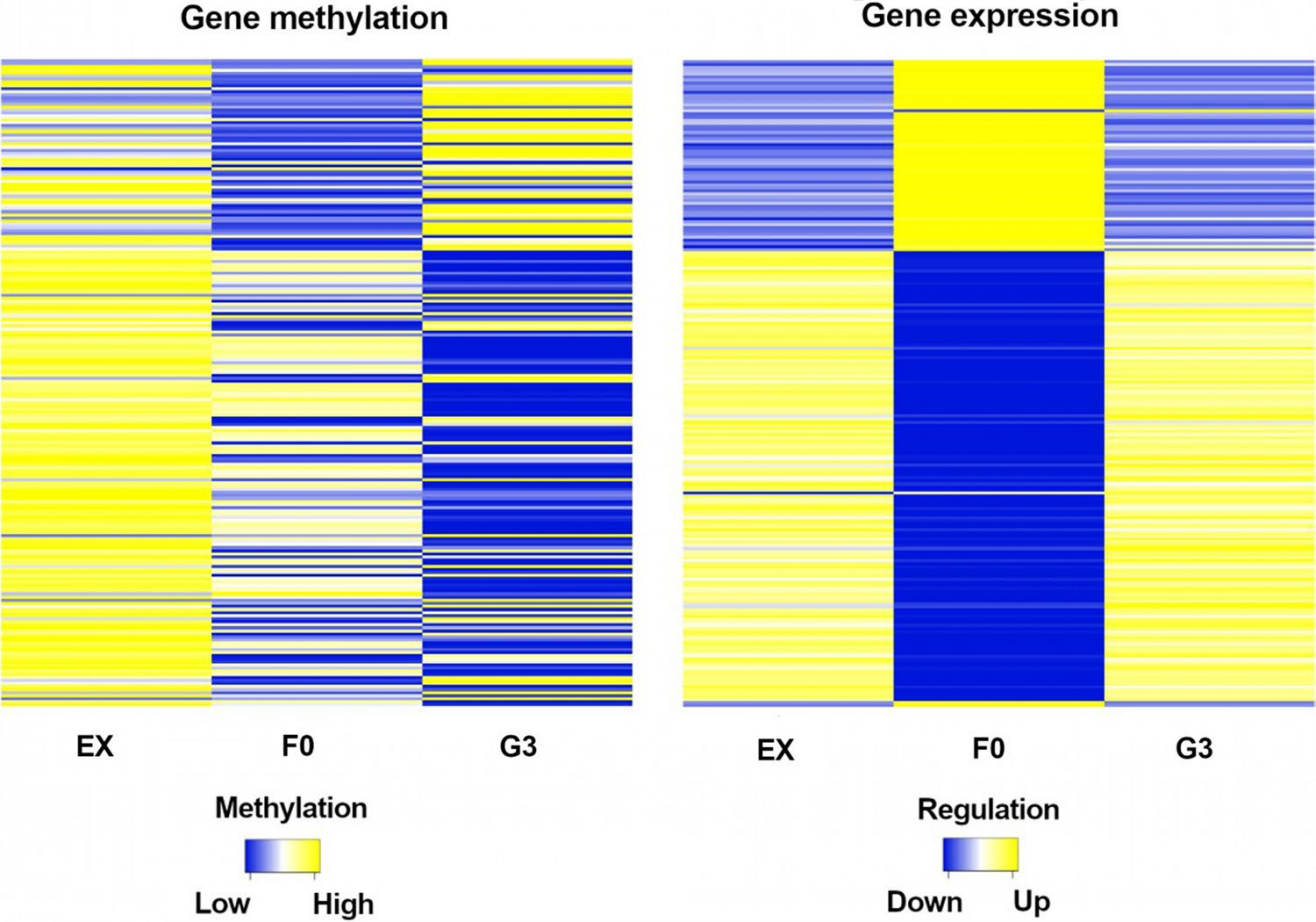
Gene expression and gene body and promoter methylation in CpG and CHG contexts from 15 days after pollination ovules displaying transgressive patterns in the *F*_*0*_ and its parents. Genes are sorted in the same order in both heatmaps

### Segmental and subgenome expression bias in hybrids

Segmental patterns of differential gene expression were visualized by circos plots displaying expression patterns for each chromosome, genotype and stage. The presence of putative expression clusters was assessed more precisely through a 500 kbp genome-wide binning approach where consistent DEGs patterns per segment, chromosome, genotype and stage were grouped as described in Material and Methods. Consequently, 144 differentially expressed segments across genotypes and stages were determined (Table S39). More differentially expressed segments were found in the A subgenome than the C subgenome and most segments found in *F*_*0*_ comparisons mimicked the expression patterns of the maternal parent Express 617 (Table S39). An example on chromosome *A*03 is shown in Fig. 9. Sequence reads from G3D001 pollinated ovules were employed to exclude the possibility that the observed patterns were due to genomic rearrangements (Table S40). Large-scale deletions were found only in chromosome C01 in G3D001, which accounts for the low expression found on the deleted segments in that chromosome (Fig. S28, S29, S30, Table S39). However, no large-scale rearrangements were found in chromosome A03 in G3D001 (Fig. S31), so that cannot be the reason why a segment on this chromosome showed low expression in both early (15 days) and late (30 days) seed development stages (Fig. 9 and Fig. S32). Moreover, the corresponding chromosome region in Express 617 does not appear to be duplicated, since neither the *F*_*1*_ nor the *F*_*0*_ showed a high expression pattern that could have been inherited from a large-scale duplication from the Express 617 parent (Fig. S33, S34). Furthermore, no relationships were observed between methylation level, repeat density or position relative to the centromere. This suggests that specific chromosome segments may correspond more closely to maternal expression patterns than other regions. The mechanisms of such a phenomenon could be associated with parental roles during embryo development, genomic imprinting or chromatin activity and/or genome accessibility for transcription. However, more detailed investigations are necessary to validate these hypotheses.

**Fig. 9:**
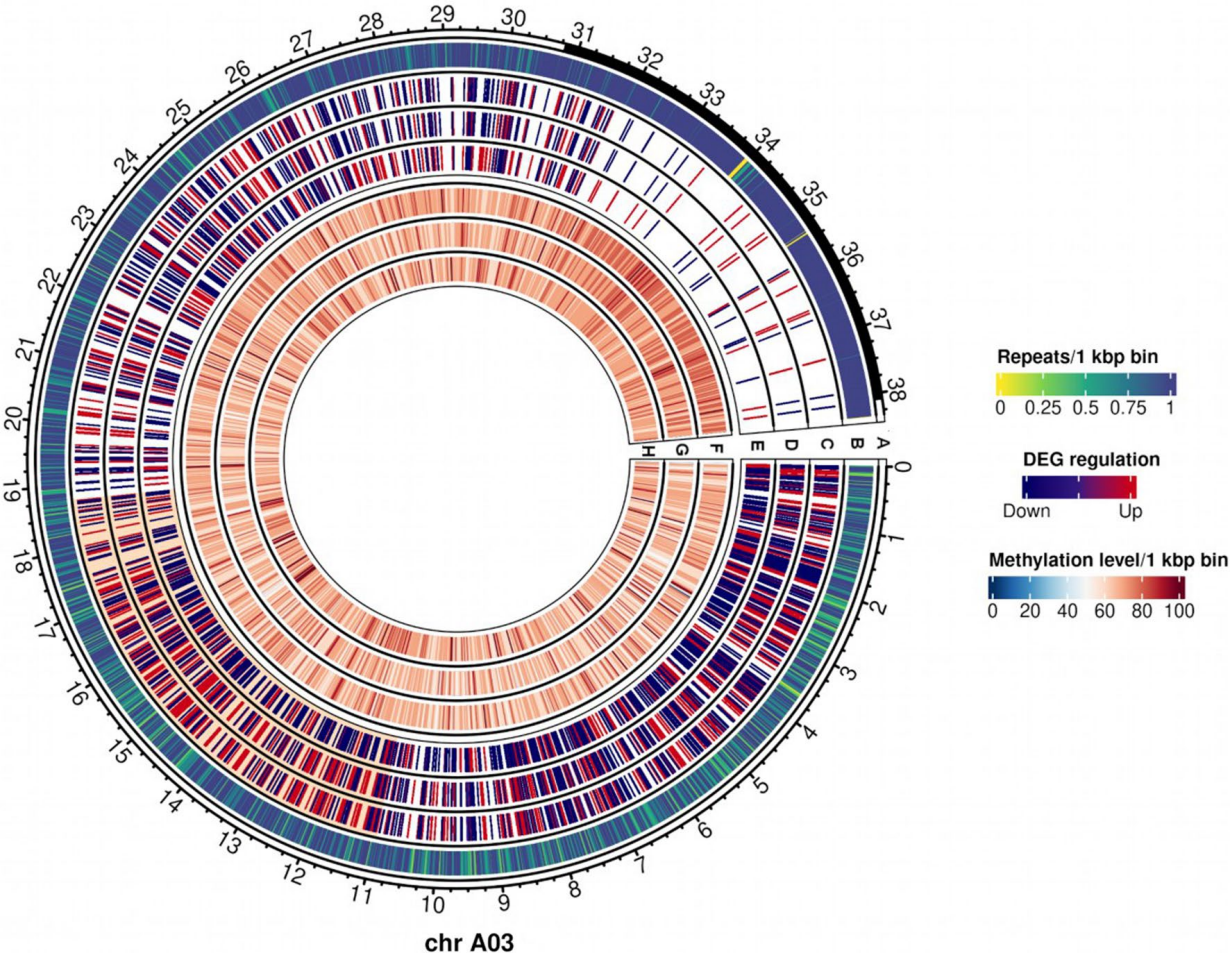
Differentially expressed genes (DEGs) and methylation levels from 15 days after pollination ovules from *F*_*0*_ and parents in chromosome *A*03. Outer to inner tracks correspond to: (**a**) Predicted centromere positions in black; (**b**) Repeat density per 1 kbp bin; (**c**–**e**) DEG regulation in (**c**) Express 617, (**d**) *F*_*0*_ and (**e**) G3D001; (SS**f**–**h**): Methylation levels per 1 kbp bin in (**f**) Express 617, (**g**) *F*_*0*_ and (**h**) G3D001. A differentially expressed chromosome segment between around 11 Mbp and 18.8 Mbp is highlighted in orange in tracks **c**–**e**

## Discussion

The results of this study demonstrate that differential expression and methylation patterns potentially associated with heterotic patterns are already detectable during seed development and seedling stages in an *F*_*1*_ hybrid. Most DEGs showed maternal and paternal dominances regardless of the tissue and stage, indicating that some of these differential features represent stable regulatory patterns with a general involvement in heterosis. Similar kinds of parental gene expression dominance have been reported previously in oilseed rape and cotton (Yoo et al. 2013; Wu et al. 2018; Wei et al. 2021). Li et al. (2020) demonstrated that expression dominance levels in interspecific hybrids can vary based on the sampled tissue, with stems and leaves showing more additive gene expression in allopolyploid *B. napus* compared to the expression from its diploid progenitors *B. rapa* and *B. oleracea*. Gene expression additivity was also reported by Zhang et al. (2021a) as a main pattern of expression dominance levels in excised pod sections in crosses between *Raphanus sativus* (RR, 2*n* = 18) and *B. oleracea*, whereas seeds and pods from the homozygous diploids displayed predominantly paternal dominance. The diversity of sampled tissues, species and genotypes in the previous studies and ours could account for the contrasting expression dominance levels observed. The segmental patterns of differential gene expression on a chromosome scale which we observed reflect similar results reported in *B. napus* by Lloyd et al. (2018) and He et al. (2017), who found that large-scale rearrangements induced large segmental expression differences. Interestingly, not all differentially expressed chromosome segments analyzed in our study were associated with large-scale rearrangements. Although the underlying reasons for this observation require further elucidation, this may indicate that chromosome-level patterns of chromatin rearrangement and transcription accessibility may be involved.

Additionally, pollinated *F*_*0*_ ovules that would develop later into *F*_*1*_ seeds and plants showed a higher similarity to the maternal genotype Express 617 in terms of gene expression, small RNA expression and methylation. 

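The position of each hybrid library between its parents was measured for sRNA expression as the median of (hybrid - Express617)/(G3D001 - Express617) on CPM. It used the clusters with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1 between the parents, so that 0 is the mean of Express617 and 1 the mean of G3D001. F0 ovules were at 0.0337 ± 0.00226 (SD, n = 3) over 16011 clusters at OS15 and at 0.113 ± 0.0175 over 43561 clusters at OS30. F1 ovules were at 0.519 ± 0.0136 over 15477 clusters at OS15 and at 0.154 ± 0.0485 over 44304 clusters at OS30. F1 leaves were at 0.506 ± 0.000707 over 14066 clusters. The F1 exceeded the F0 by 0.485 at OS15 (exact permutation test, two-sided, p = 0.1, n = 3 against 3, the smallest p that this design allows) and by 0.0414 at OS30 (exact permutation test, two-sided, p = 0.2). Without Express617 replicate 3, the position of the F0 at OS15 was 0.0516, and without G3D001 replicate 1 it was 0.0226. A ratio of summed differences in place of the median moved the position most, and it changed the side of the F0 at OS15 to -0.0894 ± 0.121 over clusters higher in Express617. Over the same kind of clusters, it placed the F1 at OS15 at 0.251 and the F1 at OS30 at 0.333, against 0.723 and 0.0476 over clusters higher in G3D001.

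**Figure D3:**
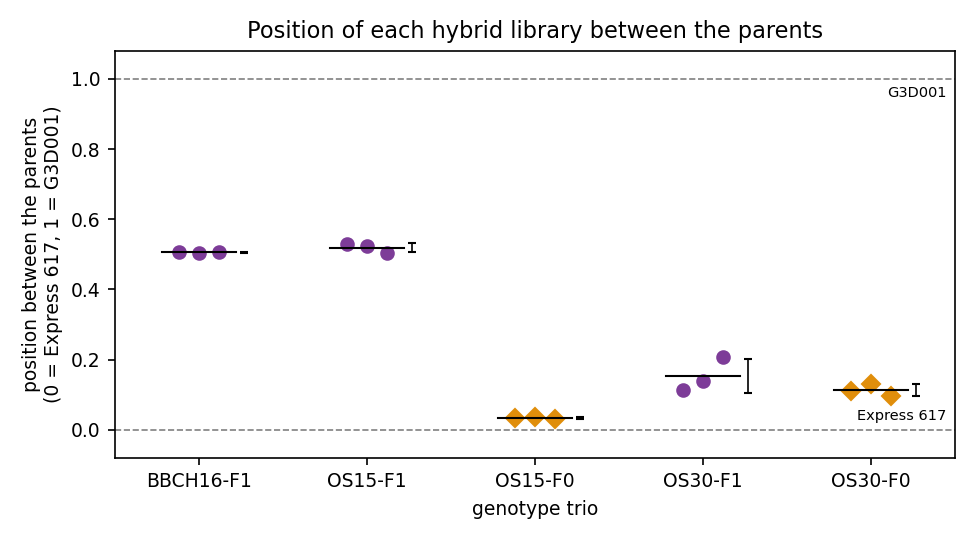
Position of each hybrid library (points) between the mean of Express617 (0) and the mean of G3D001 (1) per trio, with the mean as a line and the SD as an error bar. The 3 F0 libraries of OS15 lie between 0.0311 and 0.0354, and the 3 F1 libraries of OS15 between 0.503 and 0.529.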

As noted by Jahnke et al. (2010), this might be due to the triploid nature of the endosperm, which arises from the union of a duplicated maternal gamete and a paternal gamete via double-fertilization. Seeds are composed of a seed coat, embryo and endosperm, with the proportions of the three components varying depending on species and developmental age. Transcriptomic profiling of different seed tissues using laser microdissection has been employed to characterize the transcriptomic profiles during seed formation in *A. thaliana* and *B. napus* (Kirkbride et al. 2019; Ziegler et al. 2019; Khan et al. 2022), and could provide further insights into heterotic patterns during *F*_*1*_ seed development; however, this technically demanding task was outside of the scope of the present study.

Subgenomic expression bias has been reported earlier in *Brassica* species (Bird et al. 2018, 2021a; Zhang et al. 2021b). Hence, we also investigated expression bias of differentially expressed up- and downregulated genes on a subgenomic basis in each genotype and stage. Although we did not detect any subgenome bias in gene expression, on the whole, more genes were differentially upregulated in G3D001 than in Express 617 (Table S16, Figures S11, S12, S13, S14, S15). The observed genotype-specific bias is potentially a result of different genomic, transcriptomic and epigenomic factors. Firstly, genomic rearrangements gene copy number variations and other structural variants are known to affect various traits in *B. napus* and other polyploid plants (Schiessl et al. 2017; Vollrath et al. 2021; Makhoul et al. 2022) and could have led to potential biases in expression patterns. Transcriptomic aspects such as gene isoforms, gene network interactions and allele expression bias might also be involved in favoring the up- or downregulation from a certain genotype or haplotype (Fan et al. 2020; Schiessl et al. 2020; Golicz et al. 2021). Lastly, epigenomic factors like parental gamete methylation mechanisms, genomic imprinting or differences between parental *cis–trans* regulating factors, miRNA isoforms (isomiRs) and TE families and densities could all result in potential genotype-biased or haplotype-biased expression (Jain et al. 2018; Go and Civetta 2020; Gill et al. 2021).

Around 12–18% of features shared in at least 2–3 stages followed maternal dominant patterns, highlighting the potential relevance of maternal effects on transcriptomic and epigenomic regulation of early development in this hybrid. Furthermore, less than 3% of all expression and methylation features had the same expression and methylation patterns across all stages, suggesting that the role of those features might be more essential throughout seed and early seedling development. Our results in regard to GO enrichment of differentially regulated features also underlined the role of heterotic patterns in driving key biological functions involved in photosynthesis, stress response, growth and development This also highlights the potential of RNA-Seq for global transcriptomic profiling as also supported by its high accuracy and robustness (Everaert et al. 2017; Coenye 2021). Furthermore, heterosis has been associated with a combination of similar functions like photosynthetic activity and cell division, which already help to enhance performance during early developmental stages (Liu et al. 2021). Here, DEGs involved in reproduction and meiotic functions already showed transgressive upregulated expression in ovules from selfed-*F*_*1*_ plants at 15 days after pollination. Furthermore, the hybrids revealed a more robust structure and higher dry seed weight in comparison to their parents. Enrichment of GO groups linked to cell division, stress response and development functions, such as the ones detected in the hybrids of this study, have also led to similar phenotypes in hybrids of oilseed rape, cotton and Arabidopsis (Shen et al. 2017; Yang et al. 2017; Shahzad et al. 2020; Zhu et al. 2020; Rong et al. 2021). Information on these genes and their expression patterns could be of potential interest for proteomic validation and approaches using transcriptomic data for hybrid performance prediction.

Interestingly, we observed differentially expressed miRNAs in early and late seed development among miRNA families which are normally involved in plant growth and development (Plotnikova et al. 2019; Dong et al. 2022; Verma et al. 2022); thus, broadening the range and data availability of miRNAs in oilseed rape development, for example, miR172 regulates not only the flowering time pathway, but also embryo development by controlling *APETALA 2* (*AP2*) and *AP2-like* genes such as *TOE2* (Boutilier et al. 2002; Shivaraj et al. 2018; Nowak et al. 2022) was found in our study. miR165/166 families control leaf adaxial/abaxial development and embryogenesis by targeting the class III homeodomain leucine zipper (HD-ZIP III) transcription factor gene family which includes the *REV*, *PHV* and *PHB* (Wang et al. 2007; Tang et al. 2012). Both *PHB* and *PHV* were identified in the present study and have been described to indirectly regulate *LEC2*, a gene that promotes embryo formation in Arabidopsis and seed size and seed lipid biosynthesis in *B. napus* (Braybrook et al. 2006; Tang et al. 2012; Wójcik et al. 2017; Miller et al. 2019). As noted by Dong et al. (2022), miR169 targets *C-REPEAT BINDING FACTOR* (*CBF*) and *NUCLEAR FACTOR YA* (*NF-YA*) genes. During late seed development in *B. napus*, we found that miR169 targets *EMB2016,* a member of the EMB gene family critical for embryo development (Tzafrir et al. 2004; Růžička et al. 2017; Meinke 2020), while *EMB2204* was targeted by miR3629. mir3629 was first reported in *Vitis vinifera* cv. Pinot Noir by Pantaleo et al. (2010) and has since been reported in *Camellia azalea*, in response to chilling in *Prunus persica* and in disease susceptibility in *V. vinifera* cv. Bosco and *V. vinifera* cv. Chardonnay (Barakat et al. 2012; Pantaleo et al. 2016; Yin et al. 2016; Snyman et al. 2017). mir9410 has been detected in *B. oleracea* and *B. rapa* (Lukasik et al. 2013; Zhang et al. 2018), yet no clear function information for mir9410 exists for Brassica species. In our study, miR9410 targeted a *filamentation temperature sensitive protein H 1* (*FtsH7*) gene copy encoding a protease that in turns degrades *D*1 protein in photosystem II. *FtsH* genes have been reported in tomato, sorghum, Arabidopsis and *B. napus* (Xu et al. 2021; Yi et al. 2022).

The study identified multiple differential miRNA sequences and their putative targets with implications on plant development and performance. Further validation of targets associated with DE-miRNAs can potentially be achieved through degradome sequencing (German et al. 2008), precise isomiRs classification (Morin et al. 2008; Sablok et al. 2015; Yang et al. 2019), target knock-out experiments (Jain et al. 2018; Wei et al. 2018; Li et al. 2021) or gene co-expression networks (Schiessl et al. 2020) in order to delimit their role in seed and embryo formation in *B. napus*.

Overall, the number of methylated cytosines in the CHH context was higher in all genotypes compared to other contexts; nonetheless, methylation levels were higher in CpG and CHG contexts, as observed previously in multiple plants species (e.g. Niederhuth et al. 2016; Bartels et al. 2018). Methylation is generally associated with gene downregulation through transcription inhibition. Nevertheless, hypermethylation and hypomethylation were also linked with up- and downregulation, respectively. Proportional gene hypermethylation and upregulation were observed in mice and human cells (Arechederra et al. 2018; Rauluseviciute et al. 2020) as well as in strawberry and tomatoes (Lang et al. 2017; Cheng et al. 2018); however, no mechanisms explaining gene activation through hypermethylation are fully known so far; thus, further research would elucidate the interactions between methylation and gene regulation, particularly in relation to heterozygosity and heterosis.

In our study, we evaluated methylation during seed development because parental asymmetric methylation and genomic imprinting occurs mostly at that stage in flowering plants (Batista and Köhler 2020). DNA hypomethylation of the female gamete and paternal gamete hypermethylation has been reported in many flowering plants, including Arabidopsis, rice and maize (Gehring et al. 2009; Zemach et al. 2010; Zhang et al. 2014b). Interestingly, we observed contrasting patterns of maternal hypermethylation and paternal hypomethylation in the *F*_*0*_. Similar parental methylation trends were also observed in the *F*_*1*_ despite allele segregation. Such patterns were also reported by Liu et al. (2018) in *B. napus* and by Grover et al. (2020) in *B.rapa*. As a possible explanation for maternal hypermethylation, Grover et al. (2020) proposed that a high expression of so-called siren siRNAs in the seed coat could trigger maternal DNA methylation during seed development. The molecular mechanisms and effects of genomic imprinting, where an allele follows a parental expression pattern due to inherited epigenomic modifications, are restricted mostly to the endosperm rather than the embryo in flowering plants and have been extensively discussed by Weigel and Colot (2012) and Batista and Köhler (2020), respectively. The role of imprinted genes has been linked to chromatin modification, hormone biosynthesis, nutrient transfer, endosperm proliferation and seed size regulation (reviewed by Jiang and Köhler 2012; Batista and Köhler 2020). Furthermore, Rong et al. (2021) reported the enrichment of transposable elements located in 5 kbp flanking regions of imprinted genes in *B. napus*. Cao et al. (2022) analyzed imprinted genes in six backcrossing generations of maize as well as in three selfing generations derived from the 6th backcross. They proposed that the divergence between TEs derived from 24-nt siRNAs in the parental maize genomes might have led to transgenerational inheritance of imprinted genes. Putative imprinted genes were also found in the seedling and seed development stages in our study. Epigenetic changes have been reported as relevant heterotic factors which are influenced by allele diversity, parental effects and environmental conditions (Botet and Keurentjes 2020). Epigenomic parental effects are more likely to occur during seed formation, when gametes fuse to form a zygote, given that this stage is marked by epigenomic features involving siRNA, DNA methylation, imprinting and chromatin activity. Because these features shape the epigenomic and transcriptomic landscape of the zygote and, potentially, its future development as a seedling, hybrids can potentially benefit strongly from a heterotic advantage imparted by these features in these very early developmental stages.

Most frequently, differentially methylated transposable elements corresponded to abundant Copia and Gypsy families. Transposable elements are key factors in speciation and subgenome expression patterns (Bird et al. 2018, 2021a; Bottani et al. 2018) and are known for their high variability across plant species (Novák et al. 2020; Mhiri et al. 2022). TEs can also alter the epigenetic landscape in relation to hybrid fitness (Serrato-Capuchina and Matute 2018). Therefore, detailed assessment of transposable element densities and compositions between hybrids and their parents could be beneficial. In addition, siRNAs are known to mediate silencing of transposable elements via the RNA-directed DNA methylation (RdDM) pathway. At the same time, TEs are a source of sRNAs, including siRNAs, that could potentially silence TEs through a post-transcriptional gene silencing (PTGS) process (Matzke and Mosher 2014; Gill et al. 2021). As also described by Rong et al. (2021), most differentially methylated TEs were found in 5 kbp gene flanking regions. Because most TEs, DMRs and DE-siRNAS converged into regions directly flanking genes, whereas there was no abundance in regions flanking DEGs, gene regulation in the hybrid appears to be associated with conservation of key genetic functions by (i) maintaining similar gene expression patterns between genotypes despite differential methylation in gene flanking regions for most genes and (ii) reducing the number of DMRs, DE-siRNAs and differentially methylated TEs in the proximity of DEGs similarly to other reports in poplar, mammals and invertebrates (Blake et al. 2020; Zhang et al. 2020; Cardoso-Júnior et al. 2021; Dixon and Matz 2022). This could be one of the most interesting and significant results of the present study. Methylation data have been employed in plant breeding to investigate and improve flowering time, disease susceptibility and abiotic stress response (Mercé et al. 2020; Shaikh et al. 2022), and have enabled genomic diversity expansion and discovery of cis-regulatory elements (Xu et al. 2019; Crisp et al. 2020). The present study highlights the spectrum of methylation patterns and putative epialleles in oilseed rape with special implications on seed formation. Additionally, most CpG islands were not differentially methylated between genotypes, indicating a putative role in regulating gene expression, as reported in rice and Arabidopsis (Ashikawa 2001).

The sequencing data gathered from single tissues in the present study allowed an integrated view of gene expression, small RNA interactions and genomic methylation during early developmental stages in an oilseed rape hybrid developed from two distant genotypes. Coding and non-coding features which were differentially expressed or methylated in this study provide new insights into early expression of heterosis in oilseed rape seeds and seedlings from a molecular viewpoint and constitute an extensive multiomics atlas for oilseed rape breeding. The extent of these features in an allopolyploid model crop like *B. napus* also have potential implications in other polyploid crops where heterosis still remains to be exploited, such as wheat and potatoes (Steeg et al. 2022). Patterns of expression and methylation dominance levels could also contribute a new level of understand regarding allele-specific gene expression (Fan et al. 2020; Sands et al. 2021), isoform expression (Vitting-Seerup and Sandelin 2019; Yao et al. 2020; Golicz et al. 2021), gene fusion and dosage (Mahmoud et al. 2019; Serin Harmanci et al. 2020; Bird et al. 2021b) as well as non-germline omics variations among *F*_*1*_ plants and populations (Higgins et al. 2018; Cortijo et al. 2019; Orantes-Bonilla et al. 2022; Quezada-Martinez et al. 2022). Their role in heterotic gene expression patterns is ultimately also of interest for transcriptome-based genomic selection or hybrid performance prediction (e.g. Frisch et al. 2010). Defining the roles of differentially expression regulatory features in early developmental stages of hybrids could be used to enhance expression-based prediction model (Seifert et al. 2018b; Zrimec et al. 2020; Cheng et al. 2021; Hu et al. 2021c; Knoch et al. 2021). Altogether our findings highlight transcriptomics and epigenomic differences between early developmental stages in *F*_*1*_ and *F*_*0*_ in terms of methylation level as well as in gene and small RNA expression. The contribution of differential coding and non-coding features to early hybrid seed formation is of key interest for hybrid breeding and deserves further evaluation using more diverse genotypes, heterotic pools and species. Future developments in sequencing and bioinformatics will also aid in elucidating the role and interactions among transcriptomic and epigenomic features at higher resolution, helping to expand current knowledge and applications of heterosis in polyploid crops.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

The mRNA, sRNA and WGBS libraries and fragment count datasets generated in this study are found in the GEO data repository under accession GSE202610. G3D001 genomic reads from self-pollinated ovules are found in NCBI Bioproject PRJNA850551.

# Supplementary material for: Transgressive and parental dominant gene expression and cytosine methylation during seed development in Brassica napus hybrids
**Source:** Theor Appl Genet. 2023 Apr 18;136(5):113. doi: 10.1007/s00122-023-04345-7
**Supplement:** Supplementary file 1 — Supplementary file1

## **Supplementary Figures**

### **Transgressive and parental dominant gene expression and cytosine methylation during seed development in *Brassica napus* hybrids**

**Mauricio Orantes-Bonilla<sup>1†</sup>, Hao Wang<sup>2†</sup>, HueyTyng Lee<sup>1</sup>, Agnieszka A. Golicz<sup>1</sup>, Dandan Hu<sup>2</sup>, Wenwen Li<sup>2</sup>, Jun Zou<sup>2</sup> & Rod J. Snowdon<sup>1\*</sup>**

<sup>†</sup> These authors have contributed equally to this work

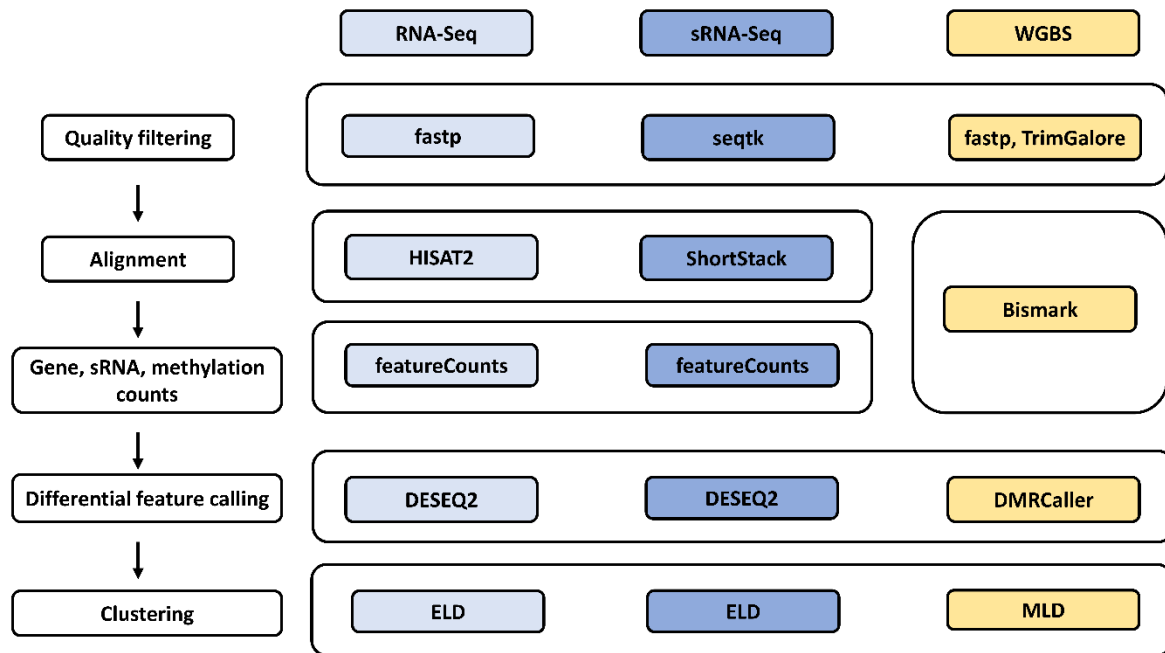

**Supplementary Figure 1** Summary of main bioinformatic workflow for dominance level analyses. RNA, sRNA and WGBS workflows and tools used for each developmental stage are represented in light blue, blue and yellow respectively, while arrows indicate the workflow direction. Briefly, each biological replicate was quality filtered and then aligned to the Express 617 reference (Lee et al., 2020). The depth for each feature (genes, sRNAs and methylated cytosines) were calculated for each biological replicate and used for differentially expressed genes, siRNAs, miRNAs and differentially methylated regions calling. All features were then clustered based on how the hybrid genotype contrasted in comparison to both parents in terms of expression level dominance, and methylation level dominance (MLD).

**A**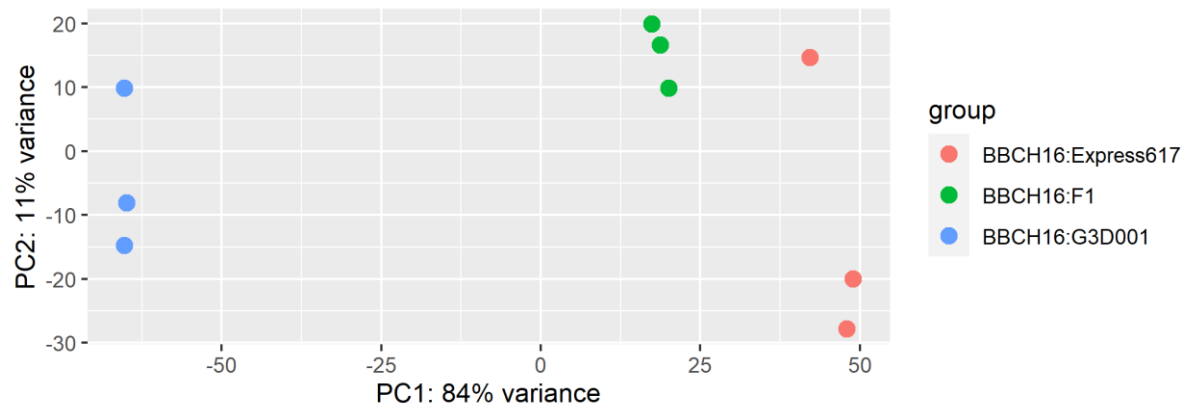**B**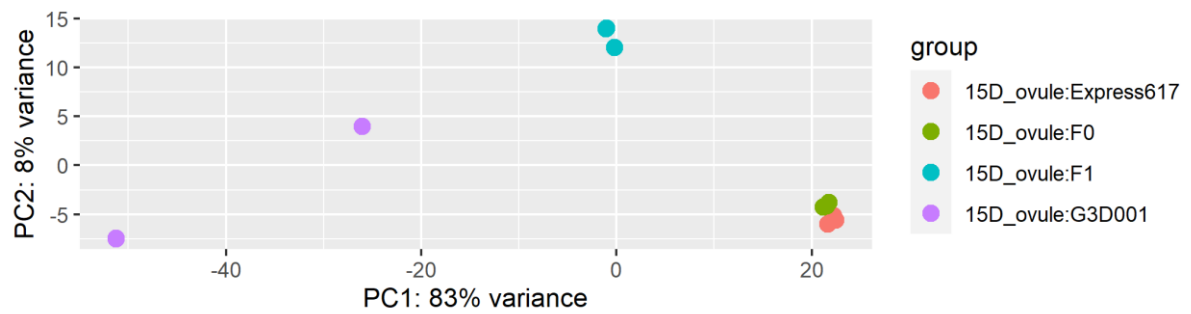**C**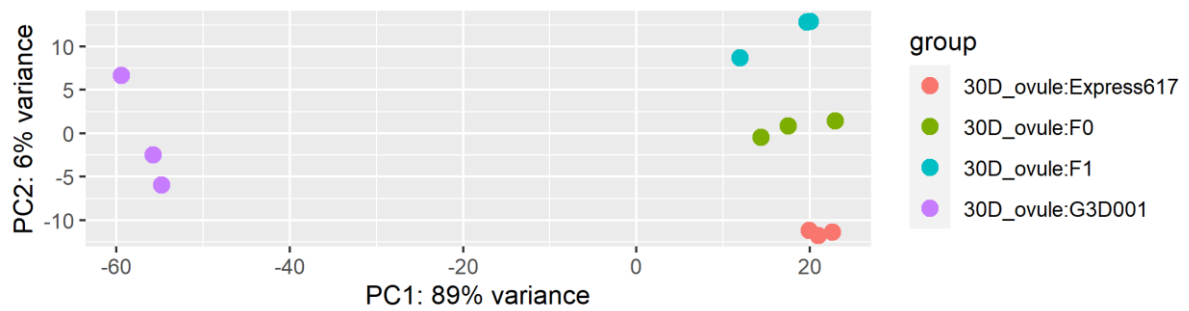

**Supplementary Figure 2** Principal component analysis (PCA) of transcriptomic counts derived from RNA-Seq libraries. Each circle represents a biological replicate during (a) the seedling, (b) 15 days after pollination and (c) 30 days after pollination stages.

**A**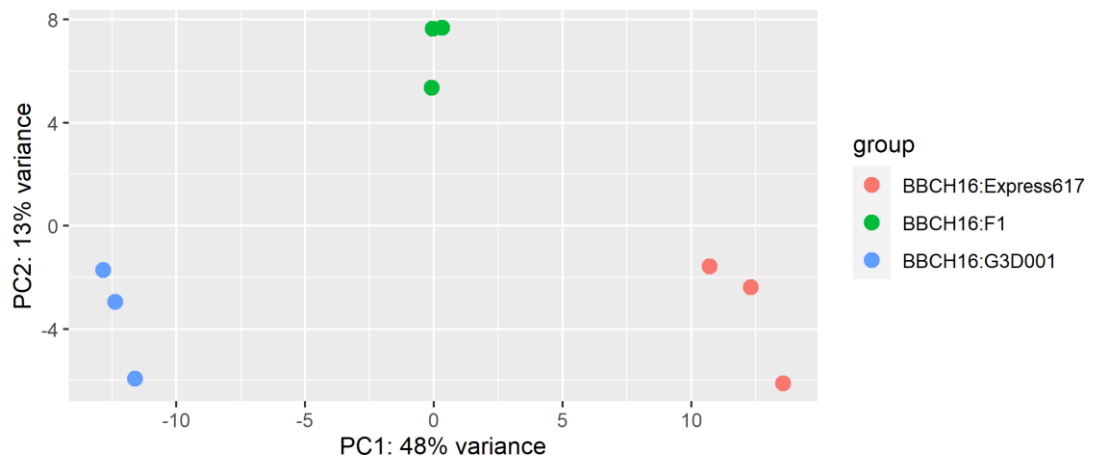**B**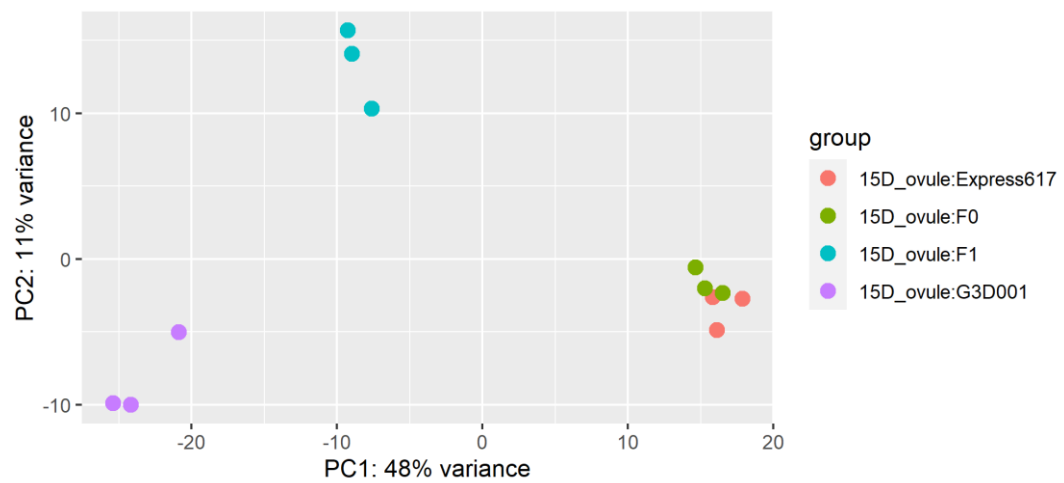**C**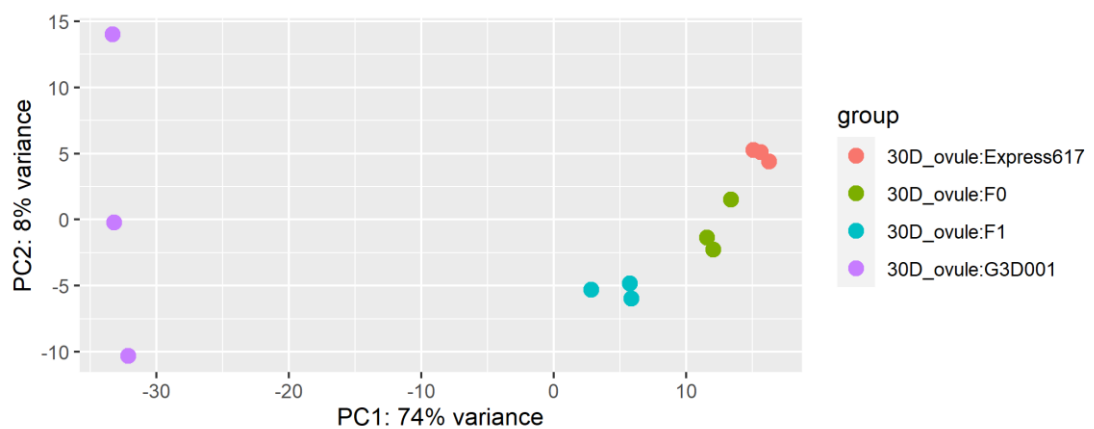

**Supplementary Figure 3** Principal component analysis (PCA) of miRNA counts derived from sRNA-Seq libraries. Each circle represents a biological replicate during (a) the seedling, (b) 15 days after pollination and (c) 30 days after pollination stages.

**A**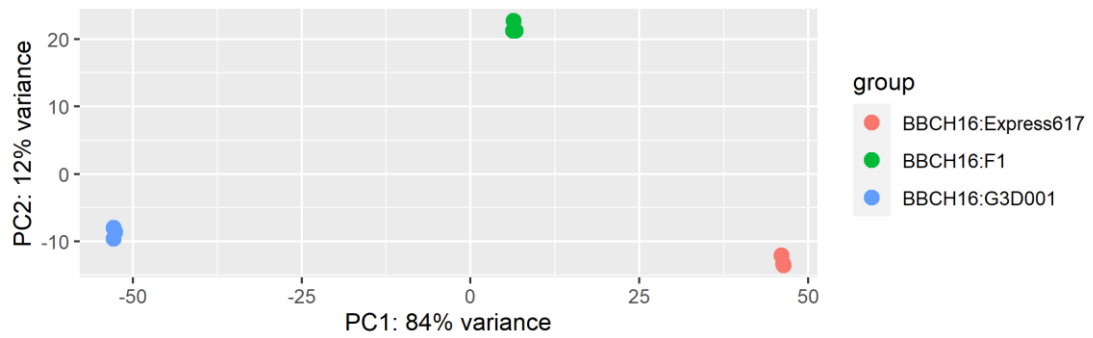**B**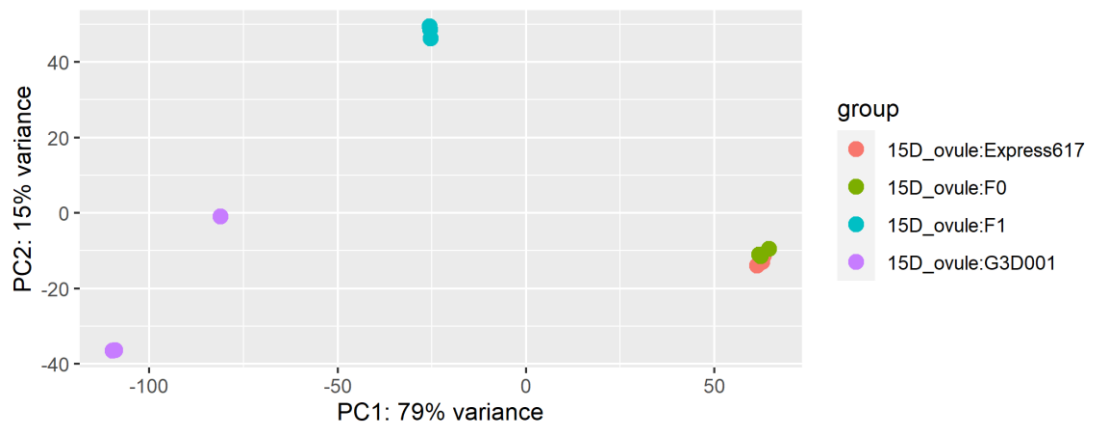**C**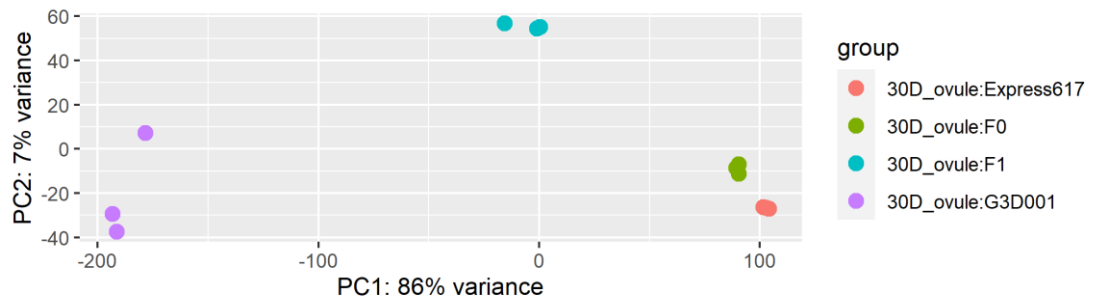

**Supplementary Figure 4** Principal component analysis (PCA) of siRNA counts derived from sRNA-Seq libraries. Each circle represents a biological replicate during (a) the seedling, (b) 15 days after pollination and (c) 30 days after pollination stages.

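A principal component analysis sorts libraries along the directions in which their counts vary most, so that libraries with similar expression lie close together. It was computed here on all sRNA clusters, on the logarithm of TMM-normalized counts, for the clusters with the highest variance in the stage. The first component held 64.7% of the variance and the second 22.7% at BBCH16, 79.3% and 14.1% at OS15, and 86.4% and 5.74% at OS30. On the first component of OS15, G3D001 replicate 2 was at 59.2, while replicates 1 and 3 were at 85.7 and 84.7. The F0 libraries of OS15 were between -46.0 and -44.7 on this component and the Express617 libraries between -45.0 and -43.6.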

**A**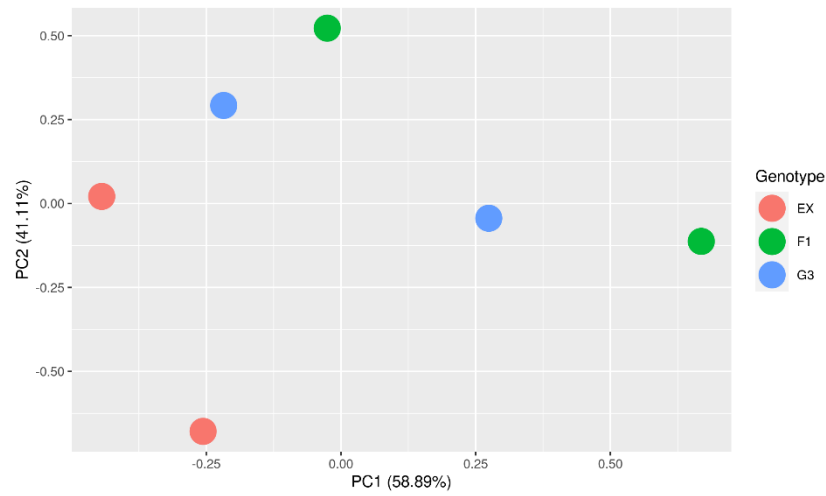**B**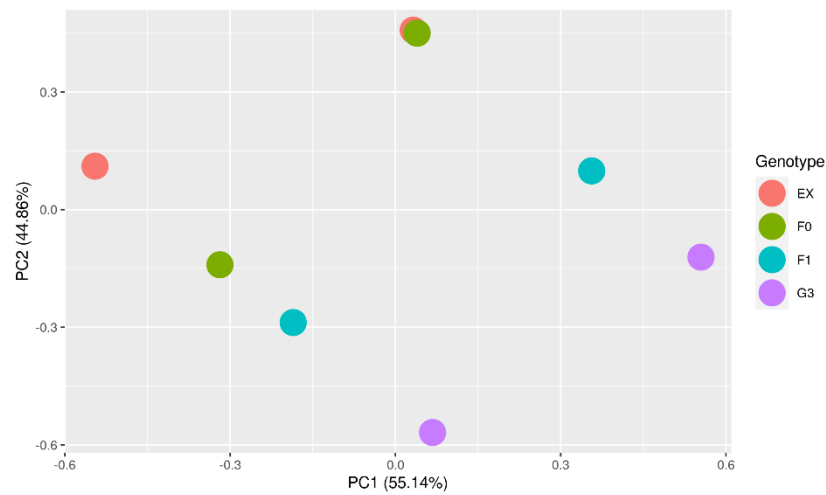**C**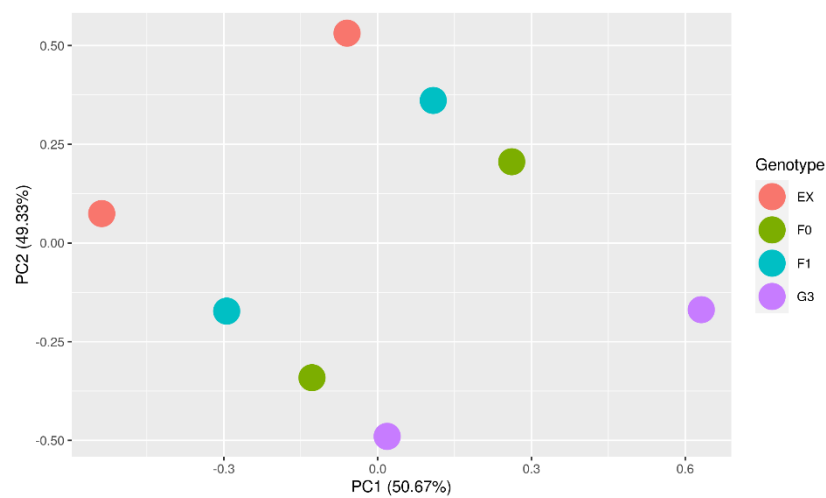

**Supplementary Figure 5** Principal component analysis (PCA) of genome-wide CpG methylation levels derived from WGBS libraries. Each circle represents a biological replicate during (a) the seedling, (b) 15 days after pollination and (c) 30 days after pollination stages.

**A**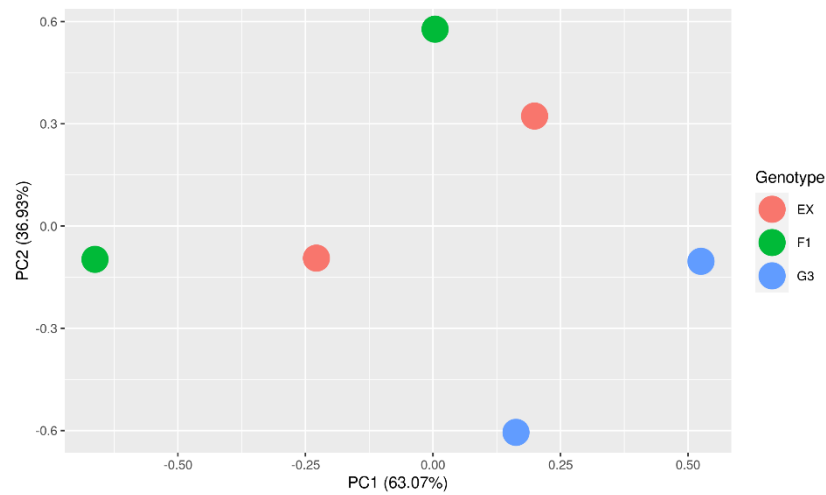**B**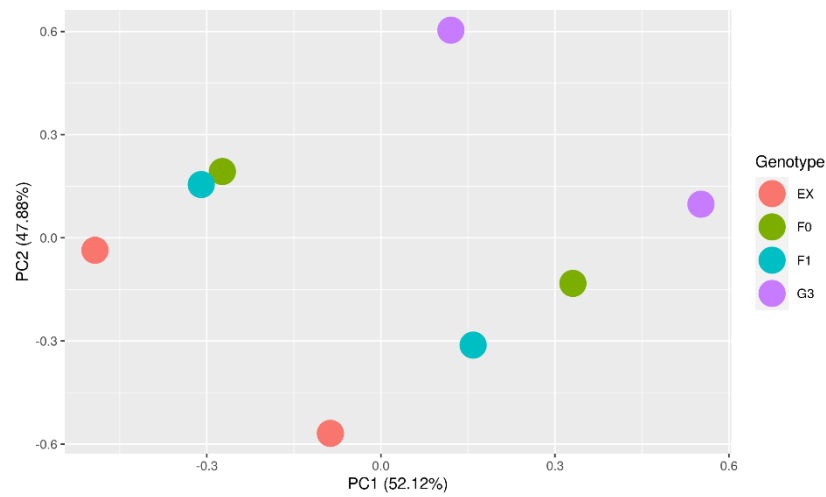**C**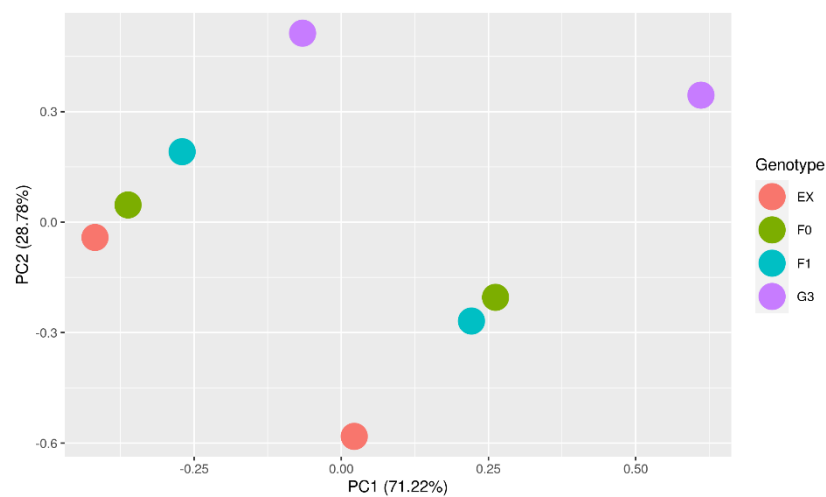

**Supplementary Figure 6** Principal component analysis (PCA) of genome-wide CHG methylation levels derived from WGBS libraries. Each circle represents a biological replicate during (a) the seedling, (b) 15 days after pollination and (c) 30 days after pollination stages.

**A**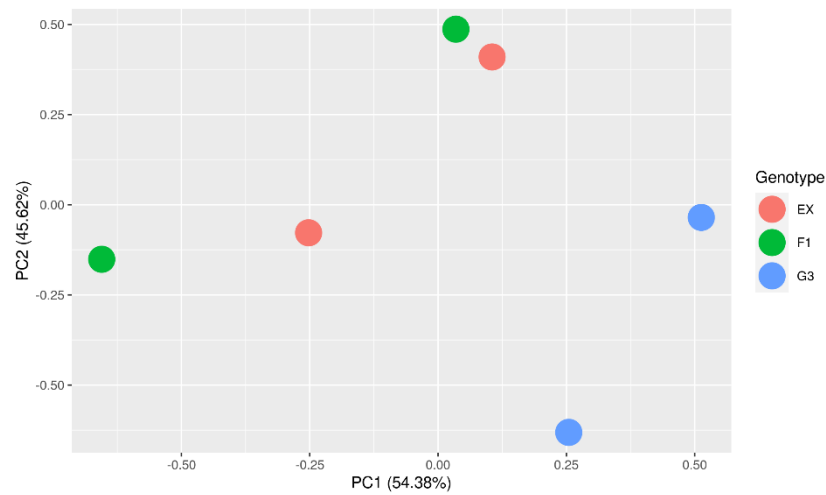**B**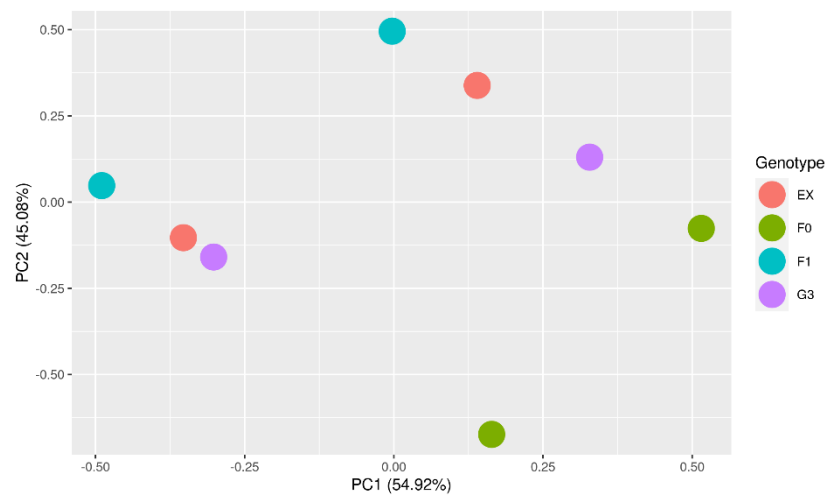**C**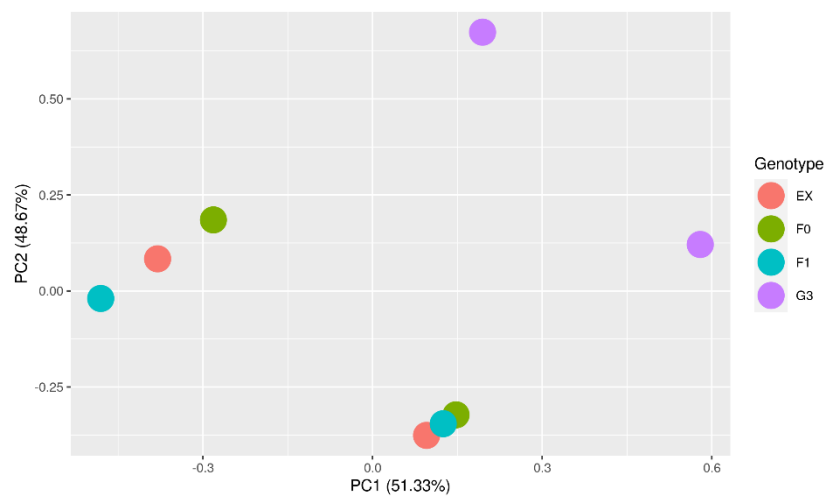

**Supplementary Figure 7** Principal component analysis (PCA) of genome-wide CHH methylation levels derived from WGBS libraries. Each circle represents a biological replicate during (a) the seedling, (b) 15 days after pollination and (c) 30 days after pollination stages.

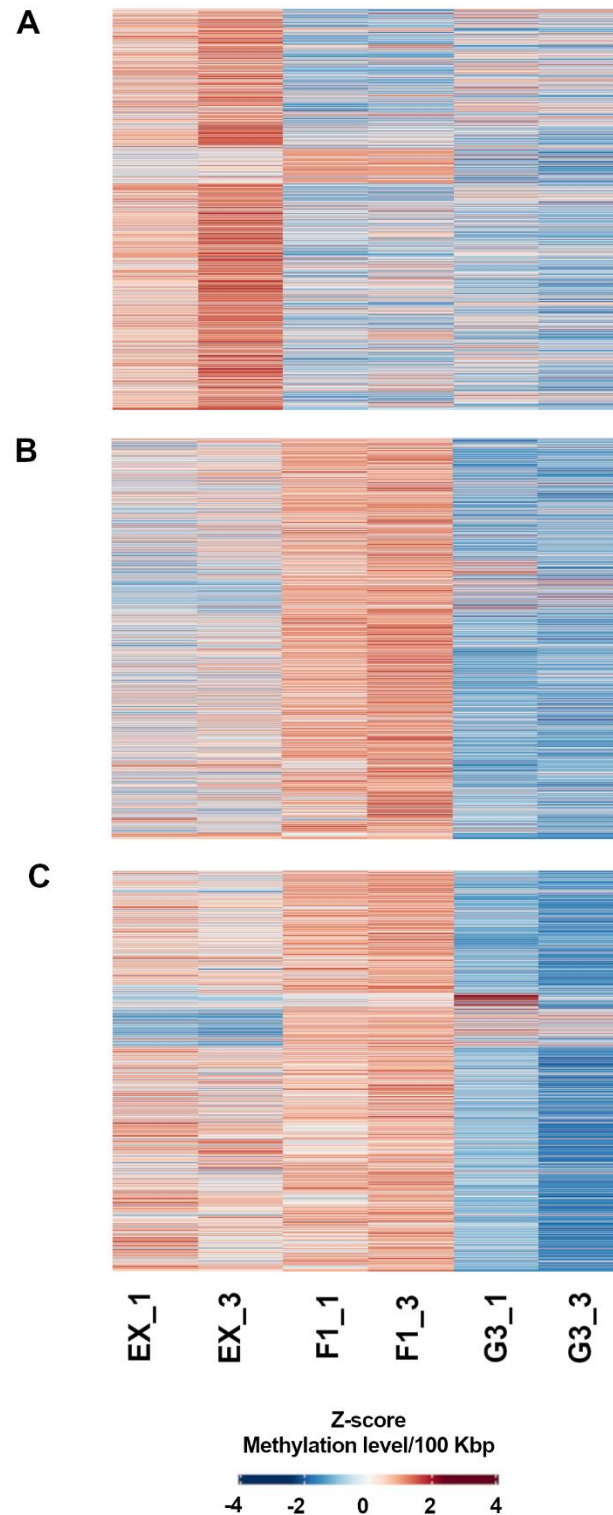

**Supplementary Figure 8** Genome-wide methylation levels per 100 kbp bins from WGBS libraries during the seedling stage for the (a) CpG, (b) CHG and (c) CHH methylation contexts. Methylation levels were normalized and represented as Z-scores where higher methylation levels are in red and lower ones in blue. Each track represents a biological replicate from the Express617 (EX), G3D001 (G3) and F1 (F1) genotypes.

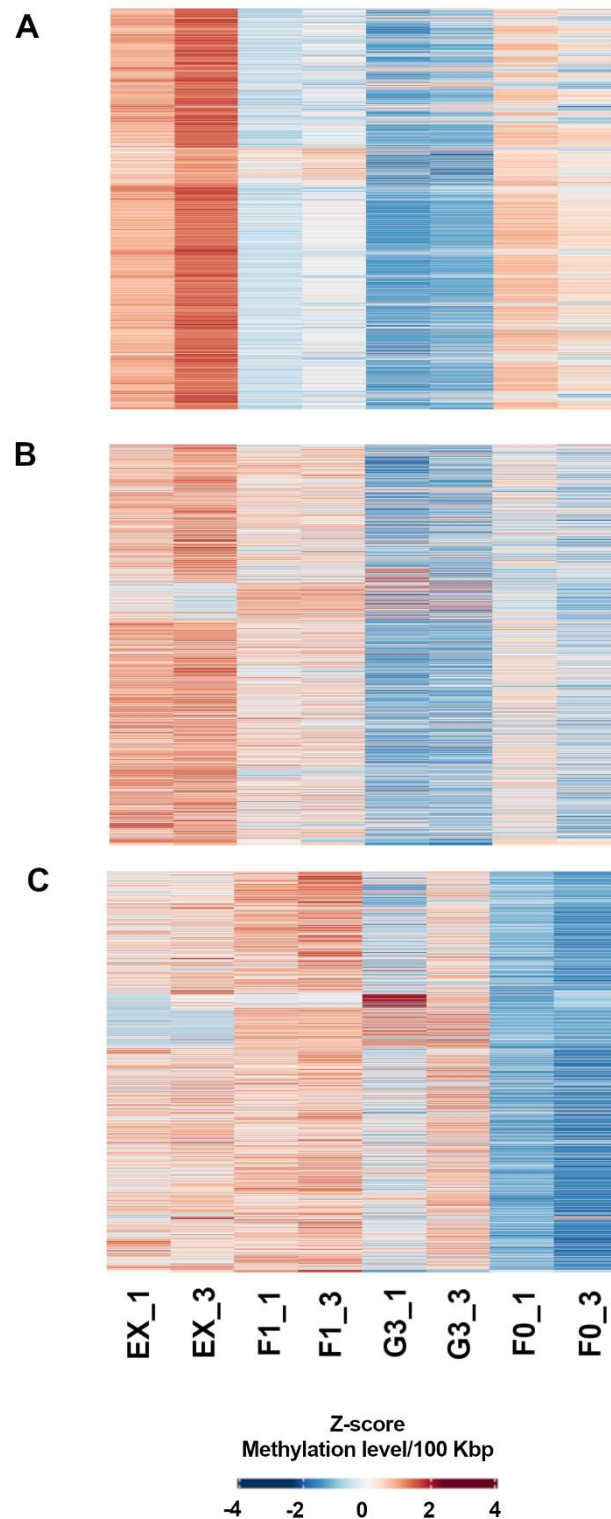

**Supplementary Figure 9** Genome-wide methylation levels per 100 kbp bins from WGBS libraries during the 15 days after pollination stage for the (a) CpG, (b) CHG and (c) CHH methylation contexts. Methylation levels were normalized and represented as Z-scores where higher methylation levels are in red and lower ones in blue. Each track represents a biological replicate from the Express617 (EX), G3D001 (G3), F1 (F1) and F0 (F0) genotypes.

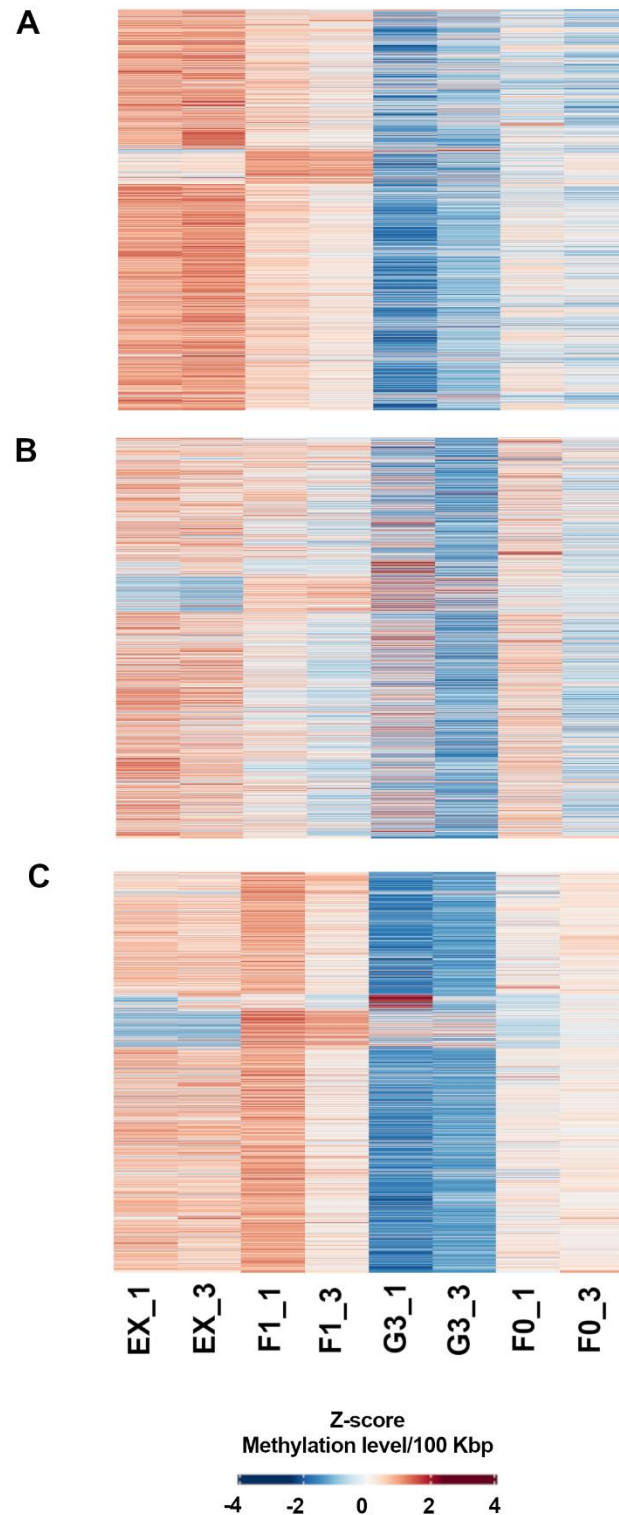

**Supplementary Figure 10** Genome-wide methylation levels per 100 kbp bins from WGBS libraries during the 30 days after pollination stage for the (a) CpG, (b) CHG and (c) CHH methylation contexts. Methylation levels were normalized and represented as Z-scores where higher methylation levels are in red and lower ones in blue. Each track represents a biological replicate from the Express617 (EX), G3D001 (G3), F1 (F1) and F0 (F0) genotypes.

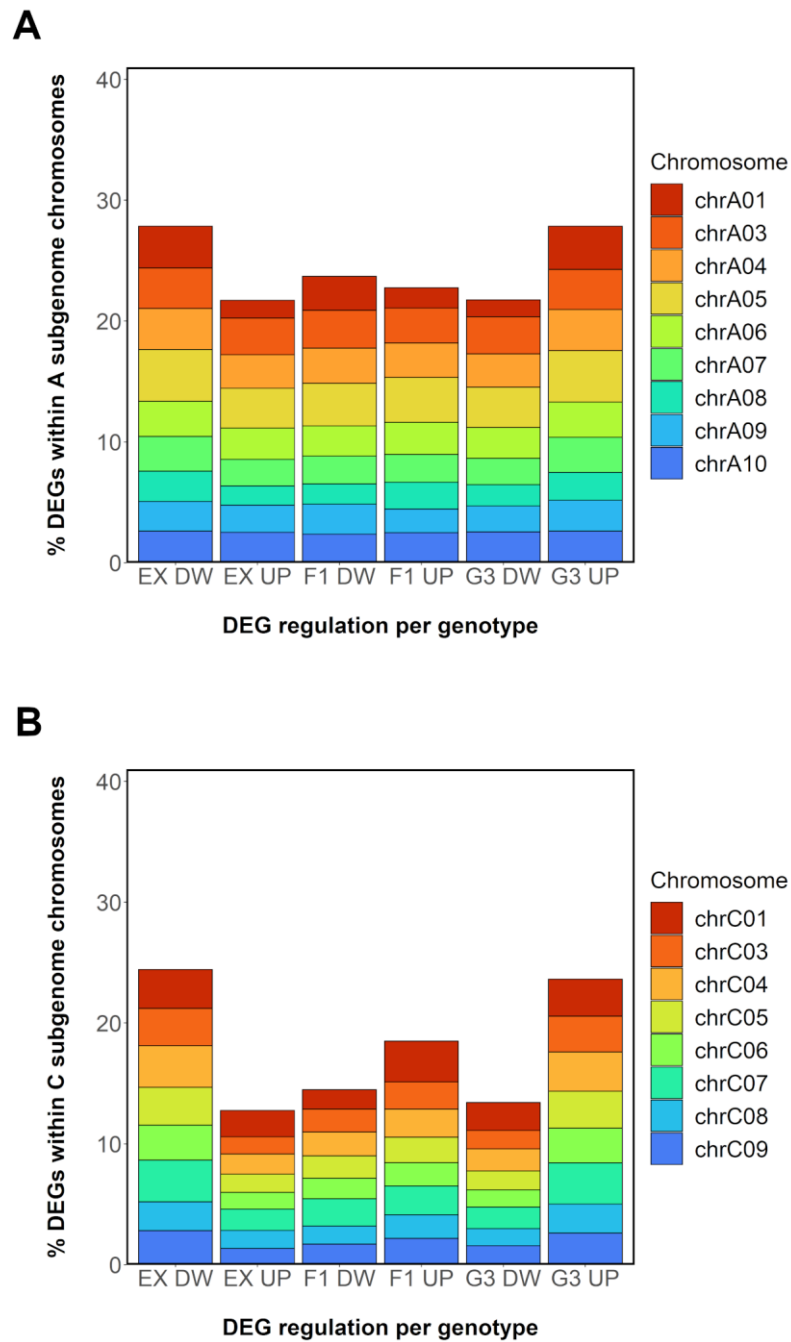

**Supplementary Figure 11** Percentage of expressed upregulated and downregulated differentially expressed genes (DEGs) per subgenome and genotype during seedling stage (BBCH16). **a** Percentages of DEGs in respect to all genes per chromosome in A subgenome. **b** Percentages of DEGs in respect to all genes per chromosome in C subgenome. DEGs in genotypes (EX: Express 617, G3: G3D001 and F1) are classified either as upregulated (UP) or downregulated (DW). Percentages are calculated based on the number of DEGs observed in each subgenome. Chromosomes A02 and C02 were excluded to discard analysis bias due to whole A02 chromosome duplication and whole chromosome C02 deletion observed in G3D001 (Orantes-Bonilla et al., 2022).

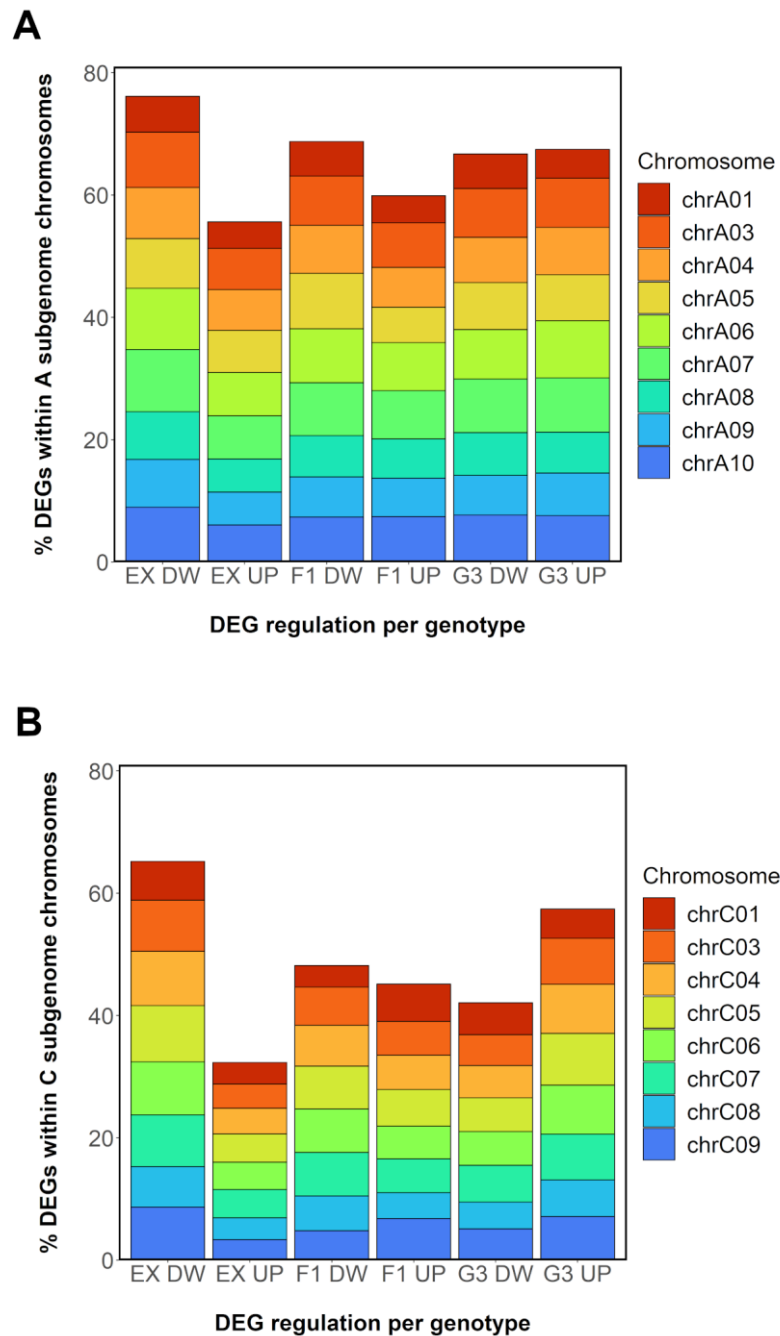

**Supplementary Figure 12** Percentage of expressed upregulated and downregulated differentially expressed genes (DEGs) per subgenome and genotype in 15 days after pollination ovules in F1 and parents. **a** Percentages of DEGs in respect to all genes per chromosome in A subgenome. **b** Percentages of DEGs in respect to all genes per chromosome in C subgenome. DEGs in genotypes (EX: Express 617, G3: G3D001 and F1) are classified either as upregulated (UP) or downregulated (DW). Percentages are calculated based on the number of DEGs observed in each subgenome. Chromosomes A02 and C02 were excluded to discard analysis bias due to whole A02 chromosome duplication and whole chromosome C02 deletion observed in G3D001 (Orantes-Bonilla et al., 2022).

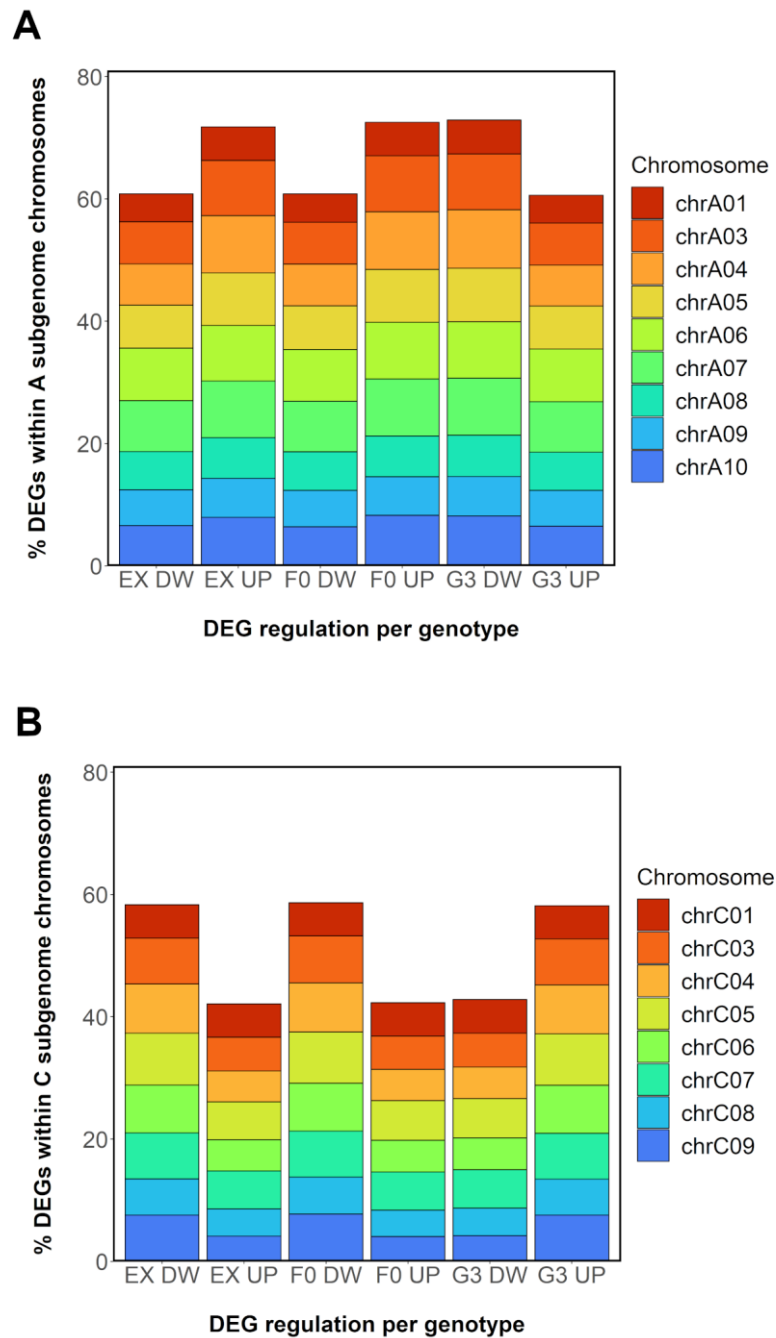

**Supplementary Figure 13** Percentage of expressed upregulated and downregulated differentially expressed genes (DEGs) per subgenome and genotype in 15 days after pollination ovules in F0 and parents. **a** Percentages of DEGs in respect to all genes per chromosome in A subgenome. **b** Percentages of DEGs in respect to all genes per chromosome in C subgenome. DEGs in genotypes (EX: Express 617, G3: G3D001 and F0) are classified either as upregulated (UP) or downregulated (DW). Percentages are calculated based on the number of DEGs observed in each subgenome. Chromosomes A02 and C02 were excluded to discard analysis bias due to whole A02 chromosome duplication and whole chromosome C02 deletion observed in G3D001 (Orantes-Bonilla et al., 2022).

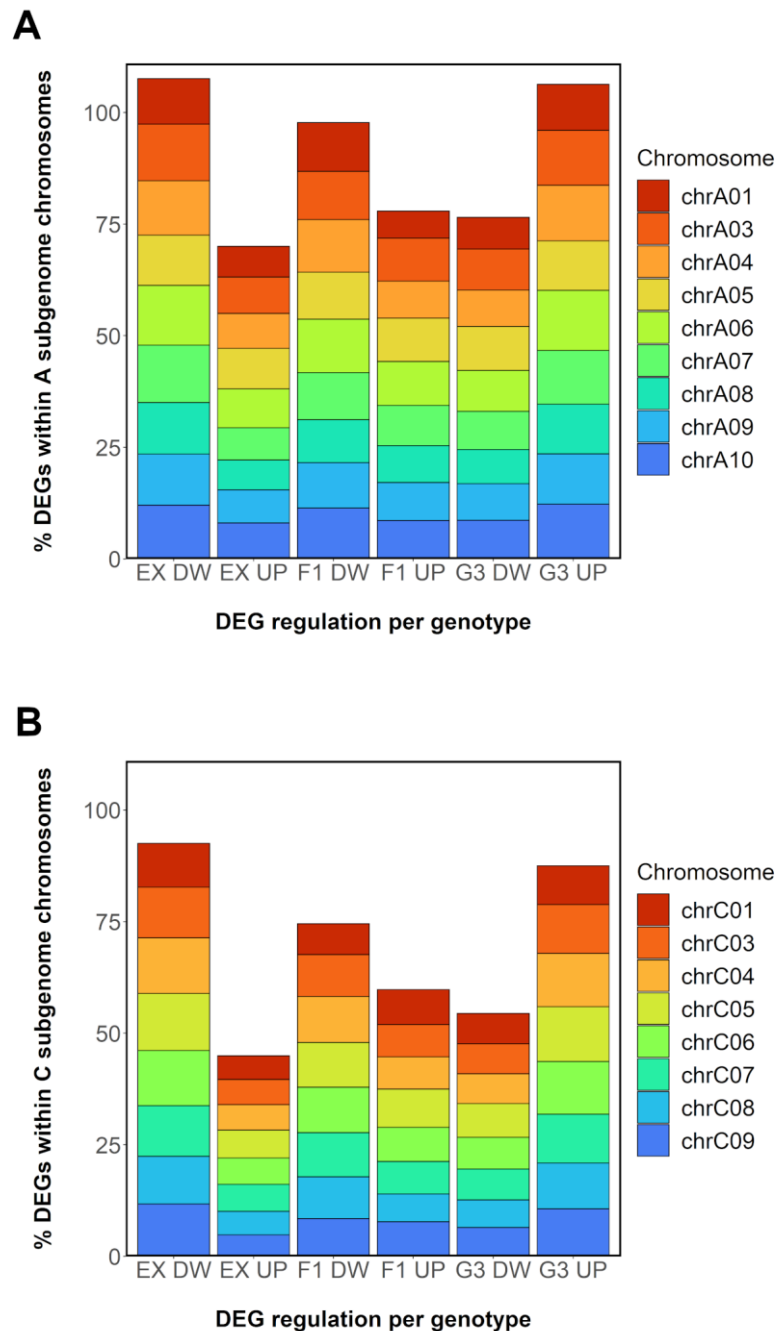

**Supplementary Figure 14** Percentage of expressed upregulated and downregulated differentially expressed genes (DEGs) per subgenome and genotype in 30 days after pollination ovules in F1 and parents. **a** Percentages of DEGs in respect to all genes per chromosome in A subgenome. **b** Percentages of DEGs in respect to all genes per chromosome in C subgenome. DEGs in genotypes (EX: Express 617, G3: G3D001 and F1) are classified either as upregulated (UP) or downregulated (DW). Percentages are calculated based on the number of DEGs observed in each subgenome. Chromosomes A02 and C02 were excluded to discard analysis bias due to whole A02 chromosome duplication and whole chromosome C02 deletion observed in G3D001 (Orantes-Bonilla et al., 2022).

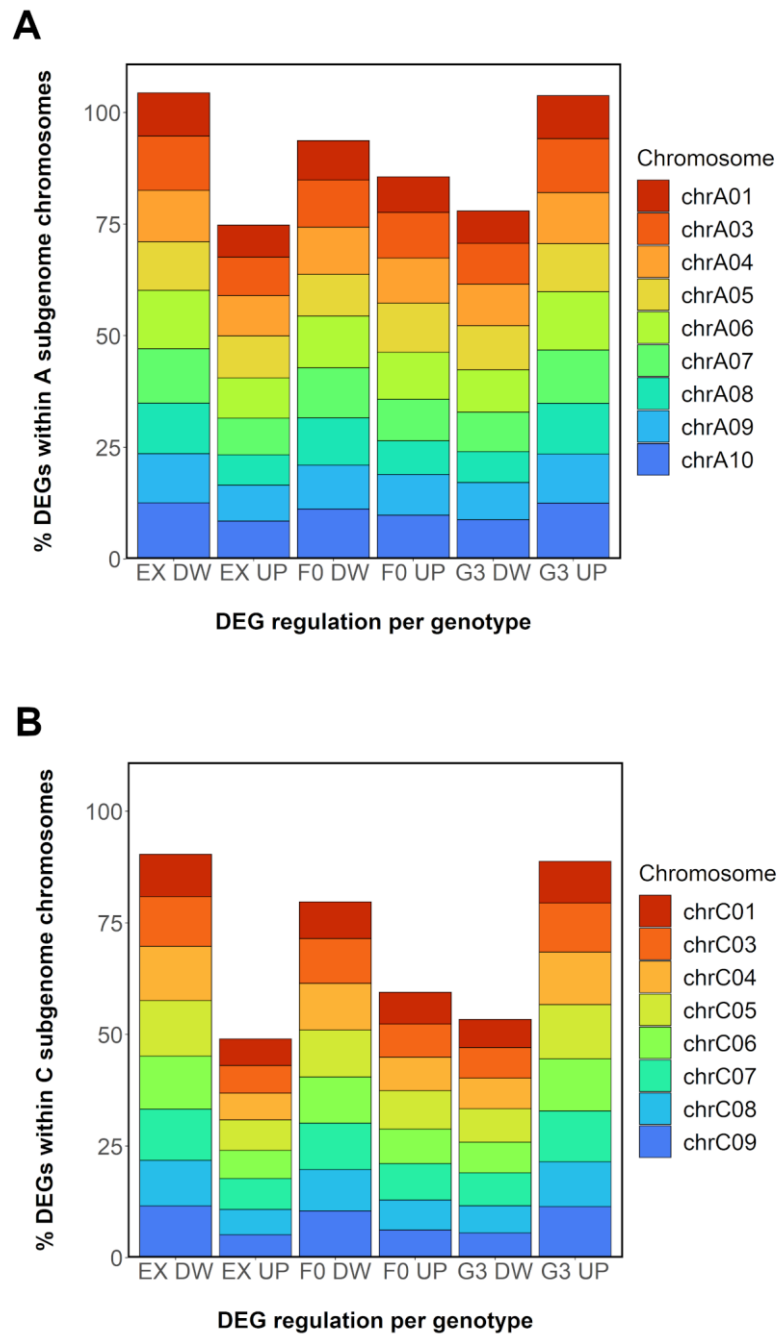

**Supplementary Figure 15** Percentage of expressed upregulated and downregulated differentially expressed genes (DEGs) per subgenome and genotype in 30 days after pollination ovules in F0 and parents. **a** Percentages of DEGs in respect to all genes per chromosome in A subgenome. **b** Percentages of DEGs in respect to all genes per chromosome in C subgenome. DEGs in genotypes (EX: Express 617, G3: G3D001 and F0) are classified either as upregulated (UP) or downregulated (DW). Percentages are calculated based on the number of DEGs observed in each subgenome. Chromosomes A02 and C02 were excluded to discard analysis bias due to whole A02 chromosome duplication and whole chromosome C02 deletion observed in G3D001 (Orantes-Bonilla et al., 2022).

**A**

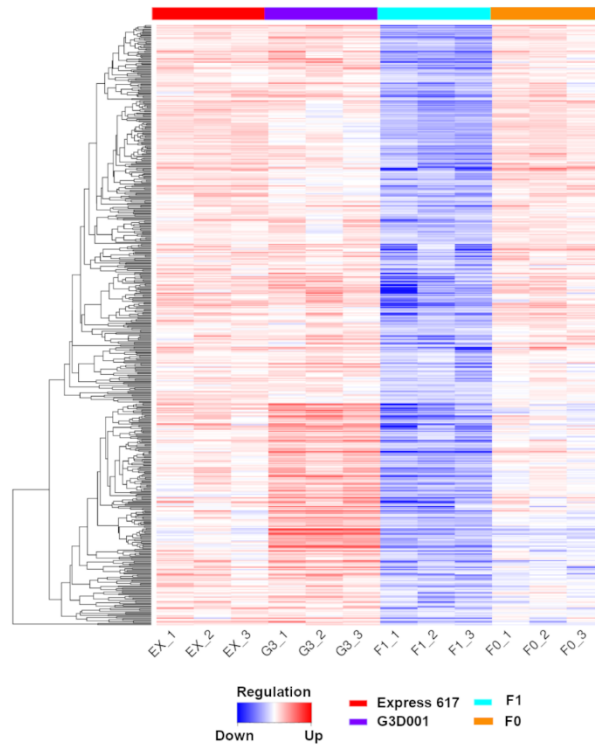

**B**

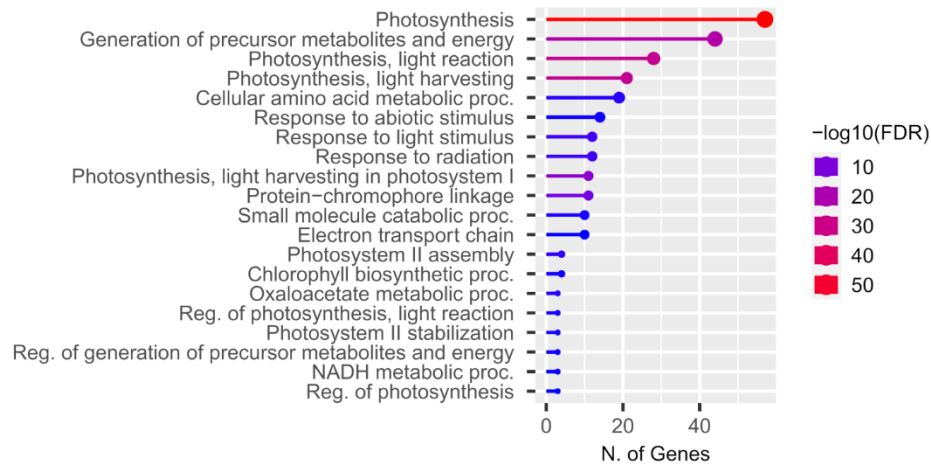

**Supplementary Figure 16** (a) Gene expression heatmap and (b) gene ontology (GO) enrichment of biological processes from 15 days after pollination ovules with transgressive downregulation patterns in the F1.

**A**

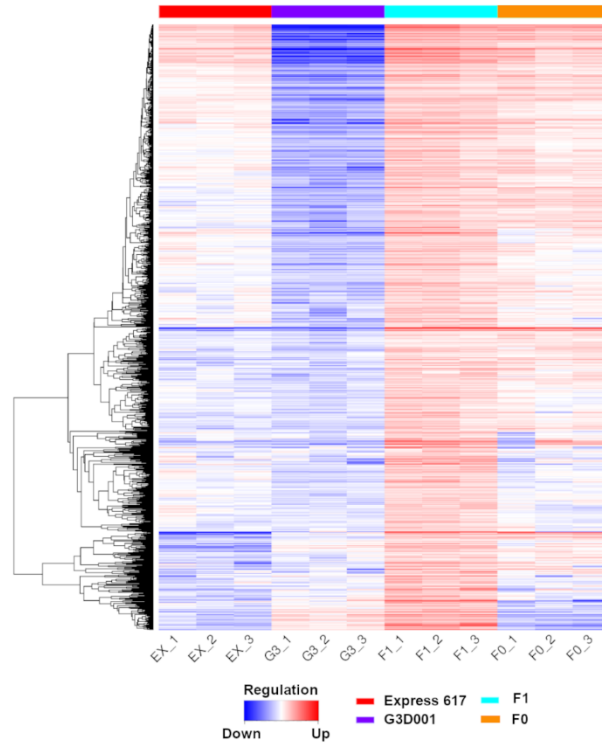

**B**

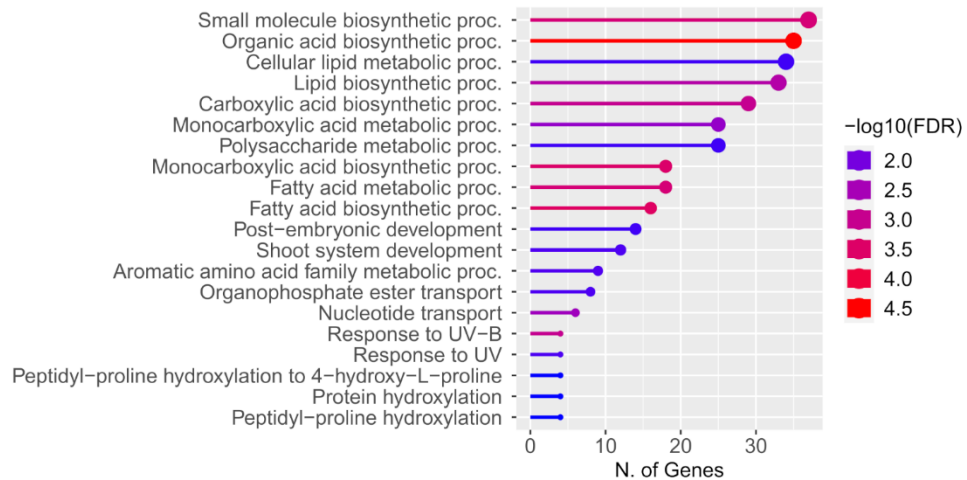

**Supplementary Figure 17** (a) Gene expression heatmap and (b) gene ontology (GO) enrichment of biological processes from 30 days after pollination ovules with transgressive upregulation patterns in the F1.

**A**

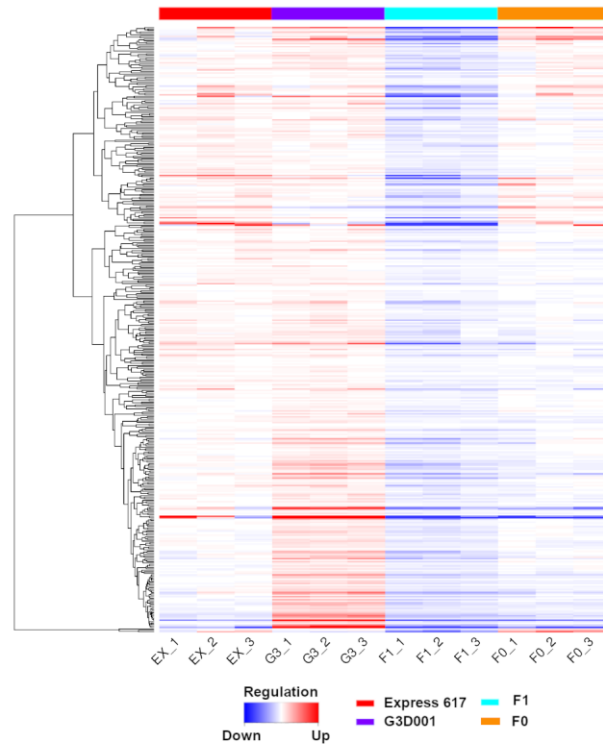

**B**

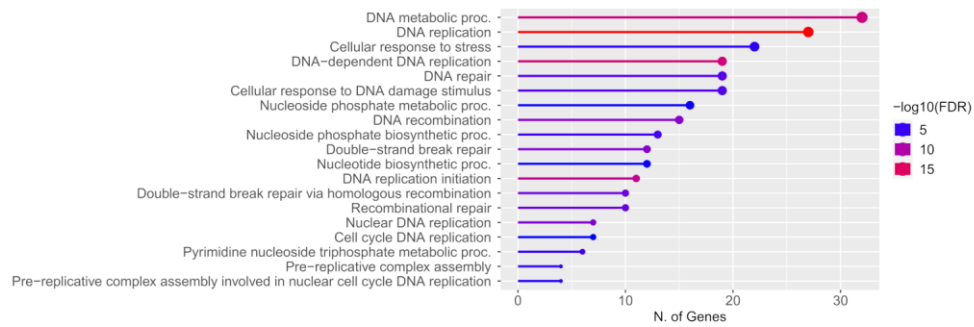

**Supplementary Figure 18** (a) Gene expression heatmap and (b) gene ontology (GO) enrichment of biological processes from 30 days after pollination ovules with transgressive downregulation patterns in the F1.

**A**

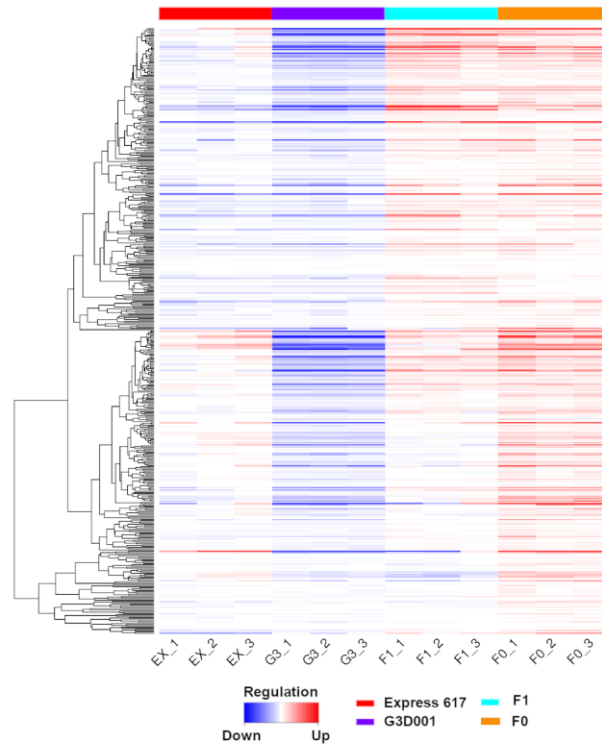

**B**

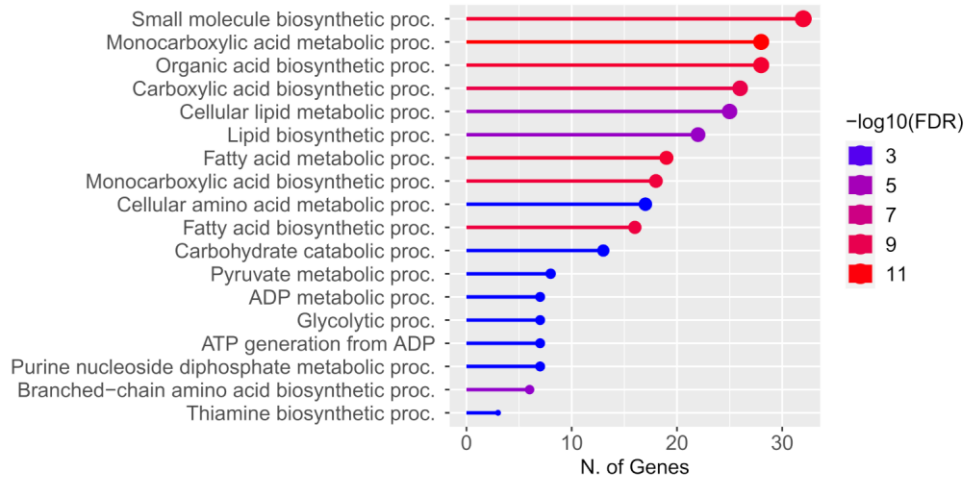

**Supplementary Figure 19** (a) Gene expression heatmap and (b) gene ontology (GO) enrichment of biological processes from 30 days after pollination ovules with transgressive upregulation patterns in the F0.

**A**

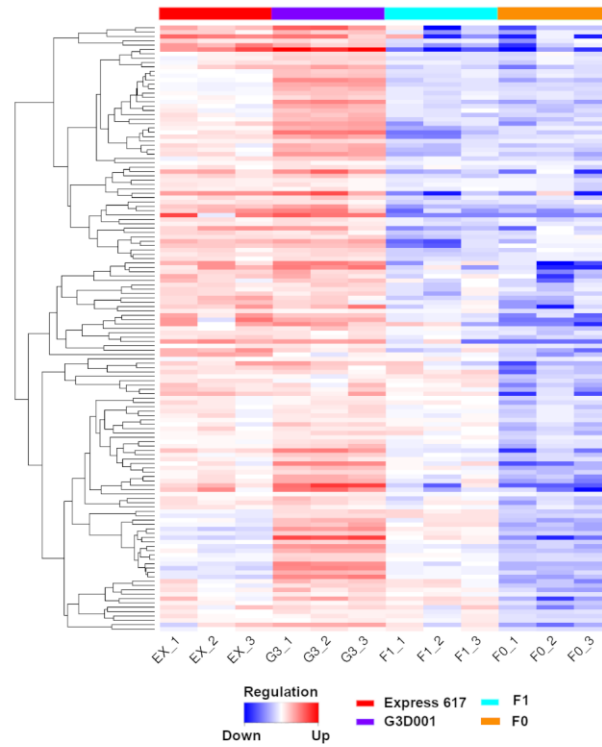

**B**

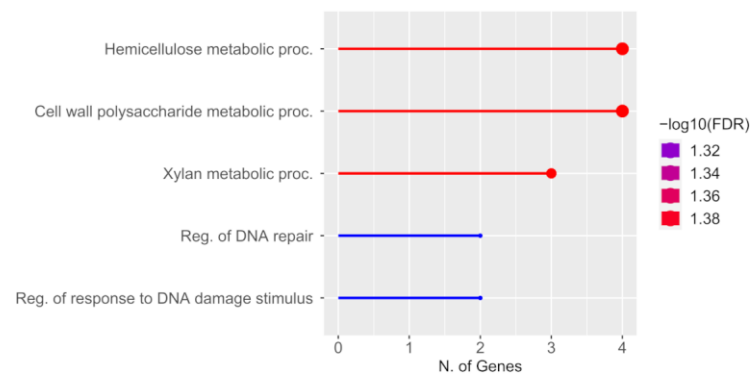

**Supplementary Figure 20** (a) Gene expression heatmap and (b) gene ontology (GO) enrichment of biological processes from 30 days after pollination ovules with transgressive upregulation patterns in the F0.

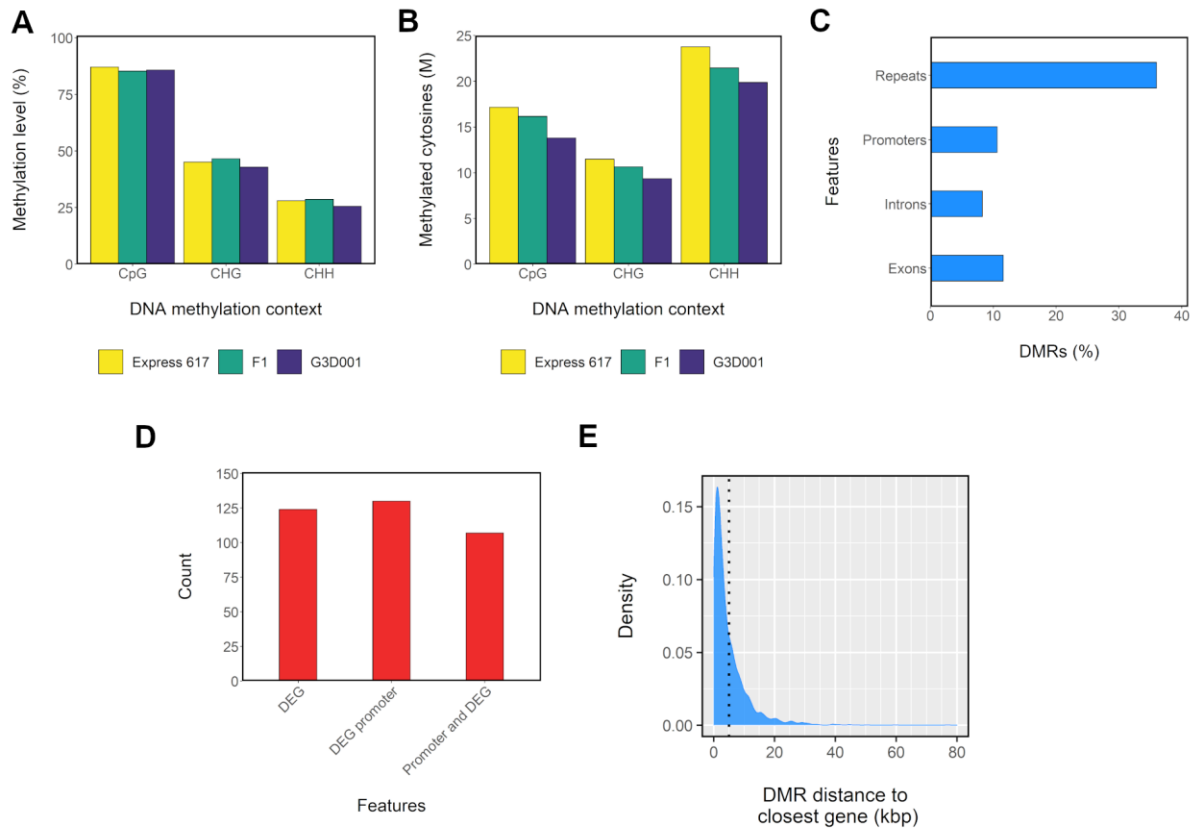

**Supplementary Figure 21** Methylation patterns in seedling stage (BBCH16) from F1 and parents. **a** Methylation level per genotype and DNA methylation context. **b** Count of methylated cytosines in million (M) scale per genotype and DNA methylation context. **c** Distribution of differentially methylated regions (DMRs) across introns, exons, repeats and promoters (1 kbp upstream from gene start). **d** Distribution of methylated differential expressed genes (DEGs) and their promoters. **e** Kernel density estimation (KED)-based distribution of DMRs distance to closest gene. A dotted line is used to delimit DMRs located 5 kbp from a gene.

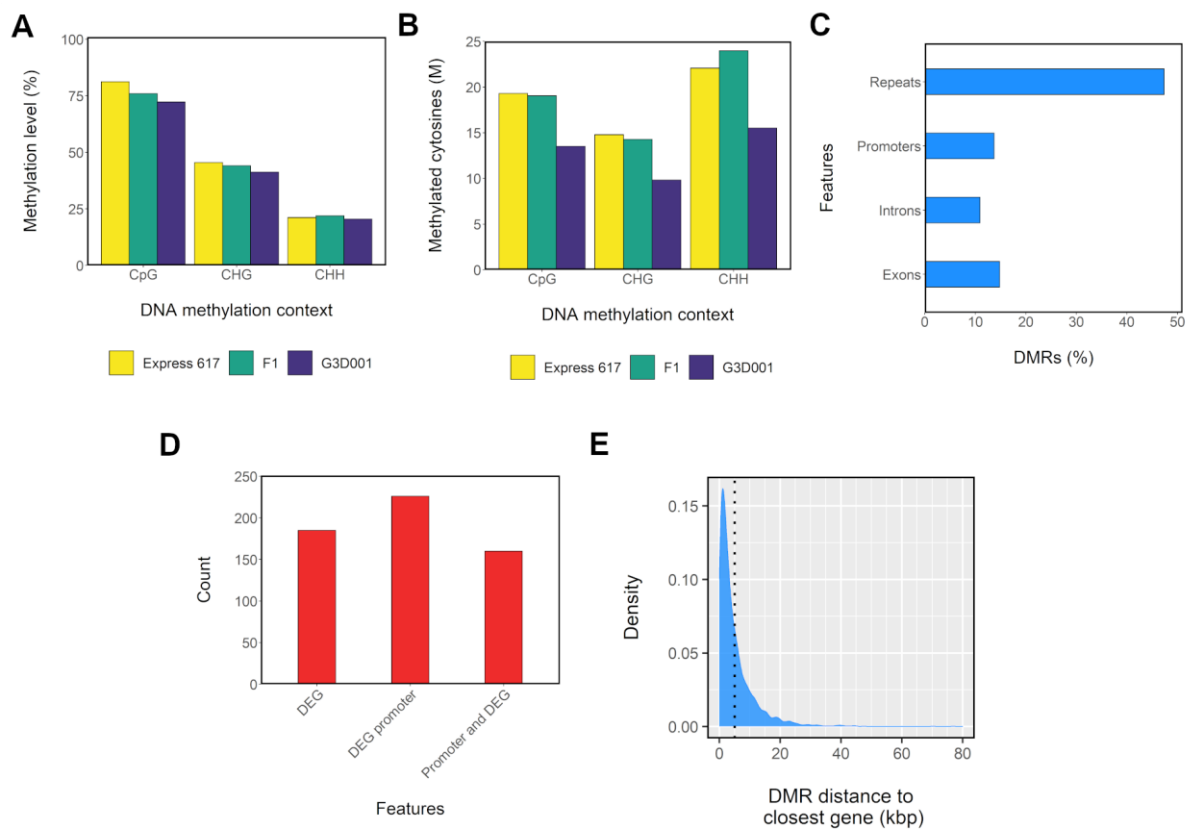

**Supplementary Figure 22** Methylation patterns in 15 days after pollination ovules from F1 and parents. **a** Methylation level per genotype and DNA methylation context. **b** Count of methylated cytosines in million (M) scale per genotype and DNA methylation context. **c** Distribution of differentially methylated regions (DMRs) across introns, exons, repeats and promoters (1 kbp upstream from gene start). **d** Distribution of methylated differential expressed genes (DEGs) and their promoters. **e** Kernel density estimation (KED)-based distribution of DMRs distance to closest gene. A dotted line is used to delimit DMRs located 5 kbp from a gene.

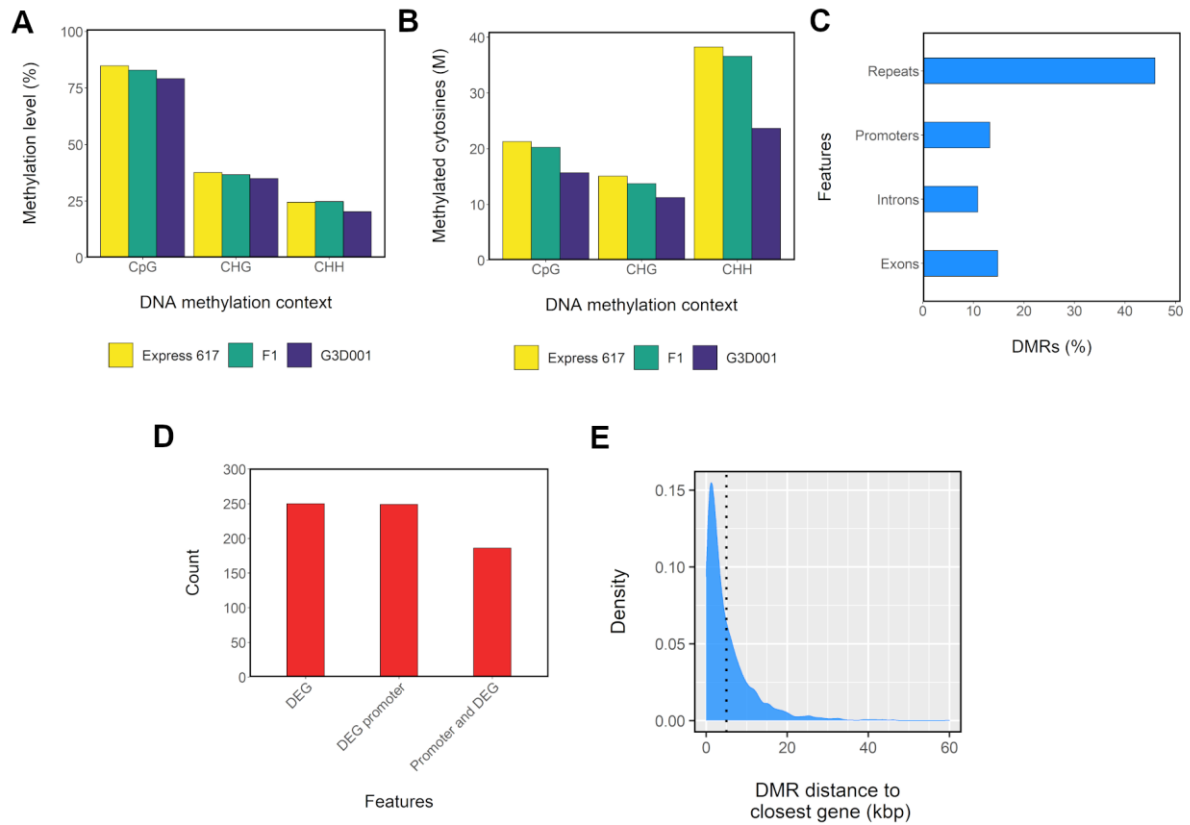

**Supplementary Figure 23** Methylation patterns in 30 days after pollination ovules from F1 and parents. **a** Methylation level per genotype and DNA methylation context. **b** Count of methylated cytosines in million (M) scale per genotype and DNA methylation context. **c** Distribution of differentially methylated regions (DMRs) across introns, exons, repeats and promoters (1 kbp upstream from gene start). **d** Distribution of methylated differential expressed genes (DEGs) and their promoters. **e** Kernel density estimation (KED)-based distribution of DMRs distance to closest gene. A dotted line is used to delimit DMRs located 5 kbp from a gene.

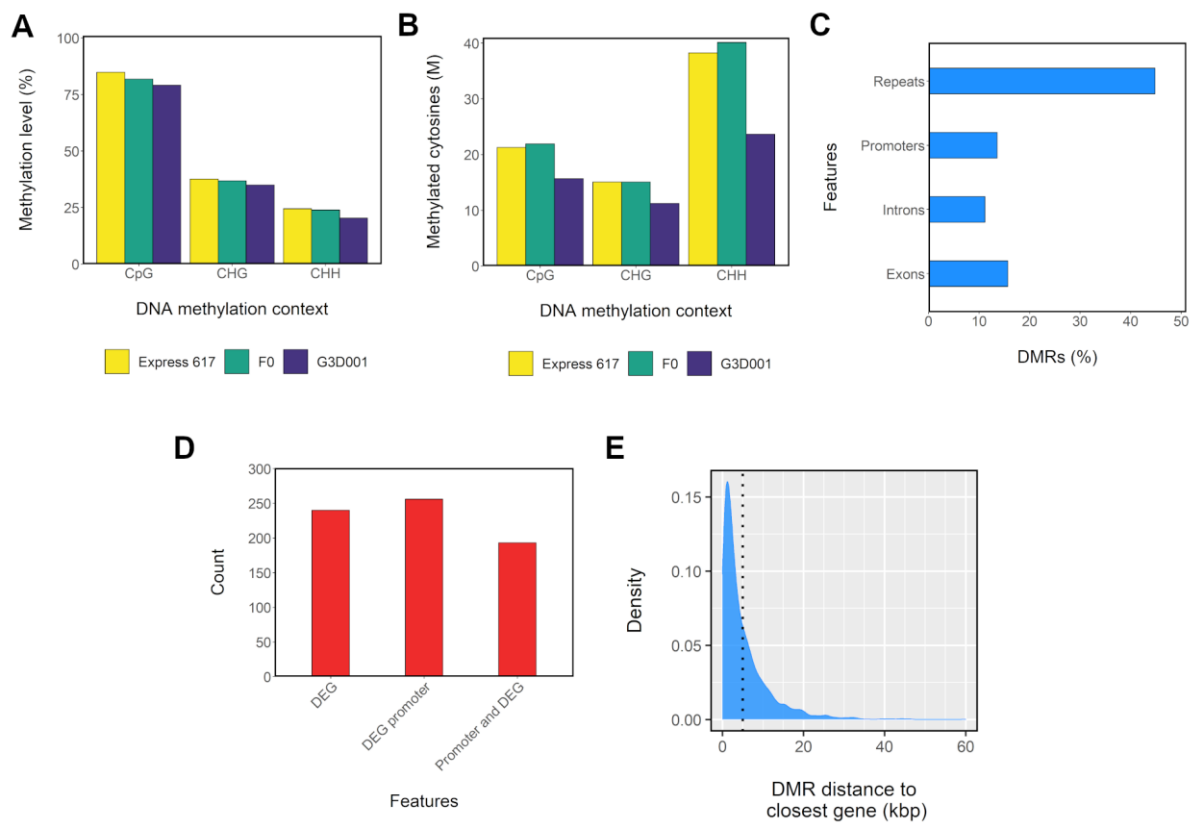

**Supplementary Figure 24** Methylation patterns in 30 days after pollination ovules from F0 and parents. **a** Methylation level per genotype and DNA methylation context. **b** Count of methylated cytosines in million (M) scale per genotype and DNA methylation context. **c** Distribution of differentially methylated regions (DMRs) across introns, exons, repeats and promoters (1 kbp upstream from gene start). **d** Distribution of methylated differential expressed genes (DEGs) and their promoters. **e** Kernel density estimation (KED)-based distribution of DMRs distance to closest gene. A dotted line is used to delimit DMRs located 5 kbp from a gene.

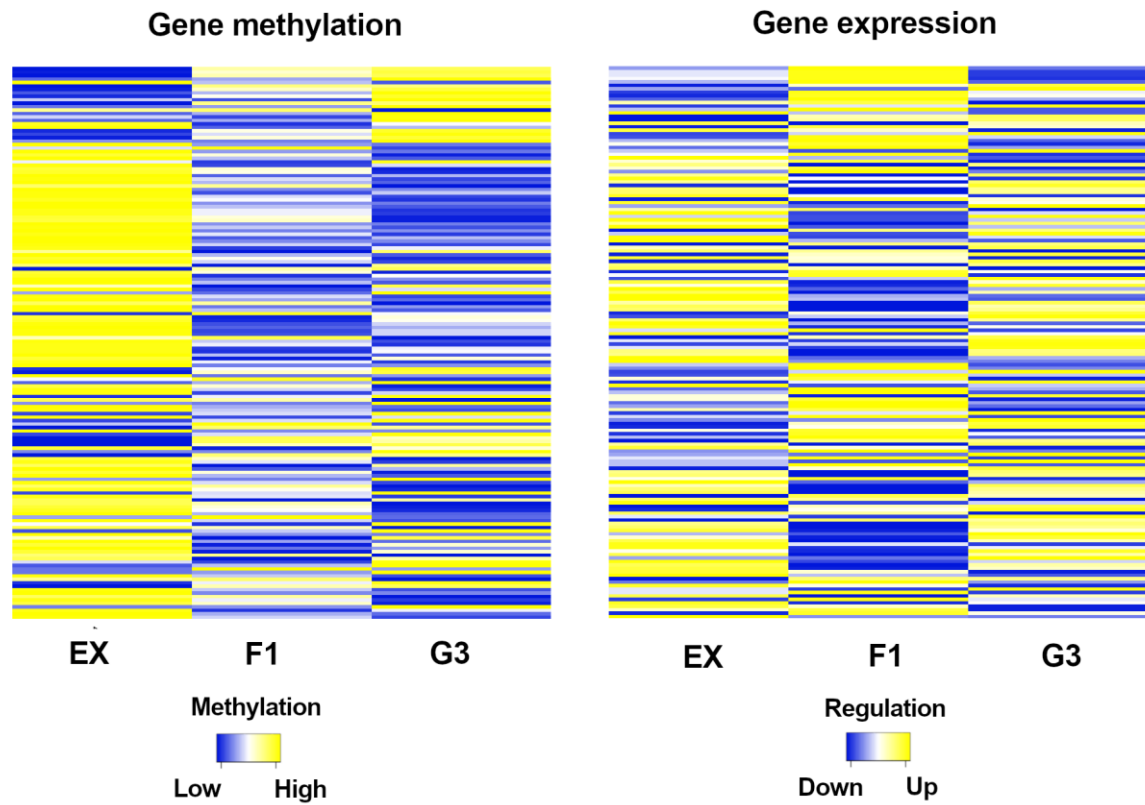

**Supplementary Figure 25** Gene expression and gene body and promoter methylation in CpG and CHG contexts from 15 days after pollination ovules displaying transgressive patterns in the F1 and its parents. Genes are sorted in the same order in both heatmaps.

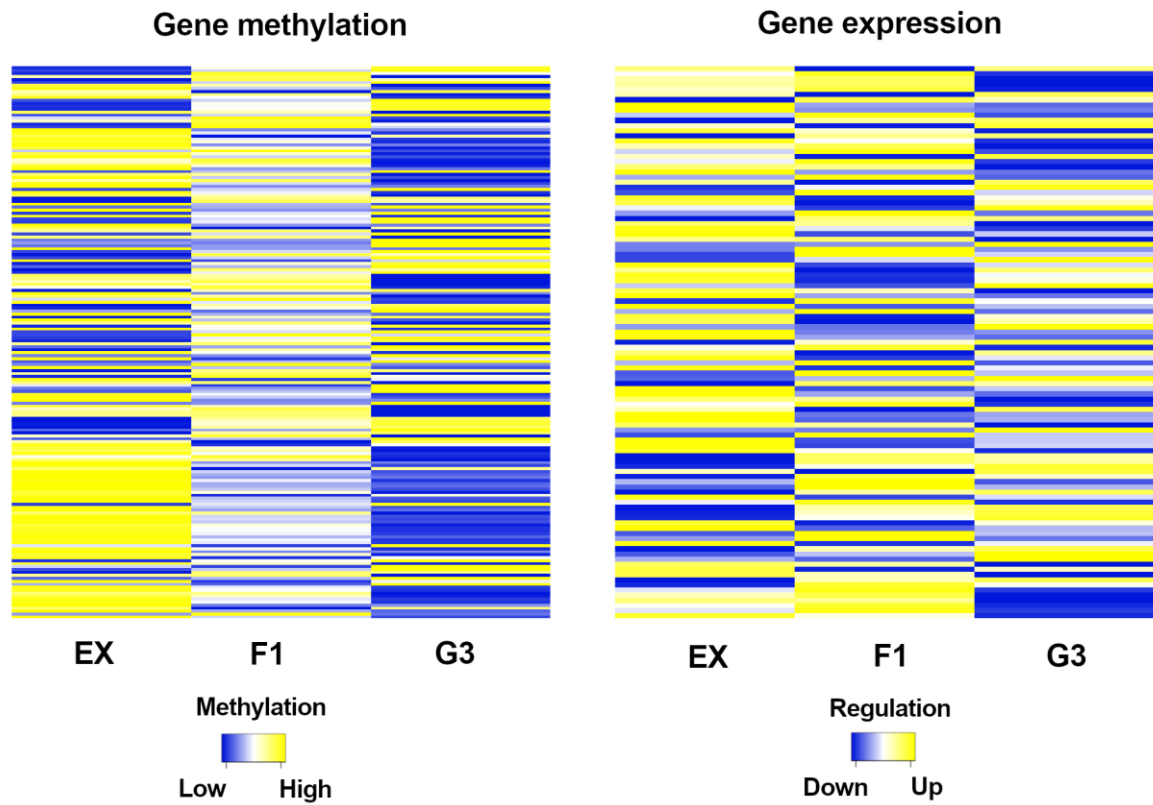

**Supplementary Figure 26** Gene expression and gene body and promoter methylation in CpG and CHG contexts from 30 days after pollination ovules displaying transgressive patterns in the F1 and its parents. Genes are sorted in the same order in both heatmaps.

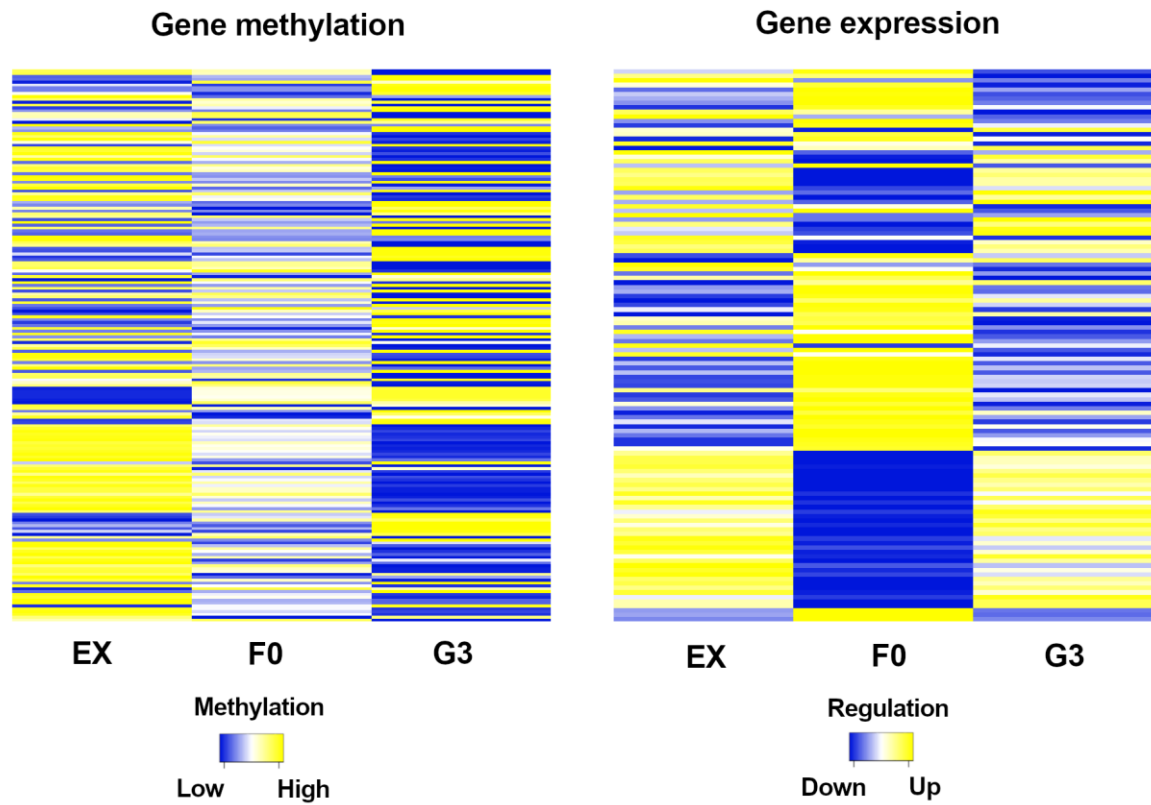

**Supplementary Figure 27** Gene expression and gene body and promoter methylation in CpG and CHG contexts from 30 days after pollination ovules displaying transgressive patterns in the F0 and its parents. Genes are sorted in the same order in both heatmaps.

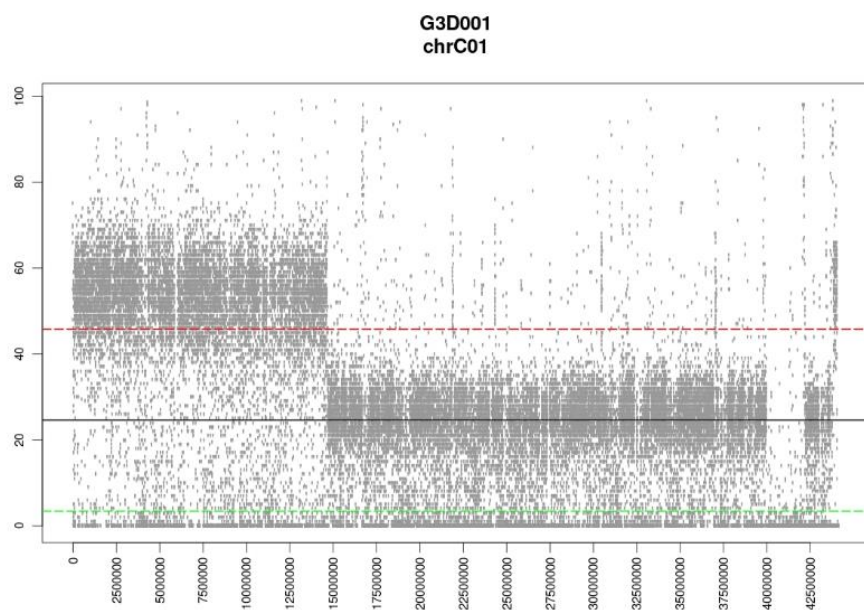

**Supplementary Figure 28** Coverage of chromosome C01 from G3D001 self-pollinated ovule based on the Express 617 reference. Duplications are shown above the red line and deletions below the green line

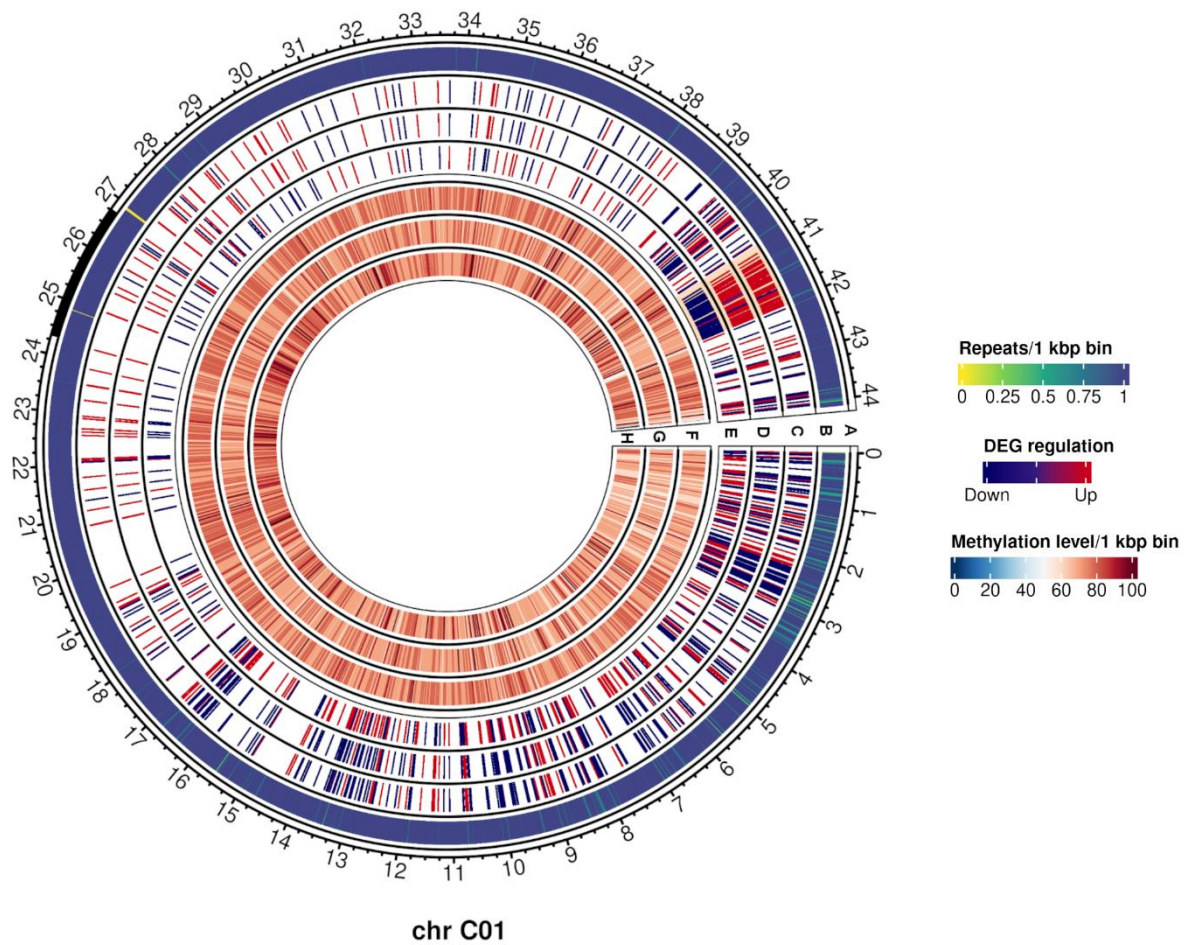

**Supplementary Figure 29** Differentially expressed genes (DEGs) and methylation levels from 15 days after pollination ovules from F0 and parents in chromosome C01. Outer to inner tracks correspond to: **a** Predicted centromere positions in black; **b** Repeat density per 1 kbp bin; **c-e** DEG regulation in **(c)** Express 617, **(d)** F0 and **(e)** G3D001; **f-h**: Methylation levels per 1 kbp bin in **(f)** Express 617, **(g)** F0 and **(h)** G3D001. A differentially expressed chromosome segment between around 40.75 Mbp and 42 Mbp is highlighted in orange in tracks c-e.

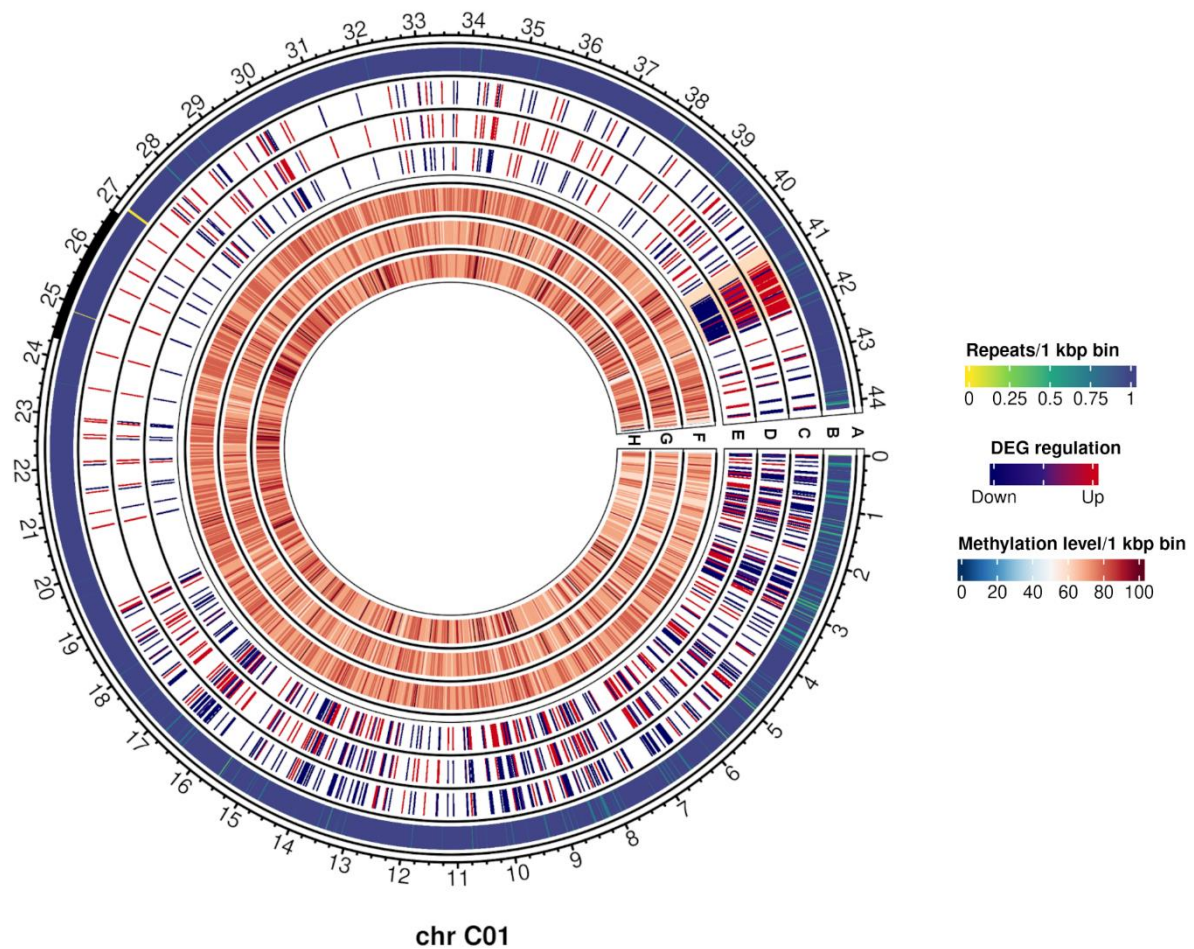

**Supplementary Figure 30** Differentially expressed genes (DEGs) and methylation levels from 15 days after pollination ovules from F1 and parents in chromosome C01. Outer to inner tracks correspond to: **a** Predicted centromere positions in black; **b** Repeat density per 1 kbp bin; **c-e** DEG regulation in **(c)** Express 617, **(d)** F1 and **(e)** G3D001; **f-h**: Methylation levels per 1 kbp bin in **(f)** Express 617, **(g)** F1 and **(h)** G3D001. A differentially expressed chromosome segment between around 40.75 Mbp and 42 Mbp is highlighted in orange in tracks c-e.

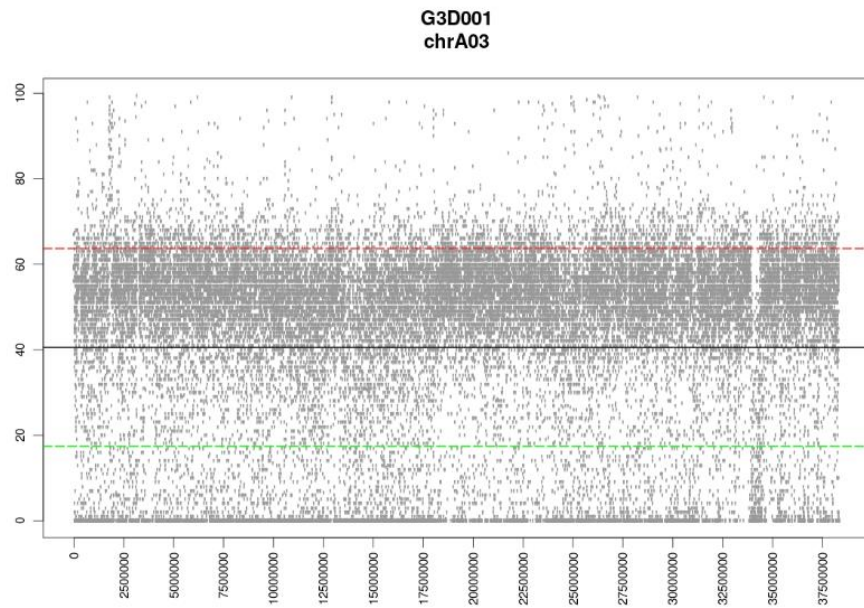

**Supplementary Figure 31** Coverage of chromosome A03 from G3D001 self-pollinated ovule based on the Express 617 reference. Duplications are shown above the red line and deletions below the green line

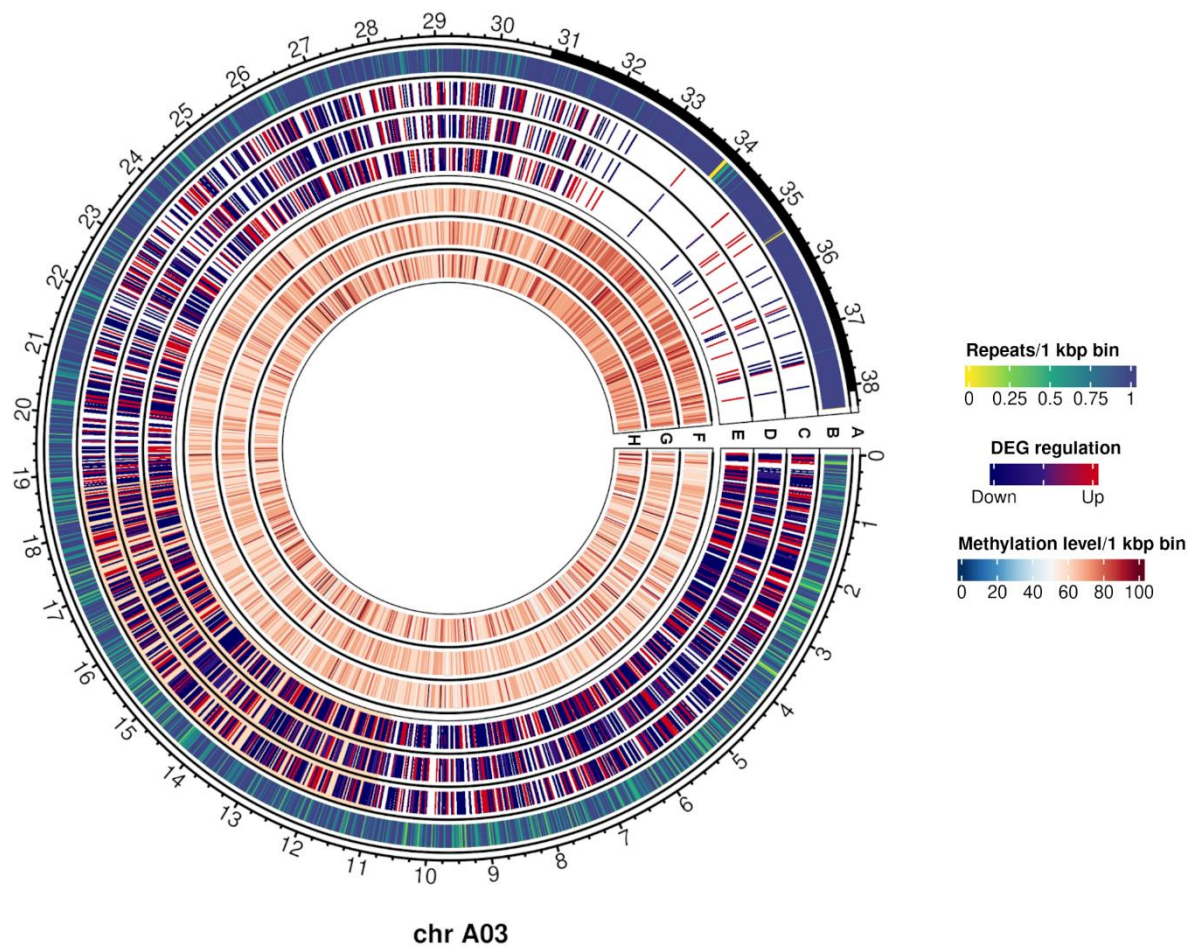

**Supplementary Figure 32** Differentially expressed genes (DEGs) and methylation levels from 30 days after pollination ovules from F0 and parents in chromosome A03. Outer to inner tracks correspond to: **a** Predicted centromere positions in black; **b** Repeat density per 1 kbp bin; **c-e**, DEG regulation in (c) Express 617, (d) F0 and (e) G3D001; **f-h**: Methylation levels per 1 kbp bin in (f) Express 617, (g) F0 and (h) G3D001. A differentially expressed chromosome segment between around 11 Mbp and 18.8 Mbp is highlighted in orange in tracks c-e.

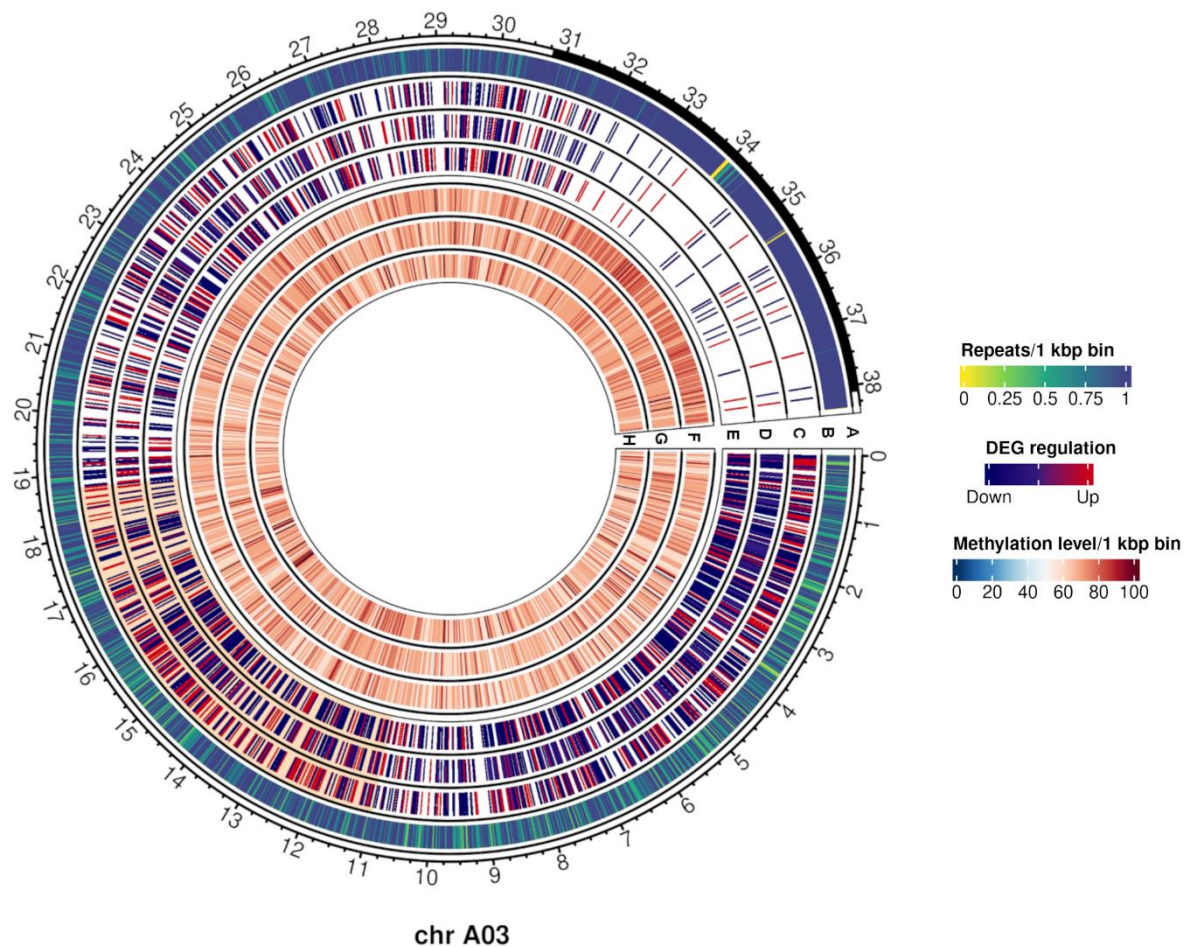

**Supplementary Figure 33** Differentially expressed genes (DEGs) and methylation levels from 15 days after pollination ovules from F1 and parents in chromosome A03. Outer to inner tracks correspond to: **a** Predicted centromere positions in black; **b** Repeat density per 1 kbp bin; **c-e**, DEG regulation in **(c)** Express 617, **(d)** F1 and **(e)** G3D001; **f-h**: Methylation levels per 1 kbp bin in **(f)** Express 617, **(g)** F1 and **(h)** G3D001. A differentially expressed chromosome segment between around 11 Mbp and 18.8 Mbp is highlighted in orange in tracks c-e.

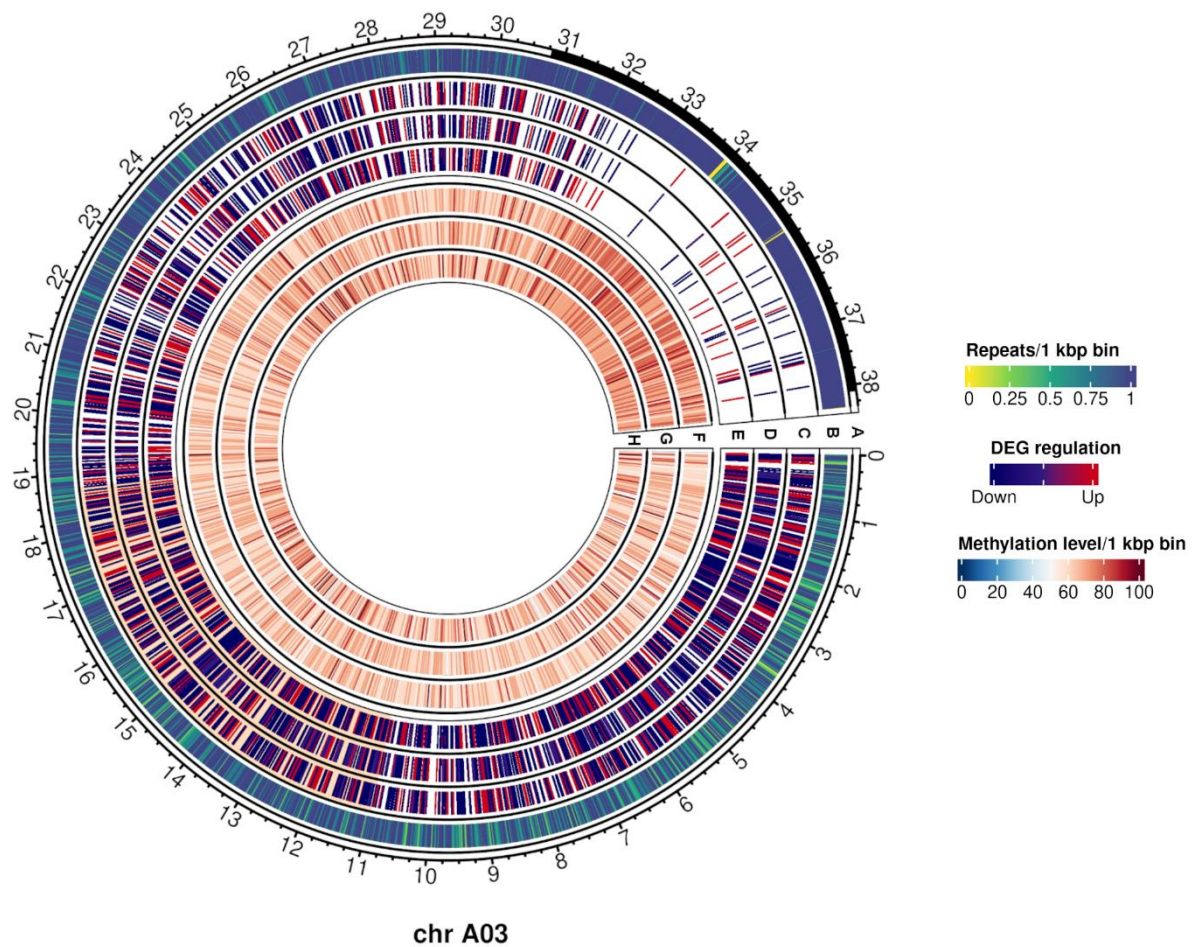

**Supplementary Figure 34** Differentially expressed genes (DEGs) and methylation levels from 30 days after pollination ovules from F1 and parents in chromosome A03. Outer to inner tracks correspond to: **a** Predicted centromere positions in black; **b** Repeat density per 1 kbp bin; **c-e**, DEG regulation in **(c)** Express 617, **(d)** F1 and **(e)** G3D001; **f-h**: Methylation levels per 1 kbp bin in **(f)** Express 617, **(g)** F1 and **(h)** G3D001. A differentially expressed chromosome segment between around 11 Mbp and 18.8 Mbp is highlighted in orange in tracks c-e.

How the deposited data were processed for this re-analysis (not part of the article)

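Small RNA libraries were analysed from leaves with 6 unfolded leaves on the plant (BBCH16) of Express617, G3D001 and the F1, and from ovules of Express617, G3D001, the selfed F1 and the F0 at 15 and 30 days after pollination. There were 3 libraries per stage and genotype and 33 libraries in total. The mRNA sequencing and the bisulfite sequencing were not analysed here.

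The authors removed reads shorter than 18 bp with seqtk, aligned the reads to the Express617 assembly and counted them on sRNA clusters with ShortStack. The values are raw counts per cluster and library. Most entries are clusters with a position, with a median length of 689 bp, and 91.9% of these lie on the chromosomes A01 to A10 and C01 to C09. The other entries carry an RNA sequence of 18 to 36 bases in place of a position, of which 2784 have 24 bases and 1713 have 21 bases. They held 2.33% to 10.1% of the counts of a library and were left out of library sizes and tests. Each entry has at least 347 counts over all libraries. Clusters of miRNA and siRNA are not marked, and the results cover all clusters together, including any that belong to neither class.

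Counts on clusters ranged from 12635700 to 27070031 per library, with a median of 17543495. The variance between replicates exceeded counting error, with a chi-squared statistic per degree of freedom of 2.72 to 43.6 over 33 pairs of replicates. Precision is therefore given by replicates and not by counting error.

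The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 with TMM factors and genotype as the only term, on the 9 libraries of each trio. Clusters without any count in the trio were removed. P-values were adjusted with the Benjamini-Hochberg method, and clusters with an adjusted p-value under 0.05 were DE. Each cluster was assigned to 12 patterns from the signs of the 3 comparisons: additive (I, XII), paternal dominant (II, XI), maternal dominant (IV, IX), transgressive down (III, VII, X) and transgressive up (V, VI, VIII). The error of a share is the jackknife standard error over the fits that each leave out 1 library. The position of a hybrid library is the median over clusters of its distance from the mean of Express617, divided by the distance between the means of the parents. Replicate clustering and principal components used log2(CPM + 1) of the 500 clusters with the highest variance in the stage. The F1 and the F0 were compared in one fit of the 12 libraries of the stage. The numbers of clusters shared between trios were compared with 5 draws of hybrids simulated around the mean of the parents with the dispersion of the trio.

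The test was tested on simulated data in which 200 of 90694 clusters, drawn among those with a mean of at least 20 counts, were changed 4-fold. edgeR called 95% of them, gave 79.5% the right class and called 86 unchanged clusters. These are 86 of 276 called clusters, a larger share than the adjusted p-value of 0.05 per comparison aims at. DESeq2 called 87% and 43 unchanged clusters. Few clusters were changed, so the simulation does not test the calls or the scaling at OS30, where most clusters were DE. Simulated positions of 0.25 and 0.5 were returned as 0.254 and 0.497.

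The alternatives were DESeq2 1.42.0, RLE size factors, a minimum of 10 counts in 3 libraries, a replicate block, one fit per stage, a minimum absolute log2 fold change of 1, Tukey tests on normalized counts, another handling of clusters without a pattern, leaving out A02 and C02, other scales and summaries for the position, a pseudocount of 0.1 and leaving out each library in turn. Total-count scaling was added after the values were seen. The clusters named in the text were chosen by a rule set before the data were examined. Per trio, it takes the cluster with the smallest adjusted p-value in each direction between the parents, among clusters without overlap of the parents' libraries, and the transgressive cluster with the smallest larger p-value of its comparisons with the parents. Those of OS15-F1 are given. Figures were drawn with matplotlib 3.10.9.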

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

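Every test of an explanation for the results in this part was chosen after the result was seen. Differences between 15 and 30 DAP were tested as the interaction of stage and genotype in one edgeR fit of the 24 ovule libraries, with an adjusted p-value under 0.05. The splits given for it shuffled both genotypes within each stage separately, so a split can keep the real genotypes at a single stage. Such a split still holds a genotype difference, and the splits are therefore no null for the interaction.

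The difference between Express617 and G3D001 changed between 15 and 30 DAP in 21098 of 91059 tested sRNA clusters. Relative to G3D001, Express617 rose in 7073 of them and fell in 14025, but with total-count scaling 48291 rose and 2994 fell of 51285. Among 36 splits of the libraries, of which all but the real one were drawn at random, 1 gave as many clusters, the real one included, and the next largest gave 18019. Higher counts per cluster at 30 DAP do not account for the whole difference. After thinning the counts at 30 DAP to the mean of each cluster at 15 DAP, 25590 clusters differed between the parents in OS30-F1, against 16275 in OS15-F1. Shifting the scaling factor of G3D001 in either direction left at least 53870 clusters at 30 DAP. Without G3D001 replicate 2, the library farthest from its genotype at 15 DAP, 18321 clusters differed at 15 DAP. A slower development of G3D001 remains open for part of the clusters. Of the clusters that differed at 30 DAP, did not differ at 15 DAP and changed at least 2-fold in F1 ovules, 89.2% had G3D001 on the side of 15 DAP. This percentage was 88.8% with RLE size factors and 98.8% with total-count scaling. With TMM it was 79.1% among clusters that rose in the F1 and 99.3% among those that fell. Whether a delay is the whole cause stays undecided. Among clusters that changed by less than 0.5 on the log2 scale in F1 ovules, 47.8% differed between the parents at 30 DAP. At 15 DAP it was 17.1%, but counts were not thinned here, so depth can also raise the percentage at 30 DAP. That percentage rose with the change in the F1, to 53.5% (0.5 to 1), 68.2% (1 to 2) and 85.4% (2 or more). Of the F1's change from 15 to 30 DAP, G3D001 at 30 DAP had covered a fraction of 0.491 ± 0.0340 (SD, n = 3). Express617 had covered 0.972 ± 0.0373. Both results go with a delay. A genotype difference in expression that appears late in seed formation was not tested apart from a delay.

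For the F0 and Express617, the difference changed between 15 and 30 DAP in 180 clusters, of which the F0 rose relative to Express617 in 127 and fell in 53. The number was 69 without Express617 replicate 3 at OS15 and 410 without F0 replicate 1 at OS30. As many clusters were found in 1 of 36 splits, the real one included, and the next largest number was 170. Depth alone does not explain it, since 711 clusters differed between the F0 and Express617 at 30 DAP after the same thinning, against 12 at 15 DAP. The paternal genome may be expressed more at 30 DAP, which the design does not separate from other changes with stage.

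For the F1 and Express617, the difference changed in 2007 clusters, of which the F1 rose relative to Express617 in 395 and fell in 1612. As many clusters were found in 2 of 36 splits, the real one included, and the largest other split gave 3525. Since splits can hold a genotype difference, they do not decide whether the number exceeds chance. The larger number of clusters that differ between the F1 and Express617 at 30 DAP may follow from depth, since 4476 were left after thinning, against 5681 at 15 DAP.

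The paper's text does not describe the entries without a position on the assembly. Among them, 346 sequences were found in each G3D001 leaf library with at least 5 counts and in no Express617 leaf library. In ovules these sequences summed to 27.0 ± 5.07 CPM (SD, n = 3) in the F0 at OS15 and to 1212 ± 45.1 CPM in the F0 at OS30. Express617 ovules, the control, had 0.173 ± 0.0876 CPM at OS15 and 0.325 ± 0.117 CPM at OS30. The F1 had 313 ± 12.3 CPM at OS15 and 1558 ± 95.4 CPM at OS30, and G3D001 had 712 ± 30.8 CPM and 804 ± 164 CPM. These CPM are relative to the cluster total of the library, without TMM factors. At OS30 these factors were 0.336 to 0.383 in G3D001, 1.21 to 1.43 in the F1 and 1.40 to 1.46 in the F0. With them, the level of G3D001 would rise and those of the hybrids fall, so their order at OS30 depends on the scaling. Self-pollination of Express617 is argued against as the source of all ovules of an F0 pool. The lowest F0 library had 79.5 times the level of the highest Express617 library at OS15 and 2559 times at OS30. A pool with a share of selfed ovules would also exceed this control, so the margin cannot exclude one. The margin depends on the sequences. For the 2580 sequences selected in the same way at OS15 it was 803 times at OS30, but for the 2720 selected at OS30 it was 2.50 times at OS15, where the F0 had 32.2 ± 6.61 CPM, Express617 6.76 ± 5.06 CPM and the F1 15515 ± 714 CPM. A fixed share of F1-type RNA in the F0 libraries is argued against as well. At OS30 the F0 had 77.8% of the level of the F1 for the sequences selected in leaves, but 14.3% for the sequences selected at OS15. Expression from the paternal genome in F0 ovules that differs between sequences and stages stays open as a candidate explanation, and it was not tested further.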

How the results depend on the processing

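The thinning of counts is the only test of an explanation used in this part, and it was chosen after the result was seen. The alternatives were set before the data were examined, except total-count scaling and all alternatives for the interaction of stage and genotype, which were chosen after the values were seen. Separate normalization and testing of miRNA and siRNA clusters was not run, because the counts do not mark these classes. For the changes listed here, the cause was not tested unless it is named.

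RLE size factors were run for the numbers of DE and differing clusters, the dominance shares, the F1 against the F0, the interaction of stage and genotype and the named clusters, and moved none of these by more than its spread or by more than 1.5 times. The direction was not among these results, and with RLE the percentage of differing clusters that were higher in the hybrid than in Express617 moved from 53.1% to 43.4% in BBCH16-F1 and from 52.4% to 44.8% in OS30-F1. Leaving out the clusters on A02 and C02 was run for the dominance shares only, and TMM factors without these chromosomes for the distribution over chromosomes, and both stayed within the same limits. The latter factors were also run for the direction, and moved the percentage that was higher by at most 1.76 points, in the comparison of the F1 with Express617 at BBCH16. The number of DE clusters per trio and in any trio also stayed within these limits under each alternative. The permutation p-value of replicate clustering stayed under 0.05 under each alternative and without each library in turn. The log2 fold changes of Cluster_3646, Cluster_4688, Cluster_35968 and Cluster_60608 did so as well.

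With DESeq2's test, the clusters that differed between the F1 and G3D001 at BBCH16 fell to 3519, and transgressive upregulation in BBCH16-F1 to 0.148%. Clusters DE in all 5 trios fell to 3765 and clusters maternal dominant in all 5 trios to 100. With DESeq2 calls followed by Tukey tests, the maternal share was 34.5% in BBCH16-F1, 90.9% in OS15-F0, 76.4% in OS30-F0 and 79.5% over both F0 trios. The additive share was 23.6% in BBCH16-F1, 1.91% in OS15-F0 and 13.4% in OS30-F0. In OS15-F0 the paternal share was 1.36%, transgressive upregulation 5.40% and downregulation 0.393%, and in OS15-F1 upregulation was 12.8%. Parental dominant and additive patterns together made up 94.2% in OS15-F0 and 86.7% in OS15-F1. In all 5 trios, 2693 clusters were DE and 70 were maternal dominant.

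Tukey tests on TMM-normalized counts gave maternal shares of 37.5% in BBCH16-F1, 90.1% in OS15-F0, 78.3% in OS30-F0 and 81.1% over both F0 trios, and additive shares of 20.6% in BBCH16-F1, 1.95% in OS15-F0 and 12.0% in OS30-F0. They gave a paternal share of 2.01% and downregulation of 0.527% in OS15-F0. Transgressive upregulation was 2.26% in BBCH16-F1, 5.40% in OS15-F0, 13.2% in OS15-F1 and 2.71% in OS30-F0, and parental dominant and additive patterns made up 94.1% in OS15-F0 and 86.3% in OS15-F1.

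Counting clusters without a pattern as additive where the hybrid mean lay between the parents raised the additive share by construction, to 53.0% in BBCH16-F1, 20.9% in OS15-F0, 52.8% in OS15-F1, 20.0% in OS30-F0 and 25.4% in OS30-F1. The maternal share then was 29.5% in BBCH16-F1, 79.1% in OS15-F0, 22.0% in OS15-F1, 76.0% in OS30-F0 and 76.8% over both F0 trios. The paternal share was 16.2% in BBCH16-F1 and 19.6% in OS15-F1. In OS15-F1, upregulation was 5.31% and parental dominant and additive patterns made up 94.3%.

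Total-count scaling gave 11143 clusters between the F1 and Express617 at BBCH16, 77618 between the F1 and G3D001 and 78116 between the F0 and G3D001 at OS30, and 51285 for the interaction of stage with Express617 and G3D001. In BBCH16-F1 it gave 46.3% paternal, 2.90% additive and 5.56% upregulated clusters, with 93.9% parental dominant or additive. In OS15-F1 it gave 4.77% upregulated and 2.97% downregulated clusters, with 92.3% parental dominant or additive. The paternal share was 1.85% in OS30-F1 and 5.44% over both trios of F1 ovules.

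A minimum absolute log2 fold change of 1 gave 9500 clusters between the F1 and Express617 at OS30, and in OS15-F1 8.06% upregulated and 91.3% parental dominant or additive clusters. At BBCH16 the trio holds all libraries of the stage, and fitting the stage together gave no separate value. For the ovules it gave 29 clusters between the F0 and Express617 at OS15 and 6801 at OS30. The fit with genotype and a replicate block gave 66 clusters between the F0 and Express617 at OS15. A minimum of 10 counts in 3 libraries gave 2 clusters for this comparison, 3384 clusters DE in all 5 trios and 137 maternal dominant in all 5 trios. Since clusters with few counts were then left out, the percentage of DE clusters rose. On A02 it was 44.8% in BBCH16-F1, 53.1% in OS15-F0 and 49.0% in OS15-F1, and on C02 61.8%, 61.6% and 59.2%. The lowest of the other chromosomes had 23.8%, 35.6% and 33.3% in the same order, and the highest 37.7%, 46.4% and 46.6%. The median log2 fold change of G3D001 against Express617 on A02 at BBCH16 moved from 0.64 to 0.70.

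The position of the hybrids between the parents moved under most alternatives. With all clusters that differed between the parents, it was 0.512 in BBCH16-F1. On log2(CPM + 1) it was 0.479 in BBCH16-F1, 0.0378 in OS15-F0 and 0.132 in OS30-F0. With a mean of at least 10 counts it was 0.502 in BBCH16-F1, 0.00917 in OS15-F0 and 0.498 in OS15-F1. As a ratio of sums over clusters higher in Express617, it was 0.760 in BBCH16-F1, -0.0894 in OS15-F0, 0.251 in OS15-F1, 0.224 in OS30-F0 and 0.333 in OS30-F1. Over clusters higher in G3D001, it was 0.445, 0.0286, 0.723, 0.0132 and 0.0476 in the same order.

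Leaving out 1 library at a time also changed how many samples each fit held. The clusters between the F1 and Express617 ranged from 2441 without F1 replicate 2 to 4414 without G3D001 replicate 1 at BBCH16, and from 10810 without Express617 replicate 2 to 23049 without G3D001 replicate 2 at OS30. Those between the F0 and Express617 ranged from 2 without Express617 replicate 2 to 176 without G3D001 replicate 2 at OS15, and from 1482 without Express617 replicate 2 to 6727 without F0 replicate 1 at OS30. Between the F1 and the F0 at OS30 the range was 990 without F1 replicate 3 to 1261 without F0 replicate 1. For the interaction of stage with the F0 and Express617 it was 69 without Express617 replicate 3 at OS15 to 410 without F0 replicate 1 at OS30. The paternal share in OS15-F0 ranged from 0% to 0.0578%, with the highest value without G3D001 replicate 2. The position ranged from 0.489 to 0.528 in BBCH16-F1, from 0.470 to 0.535 in OS15-F1, from 0.0226 to 0.0516 in OS15-F0 and from 0.0930 to 0.128 in OS30-F0.

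The median of 4 to 8 counts per cluster in leaves and at OS15 limits the calls there, and at OS30 thinning to that depth lowered the clusters that differed between the parents to 25590.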

Differences from the paper's values

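No test of a cause belongs to this part. An alternative is said to come near the paper's value when it lies within 1.5 times of it, or differs from it by less than the jackknife SE. The paper counts miRNA and siRNA clusters separately, and its values for both classes were added where they are given in Tables S5 and S6. The paper accepts clusters into these classes by read length and predicted structure. The counts do not show which clusters met these criteria. Clusters of neither class may therefore be among those counted here, which limits the comparison of numbers and shares.

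In OS15-F0, 13316 clusters had a dominance pattern, against the paper's 8818. Of 19 alternatives set before the data were examined, 14 came near the paper's value in this sense, but the lowest of them gave 10166. Those that did not were RLE size factors, the fit with genotype and a replicate block (13981), the fit of all libraries of the stage, the counting of clusters without a pattern as additive and the fit without G3D001 replicate 2. In OS30-F1 the number was 49290, against the paper's 28898, and 5 of 19 came near it, all still higher than the paper's value: the minimum log2 fold change of 1 (37471), Tukey tests on TMM-normalized counts (41586), DESeq2 calls followed by Tukey tests (41414) and the fits without F1 replicate 1 and without F1 replicate 2. In OS30-F0 the number was 43087, against the paper's 28571, and 13 of 19 came near it, although the lowest of them gave 36022. The others were DESeq2's test (43114), RLE size factors, the fit of all libraries of the stage, the counting of clusters without a pattern as additive and the fits without F0 replicate 1 and without G3D001 replicate 2.

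In BBCH16-F1, 57.0% of the clusters with a pattern were maternal dominant, against the paper's 35.1%. The 8 of 18 alternatives that came near it were the minimum of 10 counts in 3 libraries (51.4%), the fit with genotype and a replicate block (52.1%), Tukey tests on TMM-normalized counts (37.5%), DESeq2 calls followed by Tukey tests (34.5%), the counting of clusters without a pattern as additive (29.5%) and the fits without each G3D001 replicate in turn. DESeq2's test, RLE size factors, the minimum log2 fold change, the fit without A02 and C02 and the fits without each other library did not. Among the former, only the Tukey tests and the counting of clusters without a pattern moved the share by more than 10 points. Additive patterns made up 9.37%, against the paper's 23.8%. Tukey tests on TMM-normalized counts (20.6%) and DESeq2 calls followed by Tukey tests (23.6%) came near it, and the other 16 alternatives did not.

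In OS15-F0, paternal dominance made up 0% of the clusters with a pattern, against the paper's 1.41%, while 3674 clusters had an unadjusted p under 0.05 between the F0 and Express617. DESeq2 calls followed by Tukey tests (1.36%) and Tukey tests on TMM-normalized counts (2.01%) came near it, and the other 17 alternatives did not. Additive patterns made up 0.0451%, against the paper's 1.22%, transgressive upregulation 0.0225%, against the paper's 3.38%, and transgressive downregulation 0.0225%, against the paper's 0.215%. None of the 19 alternatives set before the data were examined came near these values. With DESeq2 calls followed by Tukey tests, the values were 1.91%, 5.40% and 0.393%.

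In OS30-F0, paternal dominance made up 3.82%, against the paper's 9.79%. None of the 19 alternatives reached the paper's value. The 6 that came near it were the fit of all libraries of the stage (5.10%), Tukey tests on TMM-normalized counts (6.64%), DESeq2 calls followed by Tukey tests (7.47%) and the fits without F0 replicate 1, without G3D001 replicate 2 and without G3D001 replicate 3. The remaining alternatives gave 1.84% to 4.72%. Additive patterns made up 4.35%, against the paper's 14.4%. Tukey tests on TMM-normalized counts (12.0%), DESeq2 calls followed by Tukey tests (13.4%) and the counting of clusters without a pattern as additive (20.0%) came near it, and the other 16 alternatives did not.

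In any trio, 68936 of all clusters were DE, against the paper's 36229 siRNA clusters. None of the 6 alternatives set before the data were examined came near it, with values from 59982 to 69099. In all 5 trios, 5733 clusters were DE, against the paper's 1111 siRNA clusters, and none of the 3 alternatives came near it, with values from 2693 to 3765.

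Summed over Tables S5 and S6, the paper lists more paternal than maternal dominant clusters in BBCH16-F1 and in OS15-F1, while Table S5 alone lists more maternal dominant miRNAs in OS15-F1. Here maternal dominance was more frequent, with 57.0% against 31.3% in BBCH16-F1 and 41.3% against 36.7% in OS15-F1. The paper's order was reached with DESeq2 calls followed by Tukey tests, with 34.5% against 38.6% in BBCH16-F1 and 31.8% against 37.5% in OS15-F1. It was also reached with Tukey tests on TMM-normalized counts, with 37.5% against 38.3% and 32.9% against 38.3%. In OS15-F1 the fit without G3D001 replicate 1 reached it too, with 33.2% against 43.7%. Total-count scaling reached it in BBCH16-F1, with 44.6% against 46.3%, but not in OS15-F1, with 41.2% against 34.8%. The most frequent pattern differed as well. For siRNA clusters alone, Table S6 lists pattern XI most often in BBCH16-F1 (1978, against 988 for IV) and in OS15-F1 (1915, against 875 for IV). In OS15-F0 it lists pattern IX most often (4273, against 3902 for IV). Among all clusters here, pattern IV was the most frequent in each of these trios with TMM. The paper states that DE features are spread evenly over the chromosomes. Here the percentage of DE clusters ranged from 13.7% on C09 to 37.9% on C02 in BBCH16-F1. Outside A02 and C02, the highest was 22.4% on A05. The paper's supplement leaves A02 and C02 out of its subgenome percentages. It cites a duplication of all of A02 and a deletion of all of C02 in G3D001, while the paper's text reports large-scale deletions on C01 alone. In the dominance patterns, the methods list patterns III, VII and X as upregulated and V, VI and VIII as downregulated, while Fig. 2 and Tables S5 and S6 give the opposite direction, which was used here.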

Other observations

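Every test of an explanation in this part was chosen after the result was seen.

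The F1 and the F0 were compared directly for sRNA, which the paper's text does not report. At OS15, 5602 clusters differed between the F1 and the F0, of which 3785 were higher in the F1 and 1817 in the F0, while with total-count scaling 2871 were higher in the F1 and 3209 in the F0. At OS30, 1539 clusters differed, of which 1224 were higher in the F1, and the number was 990 without F1 replicate 3. DESeq2's test gave 4755 clusters at OS15 and 2195 at OS30. At each stage, 1 of the 10 splits of the 6 libraries gave as many clusters, the real one included, and 10 splits cannot give a share under 0.05.

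Splits of the libraries were also counted for the other comparisons. In 14 of the 15 comparisons of genotypes within trios, 1 of 10 splits gave as many clusters, the real one included. The exception was the comparison of the F0 with Express617 at OS15, where 8 of 10 splits gave at least the 12 clusters of the real one. For the DE clusters per trio, splits were drawn at random, and 1 of 80 splits gave as many in BBCH16-F1, 1 of 80 in OS15-F1, 1 of 80 in OS15-F0, 1 of 80 in OS30-F1 and 1 of 80 in OS30-F0, the real one included. The largest other split gave 7970, 5059, 20144, 45950 and 50137 clusters in the same order.

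The replicate numbers of different genotypes carried shared variation in a part of the pairs. Among 15 pairs of genotypes at the same stage, the deviations of equal replicate numbers from their genotype means correlated across clusters above 0.1 in all 3 replicates for 1 pair, Express617 and the F0 at OS30, with 0.118, 0.124 and 0.183. A pair can miss this limit and still correlate more in a single replicate. In leaves, Express617 and G3D001 had 0.381, 0.182 and 0.0471. On the second principal component of the leaves, replicate 1 was at 31.7 in Express617 and at 25.6 in G3D001. The other leaf libraries were between -14.3 and -1.87. With a replicate block, 17178 clusters were DE in BBCH16-F1. In the OS30-F0 trio, 54817 clusters were DE in the fit with genotype and a replicate block. Of its 10 splits, 4 part all 3 numbers like the real one and 1 of these, the real one, gave as many clusters as the real one, while none of the 6 that part 1 number did, with 0 clusters in the largest.

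The level of the clusters on C02 differed between the pools of G3D001 ovules. In leaves, 951 clusters had at least 30 counts over the 3 Express617 libraries and at most 1 count over the 3 G3D001 libraries, and 238 of them lie on C02. Those with a mean of at least 20 counts in Express617 ovules were used, 55 on C02 at OS15 and 234 at OS30. At OS15, the median level on C02 was 0.399%, 32.0% and 0% of Express617 in G3D001 replicates 1, 2 and 3. At OS30 it was 5.51%, 7.89% and 0.230%. These levels are relative to the cluster total of each library, without TMM factors. At OS30 the factors were 0.336 to 0.383 in G3D001 and 1.43 to 1.49 in Express617. With them the levels at OS30 would be higher, so a fall from OS15 to OS30 cannot be read from these values. The limit of 10% used below depends on this scaling as well. A single share of Express617 RNA in a pool is argued against, since clusters outside C02 had 0 counts in 176 of 596 cases of a cluster in a library where that share would give at least 10 counts. A cluster can be counted in more than one library. Such zeros would number 0.00284 from counting error alone and 0.0876 with the spread between replicates of the other genotypes added. Plants with Express617 sequence at a part of the loci in a pool cannot be told apart from clusters that vary in G3D001 ovules for another reason. Of 223 clusters outside C02 that were used at both stages, 56 were above 10% of the level of Express617 in G3D001 replicate 2 at both stages, against 27.7 by chance (Fisher's exact test, one-sided, p = 8.75e-18). For replicate 2 at OS15 and replicate 1 at OS30, p was 7.22e-16 in the same exact test. However, overlaps beyond chance were also found between libraries with a median on C02 under 1% of Express617, with p = 0.000555 for replicate 1 at OS15 and replicate 3 at OS30 and p = 0.000421 for replicate 3 at both stages (same exact test). The other pairs of libraries ranged from 0.00236 to 0.638 in the same exact test. Clusters close together on a chromosome are not independent, and no genotype data were used here.

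The scaling of the OS30 libraries sets the direction of most differences from G3D001. TMM factors were 0.336 to 0.383 in G3D001 and 1.21 to 1.49 in the other genotypes at OS30, while the total counts of G3D001 were 16398374 to 24931572. Of the clusters that differed between the hybrid and G3D001 in OS30-F1, 49.4% were higher in the hybrid with TMM. This was 49.1% with RLE size factors and 93.7% with total-count scaling. In OS30-F0 it was 48.8%, 49.8% and 94.4% in the same order. Differences from Express617 moved as well. The percentage of differing clusters that were higher in the hybrid than in Express617 was 53.1% in BBCH16-F1 with TMM, 43.4% with RLE size factors and 94.2% with total-count scaling. In OS15-F1 it was 72.8%, 66.8% and 46.0%, and in OS30-F1 52.4%, 44.8% and 36.4%. In OS30-F0 it was 60.3%, 52.8% and 53.4%, and 49.1% with DESeq2's test.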
